# Unravelling the developmental and functional significance of an ancient Argonaute duplication

**DOI:** 10.1038/s41467-020-20003-8

**Published:** 2020-12-03

**Authors:** Arie Fridrich, Vengamanaidu Modepalli, Magda Lewandowska, Reuven Aharoni, Yehu Moran

**Keywords:** Molecular evolution, miRNAs

## Abstract

MicroRNAs (miRNAs) base-pair to messenger RNA targets and guide Argonaute proteins to mediate their silencing. This target regulation is considered crucial for animal physiology and development. However, this notion is based exclusively on studies in bilaterians, which comprise almost all lab model animals. To fill this phylogenetic gap, we characterize the functions of two Argonaute paralogs in the sea anemone *Nematostella vectensis* of the phylum Cnidaria, which is separated from bilaterians by ~600 million years. Using genetic manipulations, Argonaute-immunoprecipitations and high-throughput sequencing, we provide experimental evidence for the developmental importance of miRNAs in a non-bilaterian animal. Additionally, we uncover unexpected differential distribution of distinct miRNAs between the two Argonautes and the ability of one of them to load additional types of small RNAs. This enables us to postulate a novel model for evolution of miRNA precursors in sea anemones and their relatives, revealing alternative trajectories for metazoan miRNA evolution.

## Abstract (web summary)

The sea anemone *Nematostella vectensis* expresses miRNAs and two Argonaute (AGO) proteins. Here the authors show that NveAGO1 and NveAGO2 are loaded with overlapping but different sets of miRNAs and that NveAGO2 binds both miRNAs and endo-siRNAs. Both AGO proteins are essential for development.

## Introduction

microRNAs (miRNAs) are pivotal players in post-transcriptional gene regulation in animals and plants. As such, they carry important roles in many developmental and physiological processes in both kingdoms^1–4^. Whereas their mode of action and functional roles are extensively studied in bilaterian animals such as vertebrates, nematodes and arthropods, they are understudied in non-bilaterian animals such as cnidarians and sponges despite being identified in these animal phyla more than a decade ago^5^. Until now, there is only little experimental evidence supporting any developmental or physiological role for miRNAs in organisms other than bilaterian animals and land plants, despite their wide phyletic distribution^6,7^. Our previous studies revealed that the miRNAs of Cnidaria (sea anemones, corals, jellyfish, and hydroids), the sister group of Bilateria, exhibit remarkable similarities to plant miRNA biogenesis and mode of action^8–10^. This was unexpected, as many contemporary studies argue that the vast differences between the plant and animal miRNA systems point towards convergent evolution and lack of miRNAs in the last common ancestor of animals and plants^6,11,12^. Among the similarities found between plant and cnidarian miRNAs, arguably the most striking one is the frequent tendency of the miRNA-guided RNA-induced Silencing Complex (RISC) of cnidarians to cleave (‘slice’) its targets^9^. The key proteins of RISC that perform the slicing in all miRNA-bearing organisms are the Argonautes (AGOs)^13–15^. Their ability to slice is probably an ancient property of AGOs that pre-existed before the appearance of miRNA pathways in plants and animals^16,17^. Bioinformatic analysis revealed that members of the Hexacorallia cnidarian subclass (sea anemones and reef-building corals) carry two AGOs with intact RNAse catalytic sites^10^. As hexacorallians diverged roughly 540 million years ago (MYA)^18,19^, this gene duplication seems to be extremely stable and suggests that each of the two AGOs specialized in a different role^10^.

To test the role of miRNAs in Cnidaria and the hypothesis of AGO specialization in Hexacorallia, in our current work we took advantage of genetic-manipulation tools available for the sea anemone *Nematostella vectensis* as well as immunoprecipitation (IP) and high-throughput sequencing techniques. Our results provide direct evidence that indeed miRNAs play a significant role in the development of a cnidarian and reveal the specialization of the two AGO proteins of Hexacorallia. Moreover, the results also enable us to postulate a new hypothesis regarding how novel miRNAs are born and further evolve in Hexacorallia.

## Results

### *Nematostella* development requires two AGO paralogs that duplicated >500 MYA

To get a broader insight into the evolutionary history and fate of AGO duplications in Metazoa with a focus on Cnidaria, we constructed AGO phylogeny in which we included bilaterian as well as cnidarian representatives (Fig. 1a). This phylogeny revealed that while the first *Nematostella* AGO, NveAGO1, clusters with AGO1 proteins of other hexacorallians, the second *Nematostella* AGO, NveAGO2, is positioned in a separate clade, together with the hexacorallian AGO2. Interestingly, we could detect at least one AGO1 ortholog and one AGO2 ortholog in most hexacorallian transcriptomes or genomes we surveyed. Our phylogeny suggests that the two AGO paralogs duplicated before the split of sea anemones and reef-building corals and co-existed for more than 500 million years. Such long co-existence of paralogs strongly hints towards sub- or neo-functionalization, otherwise we would expect a frequent loss of one of the paralogs over hundreds of millions of years. Our previous results suggested that destabilization of miRNAs and inhibition of their biogenesis by knocking down the methyltransferase NveHEN1 or the RNAse III NveDicer1, respectively, results in severe defects in *Nematostella* early development^8^. However, these components also play a role in the stabilization and biogenesis of other small RNAs (sRNAs) and may be involved in additional pathways^6,8^. Thus, we decided to test the potential specialization of the *Nematostella* AGOs and the role of miRNAs in *Nematostella* development by inhibiting the expression of each AGO separately. To this end, we microinjected Morpholino Antisense Oligos (MOs) against NveAGO1 and NveAGO2 to *Nematostella* zygotes (Two different translation inhibition MOs for each NveAGO). AGO morphants, but not zygotes injected with a control MO, failed to reach the primary polyp stage nine days post fertilization (dpf) (Fig. 1b, c, Supplementary Fig. 1). These morphological phenotypes are grossly similar to the phenotypes that we previously obtained when we inhibited other components involved in the miRNA pathway^8^. The specificity of each of the knockdowns (KD) was assayed by Western blot with specific antibodies raised against NveAGO1 and NveAGO2 that were generated for this study (see “Methods”). The bands that correspond to the expected size of NveAGO1 and NveAGO2 are absent or strongly downregulated in morphants (Fig. 1d, Supplementary Fig. 1b). The specificity of the antibodies was further verified by immunoprecipitation (IP) performed on lysates from primary polyps (9-days old) followed by liquid chromatography coupled to tandem mass spectrometry (LC-MS-MS) (Fig. 1e, Supplementary Data 1). The LC-MS/MS analysis revealed that in NveAGO1 IP, NveAGO1 peptides (but not NveAGO2) were enriched compared to the control sample incubated with Rabbit IgG. Similarly, NveAGO2 IP samples were enriched for NveAGO2 (but not NveAGO1) peptides (Fig. 1e, Supplementary Data 1). The differences were statistically significant (*P* ≤ 0.001) and these results support the specificity of the custom antibodies.

**Fig. 1:**
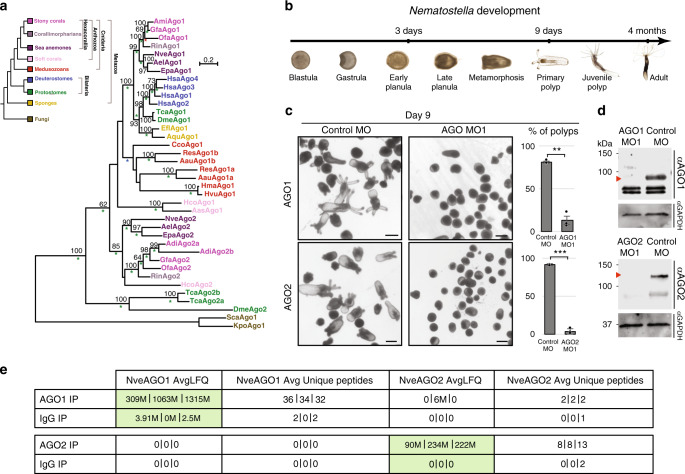
The hexacorallian AGO duplication, and its importance for *Nematostella* development. **a** A phylogenetic relationship of metazoan AGOs. The tree was constructed with the LG model (+I, +G). Bootstrap support values above 50% are indicated above branches. Posterior probability values of a Bayesian tree of the same topology are indicated by asterisks. A green asterisk represents a value of 1.0, blue represents values >0.95 and lower than 1.0 and a value of 0.95 is indicated by a red asterisk. The tree was rooted by the AGOs of the fungi *Saccharomyces castellii* (Sca) and *Kluyveromyces polysporus* (Kpo). Abbreviations of other species names are: Aas, *Acanthogorgia aspera*; Aau, *Aurelia aurita*; Ael, *Anthopleura elegantissima*; Adi, *Acropora digitifera*; Ami, *Acropora millepora*; Aqu, *Amphimedon queenslandica*; Cco, *Craterolophus convolvulus*; Dme, *Drosophila melanogaster*; Efl, *Ephydatia fluviatilis*; Epa, *Exaiptasia pallida*; Gfa, *Galaxea fascicularis*; Hco, *Heliopora coerulea*; Hma, *Hydra magnipapillata*; Hsa, *Homo sapiens*; Hvu, *Hydra vulgaris*; Nve, *Nematostella vectensis*; Ofa, *Orbicella faveolata*; Res, *Rhopilema esculentum*; Rin, *Rhodactis indosinensis*; Tca, *Tribolium castaneum*. Protein sequences are available in Supplementary Data 10. **b** Timeline of *Nematostella* development. **c** Animals injected with control MO (left panels) 9 dpf. **c** Animals injected with NveAGO1 and NveAGO2 MOs (middle upper and lower panels, respectively) 9 dpf. Majority of NveAGO1 and NveAGO2 depleted animals did not reach primary polyp stage (right upper and lower panels, respectively) at 9 dpf, three independent biological replicates. **P = 0.0069, ***P = 0.0005 (one tailed Students *t-*test), (Supplementary data 6). Data are presented as mean values +/− SD. Scale bars are 250 μm. **d** Western blot validation of knockdowns with NveAGO1 and NveAGO2 custom antibodies on extracts from 3 days old planulae, each blotting experiment was carried out twice independently. **e** LC-MS/MS analysis on three technical replicates. In NveAGO1 IP, an average of 34 specific peptides corresponding to NveAGO1, yielding an average label-free quantification (LFQ) value of ~895 million, whereas the control sample incubated with Rabbit IgG rather than αNveAGO1 yielded 1.3 peptides and an average LFQ value of 2.1 million. NveAGO2 IP samples provided an average of 9.6 peptides specific for NveAGO2 and an average LFQ value of ~182 million vs. 0.6 peptides and LFQ of 0 for the IgG control. Green shaded pairs indicate statistical significance (*P* = 0.0003 for NveAGO1, and *P* = 0.001 for NveAGO2, Statistical analysis was performed using the Perseus statistical package, see “Methods”).

While the failure in metamorphosis of the morphants of each AGO KD is an indication for functional specialization of each paralog^20^, we could not exclude the possibility that the AGOs are redundant in their function but their high dosage is critical for development^21^. Thus, we performed RNA-seq of three days old control and morphant animals and looked at the differences in their transcriptomic signatures (Fig. 2, Supplementary Fig. 2, Supplementary Data 2). While the controls of all experiments clustered together, NveAGO1 and NveAGO2 morphants greatly differed from one another, pointing towards specialization rather than redundancy and dosage-dependency. Since the main biological function of AGOs in animals is to guide sRNAs to target other RNA transcripts^22,23^, we hypothesized that these transcriptomic differences might stem from different sRNA populations that are carried by these two AGOs, affecting different sets of RNA targets. Notably, hexacorallian AGO1 forms a sister group to the known bilaterian miRNA-AGOs. Contrastingly, the hexacorallian AGO2 is positioned outside these two sister groups (Fig. 1a), leading us and others to predict it will not bind miRNAs but another group of sRNAs^24^. However, because phylogeny alone is insufficient to determine the differences between the NveAGO1 and NveAGO2 sRNA cargos, we continued with an experimental approach to test that.

**Fig. 2:**
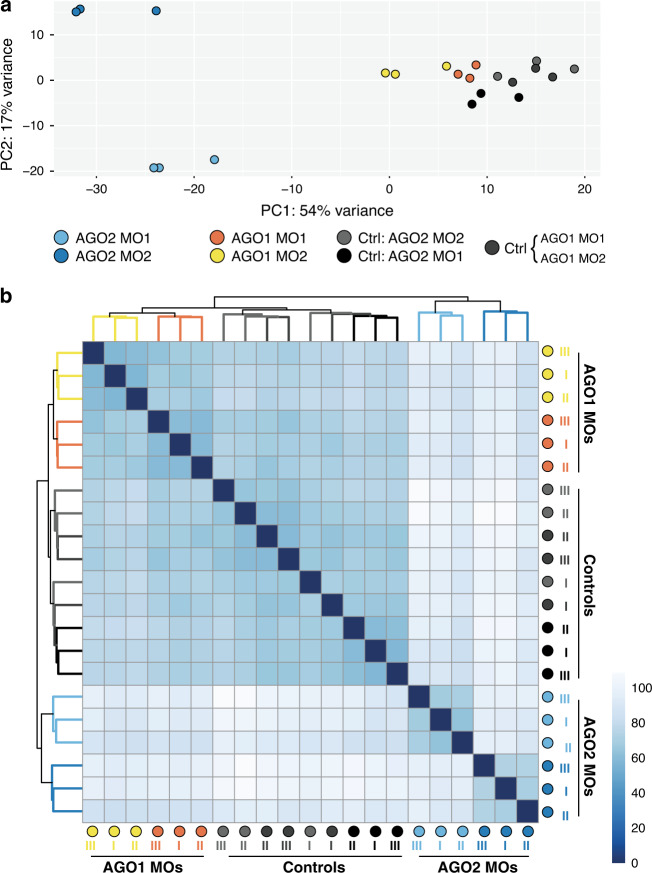
NveAGO1 and NveAGO2 knockdowns exhibit distinct transcriptomic signatures. **a** Principal component analysis (PCA) plot and dendrogram (**b**) exhibiting differences in transcriptomic signatures for three distinct biological replicates of NveAGO1 and NveAGO2 knockdowns (two different MOs for each NveAGO). NveAGO1 MO1 and NveAGO1 MO2 were injected in parallel to the same control MO. STAR^66^ was used to align reads to *Nematostella* genome.

### AGO IP uncovers novel *Nematostella* miRNAs

First, we confirmed by western blot that the antibodies αNveAGO1 and αNveAGO2 are suitable for a specific IP in three distinct developmental stages (planula, primary polyp and adult) (Fig. 3a). For each developmental stage, we immunoprecipitated each NveAGO in two biological replicates, and included two replicates of rabbit IgG IP as negative controls. 

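Small RNAs bound by NveAGO1, by NveAGO2 and by the rabbit IgG control were sequenced from early planulae, primary polyps and adult males. Each IP had 2 biological replicates per stage, so the experiment comprises 18 libraries in 9 groups. The authors trimmed the reads and counted them on each arm of each miRNA precursor with the quantifier of mirDeep2, and the values used here are those raw counts per guide and star. The table holds 255 arms, 138 guides and 117 stars, and 86 of the guides belong to newly annotated miRNAs. In early planulae the miRNA counts summed to 329474 and 271198 in the NveAGO1 IPs, 552836 and 531494 in the NveAGO2 IPs, and 11132 and 26954 in the IgG IPs. In primary polyps the sums were 3248311 and 6194385 for NveAGO1, 3231094 and 7833947 for NveAGO2, and 66399 and 62048 for IgG. Adult males gave 2361840 and 910399 counts for NveAGO1, 478587 and 491868 for NveAGO2, and 22936 and 9948 for IgG. Genome-mapped reads, listed in Supplementary Data 4, ranged from 456537 in the first IgG library of primary polyps to 13170153 in the second NveAGO2 library of the same stage.
Levels are given as counts per 1000000 genome-mapped reads (CPM), the unit the paper normalizes to, and SE is the standard error of a log2 fold change. Between IPs of one stage, guides were compared with edgeR's quasi-likelihood test on all 18 libraries, with genome-mapped reads as library sizes, because groups of 2 need a shared estimate of the spread. The test covered the 134 guides (84 of them newly annotated) with at least 10 counts in at least 2 libraries, and a guide was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05. On simulated counts of the same depth it recovered 12 of 47 guides changed 8-fold between NveAGO1 and NveAGO2 in early planulae, 24 of 52 in primary polyps and 20 of 56 in adult males, so many differences of that size do not pass. For 4-fold changes it recovered 1 of 58, 3 of 45 and 3 of 54. The IgG libraries hold far fewer miRNA counts than the AGO libraries, which limits the precision of every ratio to IgG.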

Next, we generated sRNA libraries from IP-extracted, size-selected RNA (see “Methods”) using a modified protocol suitable for lower sRNA quantities^25^. mirDeep2^26^ was used for de novo identification and quantification of novel and known *Nematostella* miRNAs. To minimize false positives, we used stringent criteria, which were previously suggested for miRNA annotation in bilaterians^27^. Specifically, a novel bona fide miRNA was considered if it exhibits: (a) >3-fold enrichment in the IP sample compared to the negative controls, (b) a clear signature for strand selection, with a dominant guide strand, that contains a homogeneous 5′ end, (c) guide/star ratio higher than two, (d) presence in both biological replicates with a minimum of 70 reads from the guide strand in at list one replicate, (e) a minimum of 16 hybridized nucleotides in the predicted guide/star duplex (see example in Fig. 3b, and Supplementary Data 3). Since strand selection in *Nematostella* is significantly stronger on average than in bilaterians^5^, starless miRNAs that passed the described criteria were also considered, however, classified as a separate category (Supplementary Data 4). In all libraries, the fraction of reads that mapped to miRNAs was higher than in the IgG-IP negative controls (Fig. 3c, Supplementary Data 4). In addition, we assessed the enrichment for miRNAs in sRNA libraries that were constructed from whole animals in the current study (“Input”; Supplementary Data 4, see “Methods”) as well as in an independent data from previous study^9^ (Supplementary Data 4). 

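Reads on miRNAs made up 2.74% ± 0.141 (mean ± SD, n = 2) of the genome-mapped reads in NveAGO1 IPs of early planulae and 8.28% ± 4.26 in NveAGO2 IPs, against 0.466% ± 0.364 in IgG IPs. In primary polyps the miRNA share was 99.8% ± 1.16 for NveAGO1, 63.0% ± 4.92 for NveAGO2 and 8.90% ± 7.98 for IgG. In adult males it was 22.1% ± 7.06, 11.0% ± 1.24 and 0.538% ± 0.0298. Each AGO library lay above both IgG libraries of its stage. With labels exchanged within stages, an exact permutation test gave a two-sided p of 0.00926 for NveAGO1 against IgG, at a mean log2 ratio of 4.00, and the same p for NveAGO2, at 3.95. The miRNAs counted were chosen in part for enrichment over IgG in these libraries, so the test is not independent of that choice. The IgG libraries differed between replicates, at 14.5% and 3.26% in primary polyps and 0.209% and 0.724% in early planulae, so folds over IgG in a single stage depend on the library. The first IgG library of primary polyps correlated more with the NveAGO2 IPs of its stage (Pearson's r 0.9442 and 0.9531) than with its own replicate (0.9057). nve-miR-2024e-3p took 49.0% of its guide counts, beside 48.9% and 49.4% in the NveAGO2 IPs, so comparisons of NveAGO2 with IgG in primary polyps rest in part on a control with a profile close to that of NveAGO2. The second IgG library of that stage shared its leading guide with NveAGO1. There nve-miR-2023-3p took 50.6%, beside 58.2% and 65.8% in the NveAGO1 IPs. Its r with those IPs was 0.8809 and 0.8713, below that with its own replicate. In the second NveAGO1 library of primary polyps the miRNA counts exceed the genome-mapped reads listed, a share of 100.659%, so the miRNA reads and the genome-mapped reads were not counted on one and the same basis.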

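The newly annotated guide with the largest enrichment among those examined singly in early planulae stood at 17.4 ± 0.266 (mean ± SD, n = 2) CPM in NveAGO1 IPs of early planulae and at 0.0940 ± 0.133 in IgG IPs, a log2 fold change of 7.07 (SE 1.39, edgeR adjusted p = 0.00015). This IgG level is at the floor of the counts, so the size of the fold change is poorly determined. The most abundant newly annotated guide of NveAGO1 in adult males reached 4864 ± 1326 with NveAGO1 and 52.3 ± 23.2 with IgG, a log2 fold change of 6.54 (SE 1.25, edgeR adjusted p = 7.3e-05). For the next most abundant the levels were 2348 ± 253 and 25.0 ± 7.41, and the log2 fold change was 6.55 (SE 1.17, edgeR adjusted p = 3.0e-05). The most abundant newly annotated guide of NveAGO2 in early planulae stood at 1084 ± 989 against 22.9 ± 6.79 in IgG, a log2 fold change of 5.57 (SE 1.13, edgeR adjusted p = 0.00012).
Of the 84 newly annotated guides tested, 24 were higher in NveAGO1 than in IgG IPs of early planulae, 20 in primary polyps and 49 in adult males. With NveAGO2 the numbers were 53, 53 and 60. Over all 134 guides, 44, 34 and 75 were higher with NveAGO1 and 5, 10 and 0 were lower, and 81, 85 and 105 were higher with NveAGO2 and 6, 1 and 0 were lower. Every guide called higher was at least 3-fold higher. The SEs of called guides, at lowest 0.85, left little room for a smaller change to pass, so this is no separate check of the paper's criterion. The paper kept a newly annotated miRNA only if it was enriched more than 3-fold over the negative controls. Among its reasons for revoking known miRNAs was a lack of enrichment over IgG. The guides were thus chosen in part on these same libraries, and their enrichment over IgG is not independent evidence. In adult males the 0 lower calls from edgeR stand beside 0 at an unadjusted p under 0.05 and 0 from DESeq2 with genome-mapped size factors.
Single IgG libraries carried much of these counts. Without the first IgG library, 19 guides were higher with NveAGO1 in early planulae and 48 in adult males; in primary polyps 57 were, and 17 without the second. Leaving out the second IgG library of primary polyps left 0 guides higher with NveAGO2, and leaving out its first or second NveAGO2 library left 37 or 26. The few lower calls of the planula and polyp stages were equally unsteady, at 0 for NveAGO1 in early planulae without the second IgG library or without its own first library, 3 without its second, and 3 for NveAGO2 without its first library or without the second IgG library. In primary polyps 3, 4, 3 and 22 guides were lower with NveAGO1 after leaving out, in turn, its first and second library and the first and second IgG library, and the 1 lower call for NveAGO2 was lost without either of its own libraries or the second IgG library.
Scaling to miRNA counts alone sets the miRNA totals of all libraries equal and so removes a general enrichment of miRNAs by its construction. With the sum of miRNA counts, 16 guides were higher and 18 lower with NveAGO1 in early planulae, 1 and 43 in primary polyps, and 0 and 30 in adult males, and with NveAGO2 1 and 24, 0 and 7, and 5 and 10. TMM factors gave 22 and 9, 41 and 18, and 47 and 2 for NveAGO1, and 24 and 20, 5 and 6, and 46 and 6 for NveAGO2. The size factors of DESeq2 gave 18 and 19, 26 and 22, and 38 and 14 for NveAGO1, and 9 and 24, 0 and 10, and 1 and 18 for NveAGO2. The median log2 ratio of all guides to IgG, which these scalings shift, was 2.21, 1.96 and 3.88 for NveAGO1 with genome-mapped reads and 0.69, 1.62 and 2.52 with TMM, and 4.14, 3.09 and 4.68 against 1.43, 1.34 and 2.43 for NveAGO2.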

Altogether, we identified 86 novel miRNAs (of which 19 were classified as “starless”) (Fig. 3b, Supplementary Data 4), increasing the total number to 138, with 42 previously identified miRNAs being revoked for not passing the precursor structure and homogeneity criteria, or for not being enriched in AGO IP compared to the IgG IP. Of the 52 previously identified remaining miRNAs, 49 overlapped with the list of Moran et al.^9^ (which contained 87 miRNAs) and 31 with the list of Grimson et al.^5^ (which contained 40 miRNAs) (see the updated list of miRNAs in Supplementary Data 4).

**Fig. 3:**
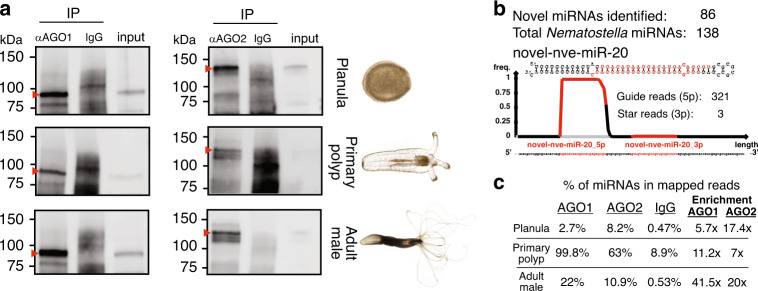
Novel miRNAs identification by AGO-IP. **a** Western blot validations with αNveAGO1 and αNveAGO2 for the presence of NveAGO1(left, ~96 kDa) and NveAGO2 (right, ~122 kDa) following the IPs from three distinct developmental stages (bands corresponding to AGOs are indicated by red arrowheads). Each experiment was carried out twice independently. **b** Number of *Nematostella* miRNAs including novel miRNAs, and an example of a newly identified miRNA. **c** Average percentage of miRNA reads in sRNA libraries generated from extracts of NveAGO1, NveAGO2, and control IgG IPs. miRNA percentage was calculated from reads that mapped to the *Nematostella* genome. On the right is the enrichment in each of the NveAGO-IPs compared to control IgG.

The reason so many miRNAs have not been identified earlier, stems from the fact that in previous studies, sRNAs were collected from whole animals. In *Nematostella*, unlike most bilaterians, such libraries are predominated by another class of sRNAs: the piRNAs^5,9^. Unlike most bilaterians, *Nematostella* piRNAs are not restricted to the germline, but are rather expressed broadly in somatic tissues^28^. Hence, NveAGO IP enabled us to overcome this limitation and reliably identify a significantly larger set of lower expressed novel miRNAs.

### NveAGO1 and NveAGO2 exhibit differential miRNA sorting as well as siRNA specialization

With the expanded list of miRNAs, we next continued with the examination of the differences between NveAGO1 and NveAGO2 sRNA cargo. Independent AGO duplications occurred several times in bilaterians and a frequent outcome for such duplications is specialization in carrying either miRNAs or siRNAs (but not both) as seen in insects and nematodes^29,30^. This enables a separation of the endogenous gene regulation pathway from the antiviral one, as target silencing of these two target types requires different modulation levels and kinetics as well as different partner proteins^31^.

Our initial expectation was to identify a similar type of specialization in Hexacorallia as it is known that endogenous siRNAs (endo-siRNAs) are present in *Nematostella*^9,32^. Using ShortStack^33,34^ we identified endo-siRNAs in our libraries (Supplementary Data 4) and quantified their normalized read counts in NveAGO1 and NveAGO2 IP from three developmental stages (Fig. 4a–c). These results confirmed our hypothesis as NveAGO2 but not NveAGO1 is enriched with endo-siRNAs throughout development. To further confirm this hypothesis, we quantified endo-siRNAs that were annotated independently in a previous study^32^. Although this list was not generated by AGO-IP sequencing, these annotated endo-siRNA were enriched in our AGO2-IP data over AGO1-IP and the negative control (Supplementary Fig. 3, Supplementary Data 4). Surprisingly, when we looked at the miRNA abundance in the two *Nematostella* AGOs, we found both to heavily load miRNAs (Fig. 4a–c, lower panels), meaning that NveAGO2, is a carrier of both miRNAs and siRNAs. 

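Single miRNAs accounted for much of the cargo of both proteins. In NveAGO1 IPs of primary polyps, nve-miR-2023-3p reached 615298 ± 60035 (mean ± SD, n = 2) CPM, against 17204 ± 1160 in IgG, and nve-miR-2025-3p 220230 ± 64382 against 5345 ± 2246. Their log2 fold changes over IgG were 5.16 (SE 0.96, edgeR adjusted p = 0.00012) and 5.36 (SE 0.97, edgeR adjusted p = 0.00011) from edgeR. In adult males nve-miR-100-5p had the highest mean with NveAGO1, at 112633 ± 63460 against 1818 ± 637, a log2 fold change of 5.95 (SE 1.07, edgeR adjusted p = 3.0e-05). It led in the first of these libraries, and nve-miR-2023-3p led in the second, with 42.8% of the guide counts.
NveAGO2 carried nve-miR-2024e-3p in early planulae at 28004 ± 6641 (mean ± SD, n = 2) against 494 ± 72.1 in IgG, a log2 fold change of 5.82 (SE 1.02, edgeR adjusted p = 6.6e-05) from edgeR. The same stage held nve-miR-9414-5p at 25151 ± 15601 against 463 ± 114, and nve-miR-2028-5p at 13168 ± 9844 against 265 ± 185, with log2 fold changes of 5.76 (SE 1.19, edgeR adjusted p = 0.00014) and 5.64 (SE 1.08, edgeR adjusted p = 0.00010). In primary polyps nve-miR-2024e-3p rose over IgG by a log2 fold change of 3.01 (SE 0.89, edgeR adjusted p = 0.013), from 37966 ± 45982 to 306040 ± 21737, a call lost without the second IgG library of that stage (log2 2.12, edgeR adjusted p = 0.165). In adult males nve-miR-2029-3p stood at 5962 ± 1522 against 135 ± 28.3, a log2 fold change of 5.47 (SE 1.07, edgeR adjusted p = 6.8e-05). All of these calls rest on genome-mapped reads as the scale, and none of them passed when libraries were scaled to their sum of miRNA counts.
Between the 2 proteins the miRNA share of genome-mapped reads did not differ in one direction over the stages, with a mean log2 ratio of NveAGO1 to NveAGO2 of 0.05 and an exact permutation p of 0.935 (two-sided). This ratio changes sign without the first NveAGO1 library of adult males (-0.06) or the first NveAGO2 library of early planulae (-0.13). NveAGO2 held more in early planulae, and NveAGO1 more in primary polyps and in adult males, with no overlap between their libraries in any stage. No test was run within a stage.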

Non-specialized AGOs carrying both miRNAs and siRNAs are present in at least some mammals^35,36^, but this seems to be a rare phenomenon in bilaterians. Some animals possess more than one miRNA-specific AGO. In vertebrates, most of which seem to lack a widely functional siRNA pathway (but see also opposing views^37^) the specialization of each of the four miRNA-AGOs is not fully understood. They all seem to carry the same miRNAs^38^, and seem to somewhat differ in their functions. For example, vertebrate AGO2, but not the others, contains an active catalytic domain that enables to promote slicing of fully complement targets^39^ and to enable non-canonical maturation of some miRNAs^40–42^. In *C. elegans*, Alg5 was shown to carry some unique miRNAs that are not carried by the other two miRNA-specific AGOs of this species^43^. In this case, the specificity is enabled via tissue-specific co-expression of these particular miRNAs with Alg5 in the germline. In *Nematostella*, the two AGOs are expressed in all tissues and developmental stages^28^ (Supplementary Fig. 4a, Supplementary Data 5). Nonetheless, when we tested the relative preference of individual miRNAs in NveAGO1 and NveAGO2 (calculated as explained in the “Methods” section), we were surprised to find two populations of miRNAs. 

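nve-miR-2022-3p had 98.2% of its normalized reads in NveAGO1 IPs in early planulae, 98.4% in primary polyps and 96.2% in adult males, taking the NveAGO1 and NveAGO2 means (n = 2 each) as the whole. For nve-miR-2023-3p the NveAGO1 share was 89.2%, 94.7% and 81.3%. On the other side, nve-miR-2024a-3p had 97.4%, 99.6% and 97.3% of its reads in NveAGO2 IPs, and nve-miR-2028-5p 96.1%, 98.9% and 97.8%. Each of these shares kept its side in all 4 pairings of an NveAGO1 with an NveAGO2 library.
Among 61 guides with at least 20 normalized reads in early planulae, 15 had over 70% of them in NveAGO1 and 36 in NveAGO2, and 8 and 23 had over 90%. In primary polyps 86 guides qualified, of which 18 and 52 passed 70% and 11 and 31 passed 90%. In adult males 85 qualified, with 31 and 41 over 70% and 14 and 28 over 90%. The newly annotated guides contributed 4 and 19 of those over 70% in early planulae, 8 and 29 in primary polyps, and 18 and 18 in adult males. The preferred side was the same in all 4 pairings of libraries for 53, 77 and 70 guides of the 3 stages.
Without the second NveAGO2 library of early planulae, 19 guides instead of 36 had over 70% in NveAGO2 and 7 instead of 23 over 90%. With the sum of miRNA counts in place of genome-mapped reads, 39 and 42 guides passed 70% in early planulae, 16 and 63 in primary polyps, and 24 and 69 in adult males, and with TMM factors 39 and 39, 47 and 42, and 43 and 50.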

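In early planulae nve-miR-2022-3p, at 94.3 ± 1.90 (mean ± SD, n = 2) CPM in NveAGO2 IPs, was higher in NveAGO1 IPs by a log2 fold change of 5.75 (SE 1.01, edgeR adjusted p = 0.00014) from edgeR. nve-miR-9425 (29.0 ± 2.63 against 1.33 ± 0.528) was higher with NveAGO1 as well, by 4.46 (SE 1.14, edgeR adjusted p = 0.0021). Lower with NveAGO1 were nve-miR-2046-5p (23.5 ± 0.693 against 641 ± 382) and nve-miR-2024a-3p (7.72 ± 1.41 against 293 ± 152), by log2 fold changes of -4.77 (SE 1.13, edgeR adjusted p = 0.0013) and -5.24 (SE 1.08, edgeR adjusted p = 0.00066).
In primary polyps the guides of NveAGO1 included nve-miR-2030-5p (48391 ± 16631 against 2440 ± 12.6) and nve-miR-100-5p (16472 ± 9391 against 291 ± 35.6), with log2 fold changes of 4.31 (SE 0.94, edgeR adjusted p = 0.00023) and 5.82 (SE 1.07, edgeR adjusted p = 7.1e-05). On the NveAGO2 side were nve-miR-2024e-3p, at 16024 ± 6163 (mean ± SD, n = 2) in NveAGO1 IPs and a log2 fold change of -4.26 (SE 0.94, edgeR adjusted p = 0.00026), and nve-miR-2028-5p, at 584 ± 330.5 against 54706 ± 7963 and -6.55 (SE 1.13, edgeR adjusted p = 3.1e-05). In adult males nve-miR-9413 (1916 ± 369 against 146 ± 18.1) and nve-miR-2022-3p (226 ± 69.7 against 8.92 ± 1.02) were higher with NveAGO1, by 3.71 (SE 1.12, edgeR adjusted p = 0.0059) and 4.66 (SE 0.97, edgeR adjusted p = 0.00055). nve-miR-2029-3p and nve-miR-2035-5p were lower there, by -4.52 (SE 1.02, edgeR adjusted p = 0.00083) and -4.24 (SE 1.03, edgeR adjusted p = 0.0013).
In total 15 guides were higher with NveAGO1 and 57 lower in early planulae, 22 and 59 in primary polyps, and 21 and 45 in adult males. Of the 39 tested guides that the study lists with over 70% preference for NveAGO1, 15, 19 and 20 were higher in the 3 stages (15, 19 and 23 when adjusted over the list alone) and 2, 1 and 1 lower. Of its 59 for NveAGO2, 39, 39 and 38 were lower (39, 40 and 40 over the list alone) and 1, 1 and 0 higher. Of 11 without preference, 0 were higher and 2, 3 and 0 lower. The study drew these lists from the same libraries, so they are not independent evidence of direction.
Leaving out single libraries moved the counts most in early planulae, to 7 higher and 11 lower without the first NveAGO1 library, 20 lower without the second, 9 higher without the first NveAGO2 library and 23 lower without the second. In primary polyps 13 or 12 were higher without the first or second NveAGO2 library and 38 or 36 lower without the first or second NveAGO1 library, and in adult males 22 were lower without the second NveAGO1 library. The split also depends on the scale: it was 32 higher and 27 lower, 22 and 78, and 17 and 66 with the sum of miRNA counts, 33 and 29, 43 and 36, and 33 and 45 with TMM, and 32 and 33, 45 and 32, and 56 and 21 with DESeq2's size factors. The median log2 ratio of all guides was -1.99, -2.16 and -1.13 with genome-mapped reads, and -0.43, -2.75 and -2.17 with the sum, -0.30, -0.39 and -0.49 with TMM, and -0.57, -0.32 and 1.10 with DESeq2.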

The first set of miRNAs is preferentially loaded into NveAGO1, while the other is enriched in NveAGO2 (Fig. 4d–g). While the biological replicates correlated among themselves, it was clear that the occupancy of NveAGO1 and NveAGO2 miRNAs did not correlate with one another (Supplementary Fig 5); NveAGO1 miRNAs were consistently under-represented in NveAGO2 and vice versa with the exception of two miRNAs: (a) miR-9446 is enriched in NveAGO1 in adult males, and in NveAGO2 in primary polyps (b) miR-2040a is enriched in NveAGO1 in early planulae and primary polyps, and in NveAGO2 in adult males (Fig. 4d–f, Supplementary Data 4). These exceptions suggest that some developmentally regulated elements may contribute to the AGO-selectivity. 

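nve-miR-2040a-3p stood at 520.1 ± 14.0 (mean ± SD, n = 2) CPM in NveAGO1 and 29.2 ± 8.57 in NveAGO2 IPs of early planulae, at 2189 ± 170.3 and 257 ± 69.0 in primary polyps, and at 269 ± 61.7 and 1263 ± 449 in adult males. The log2 ratio of NveAGO1 to NveAGO2 was 4.15 (SE 0.97, edgeR adjusted p = 0.0013) in early planulae from edgeR, 3.09 (SE 0.92, edgeR adjusted p = 0.0047) in primary polyps and -2.23 (SE 0.89, edgeR adjusted p = 0.036) in adult males. Its change between stages passed the test of the interaction of AGO and stage (adjusted p = 0.0047 from edgeR). The related nve-miR-2040b-3p was higher with NveAGO1 in all 3 stages, at 1394 ± 116 against 103 ± 50.4 in early planulae, 4674 ± 125 against 194 ± 26.7 in primary polyps and 1986 ± 520.5 against 216.04 ± 48.6 in adult males, where its call is lost without the second NveAGO2 library (log2 2.99, edgeR adjusted p = 0.065). nve-miR-9446 had 10.3 ± 6.10 and 44.6 ± 5.84 in primary polyps and 84.8 ± 28.3 and 26.9 ± 7.99 in adult males, with log2 ratios of -2.12 (SE 1.05, edgeR adjusted p = 0.075) and 1.65 (SE 1.03, edgeR adjusted p = 0.19), neither past the threshold.
The adult male call of nve-miR-2040a-3p does not hold when any 1 of its 4 libraries is left out (log2 -2.01, -2.48, -2.55 and -1.81, edgeR adjusted p = 0.146, 0.097, 0.0653 and 0.205 without the first and second NveAGO1 and the first and second NveAGO2 library), and the ratio was 0.23 (adjusted p = 0.79) with DESeq2's size factors. Its primary polyp call is lost without either NveAGO2 library (edgeR adjusted p = 0.087 without the first and 0.053 without the second). These 2 miRNAs were the guides whose preferred side over 70% changed between stages, at 4 guides without the second NveAGO2 library of adult males, 12 with the sum of miRNA counts and 7 with TMM factors. Over all 134 guides, 3 passed the interaction test, against 25 at an unadjusted p under 0.05, and leaving out single libraries gave between 0 and 5. With the IgG libraries left out of the fit 25 passed, and each of the other scales also gave many more. The number of guides whose sorting changes with the stage is therefore not settled.
Across the 138 guides of a library, on the scale of log2 (CPM + 1), Pearson's r between replicates was 0.9896 for NveAGO1 and 0.9781 for NveAGO2 in early planulae, 0.9855 and 0.9898 in primary polyps, and 0.9367 and 0.9264 in adult males. Between NveAGO1 and NveAGO2 libraries it lay from 0.7527 to 0.7889, from 0.7451 to 0.7744, and from 0.6489 to 0.7524. Guides are not independent replicates, so these are descriptions of the libraries. The paper reasons from the few exceptions to the segregation that elements regulated in development may add to the selectivity of the AGOs.

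**Figure D1:**
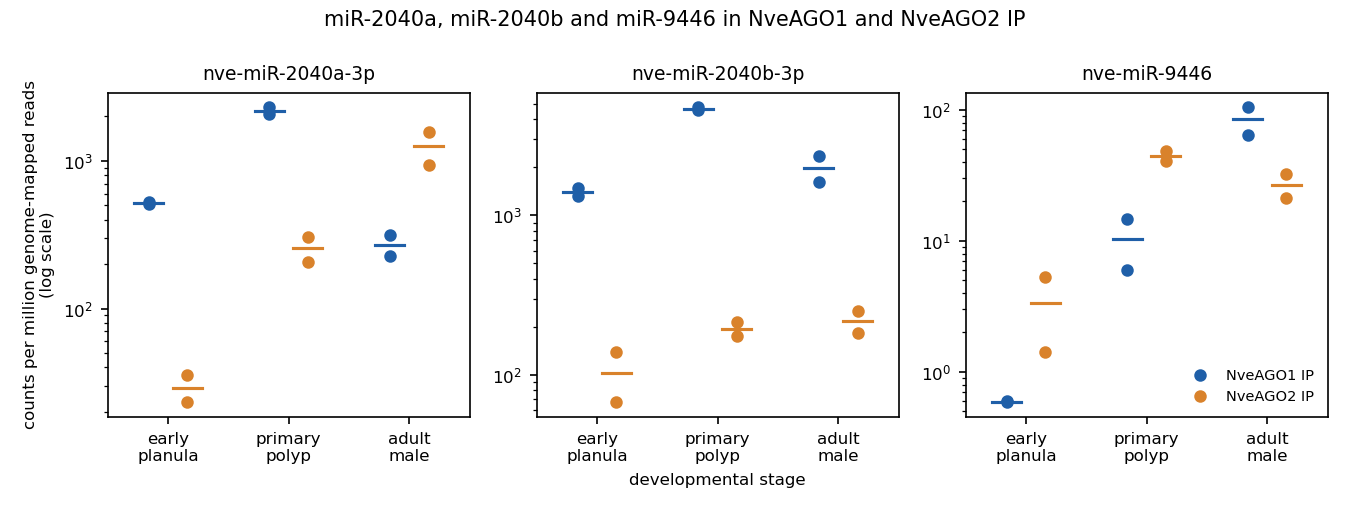
CPM (log scale) of nve-miR-2040a-3p, nve-miR-2040b-3p and nve-miR-9446 in each NveAGO1 and NveAGO2 IP library of the 3 stages. Points are the 2 replicates and bars their mean; the NveAGO2 points of nve-miR-2040a-3p lie above those of NveAGO1 in adult males and below them in the other stages, with counts scaled to genome-mapped reads.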

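Within NveAGO1 IPs, nve-miR-2023-3p took 8403 ± 3999 (mean ± SD, n = 2) of 1000000 miRNA counts in early planulae and 615976 ± 52983 in primary polyps, a log2 fold change of -6.20 (SE 0.78, edgeR adjusted p = 9.1e-09) for early planulae over primary polyps from edgeR. nve-miR-2025-3p took 25069 ± 5646 and 220972 ± 67050, a log2 fold change of -3.14 (SE 0.64, edgeR adjusted p = 4.5e-05). nve-miR-9414-5p had 59719 ± 2677 in early planulae and 58.2 ± 48.2 in adult males, and nve-miR-2041b-3p 2720 ± 361 and 10.6 ± 0.582, with log2 fold changes of 9.98 (SE 1.03, edgeR adjusted p = 6.7e-11) and 8.00 (SE 0.95, edgeR adjusted p = 7.3e-10). From primary polyps to adult males nve-miR-100-5p rose from 16445 ± 9215 to 489569 ± 130912 and nve-miR-9413 from 1.20 ± 1.27 to 9438 ± 4693.
In NveAGO2 IPs nve-miR-9414-5p was again higher in early planulae than in adult males, at 294109 ± 37062 and 1826 ± 1886 (mean ± SD, n = 2) (log2 7.33 (SE 0.93, edgeR adjusted p = 9.7e-09), edgeR). nve-miR-2040a-3p was lower in early planulae, at 376 ± 90.0 and 11842 ± 5441 (log2 -4.98 (SE 0.79, edgeR adjusted p = 6.1e-07)). nve-miR-2025-3p was lower in early planulae than in primary polyps here too, at 1028 ± 95.1 and 43645 ± 10774.
Stages were compared per 1000000 miRNA counts, since the miRNA share of a library differs widely between stages. Over the 3 stages 118 of 134 guides differed in NveAGO1 and 108 in NveAGO2 at an adjusted p under 0.05 (edgeR, F test). Between early planulae and primary polyps 91 guides were higher and 2 lower in early planulae with NveAGO1 (60 and 0 newly annotated) and 40 and 10 with NveAGO2 (31 and 2). Against adult males, 68 and 30 were higher and lower in early planulae with NveAGO1 (41 and 18 newly annotated) and 31 and 46 with NveAGO2 (21 and 21). Between primary polyps and adult males 21 and 51 were higher and lower in polyps with NveAGO1 (8 and 34) and 21 and 65 with NveAGO2 (13 and 40).
These directions depend on the scale. In the same order of comparisons, higher and lower calls were 2 and 40, 22 and 47, and 53 and 37 for NveAGO1 with genome-mapped reads, 12 and 18, 48 and 38, and 57 and 38 with TMM, and 19 and 17, 30 and 49, and 32 and 47 with DESeq2's size factors. For NveAGO2 they were 2 and 52, 17 and 45, and 45 and 23, then 14 and 19, 30 and 47, and 41 and 40, and last 28 and 19, 43 and 36, and 36 and 38. The median log2 change of all guides was 3.11, 2.13 and -0.47 with NveAGO1 and 1.04, -0.62 and -1.45 with NveAGO2, against -1.74, -0.52 and 1.49, and -1.87, -1.02 and 0.98 with genome-mapped reads. Leaving out 1 library of NveAGO2 left 23, 24, 15 or 18 guides higher in early planulae than in polyps (first and second planula, first and second polyp library) and 5 or 6 lower (second planula or second polyp library). It left 20 higher in early planulae than in adult males without the second adult library. Between polyps and adult males 11 were higher without that library and 13 or 12 without the first or second polyp library, and 41 were lower without the first polyp library.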

We characterized the differential expression of NveAGO1 and NveAGO2 miRNAs across the three developmental stages and similarly to the previously described *Nematostella* miRNAs^9^, novel miRNAs also exhibit differential temporal expression (Supplementary Fig. 4b), further supporting the role of the miRNA pathway in *Nematostella* development. Interestingly, some miRNAs exhibited opposite strand selection in the two AGO proteins (Supplementary Fig. 6).

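The 3p arm of nve-miR-2024a, its annotated guide, made up 3.54% of the reads of both arms in NveAGO1 IPs of early planulae (95% Wilson interval 3.06 to 4.10, 2 libraries pooled) and 94.5% in NveAGO2 IPs (93.7 to 95.1). In primary polyps the share was 1.88% and 98.7%, and in adult males 11.4% and 90.3%. nve-miR-2042-3p had 6.94% (3.00 to 15.2) and 72.3% (64.2 to 79.1) in early planulae, 6.05% and 77.0% in primary polyps, and 8.52% and 84.6% in adult males. For nve-miR-2029-3p the guide share was 41.2% with NveAGO1 and 98.0% with NveAGO2 in adult males, and 66.2% and 98.9% in early planulae. nve-miR-2024f-3p had 33.4% and 97.8% in early planulae and 47.4% and 99.5% in primary polyps.
Opposite to these, the guide of nve-miR-2024g, its 5p arm, made up 99.4% with NveAGO1 and 15.7% with NveAGO2 in early planulae. The deposited counts of nve-miR-2024g-5p and nve-miR-2024a-5p are equal in 15 of 18 libraries and differ by at most 5 counts in the others (29064 and 29073 in all), so the reads of these arms cannot be assigned to one of the 2 precursors and their mirrored strand use rests in part on the same reads.
In total 14 miRNAs had opposite major strands in at least 1 stage with at least 20 counts in each AGO, 7 in early planulae, 8 in primary polyps and 8 in adult males. With at least 50 counts there were 9, with at least 10 counts 17, and for 9 each replicate lay on the side of its AGO. Of the 9 miRNAs of Supplementary Fig. 6 that could be matched by name, 8 are among them. A test of the guide-to-star ratio between the AGOs (edgeR, guide and star counts of each library with the library as block, 85 miRNAs) found 17 higher and 11 lower with NveAGO1 in early planulae, 23 and 15 in primary polyps, and 16 and 15 in adult males, where 10 were higher without the first NveAGO2 library. The log2 change was -8.98 (SE 0.82, edgeR adjusted p = 2.0e-23) for nve-miR-2024a and -5.47 for nve-miR-2029 in early planulae. Wilson intervals cover counting error only.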

**Fig. 4:**
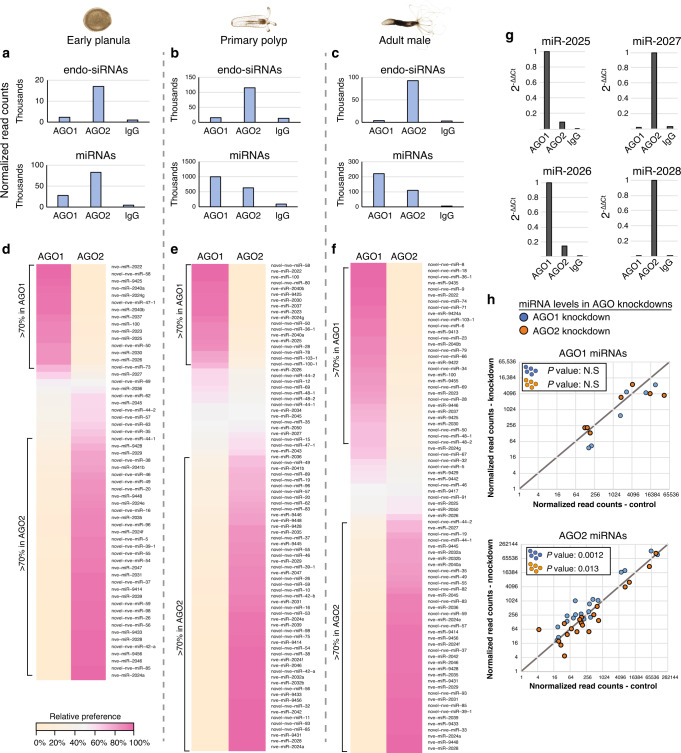
miRNA and endo-siRNA distribution between the two *Nematostella* AGOs. **a**–**c** Normalized read-counts of miRNAs (lower panels) and endo-siRNAs (upper panels) in sRNA libraries generated from *Nematostella* AGO IPs. Each bar represents the average of two distinct biological replicates normalized as described in the “Methods” section. **d**–**f** Heat map representing the relative preference of individual miRNA guides to NveAGO1 or NveAGO2, validated by qPCR for 9-day-old primary polyps (**g**) for two NveAGO1 and two NveAGO2 miRNAs. **h** Levels of miRNAs with >90% preference for NveAGO1 (upper panel) and for NveAGO2 (lower panel) in AGO1 knockdowns (compared to control, blue dots) and AGO2 knockdowns (orange dots). A two-tailed binomial significance test was used to determine whether miRNA levels change following AGO knockdown (compared to their levels in controls, Supplementary data 6).

To elucidate the effect of AGO-depletion on miRNAs, zygotes were injected with MOs against either NveAGO1 or NveAGO2 and sRNA libraries were prepared from 3 days old planulae. 

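Planulae injected with morpholinos against NveAGO1 or NveAGO2, which block translation of the targeted mRNA, and planulae injected with a control morpholino were used for small RNA libraries. The experiment comprises 12 libraries, 3 of AGO1 KD with 3 controls and 3 of AGO2 KD with 3 controls of their own, each from about 150 animals at 3 days. NveAGO1 and NveAGO2 themselves are not measured in small RNA libraries, so these counts cannot check the depletion. The authors counted reads with the quantifier of mirDeep2 without mismatches, and the values used here are the raw counts of 257 arms (138 guides and 119 stars) and of 4 spike-in RNAs added to each sample. miRNA counts summed to 39892 to 70321 in AGO1 KD (median 56311), 46619 to 67277 in its controls (62426), 23099 to 39654 in AGO2 KD (31783) and 44496 to 52983 in its controls (45845). Spike-in counts summed to 86810 to 186768, 288921 to 356491, 175006 to 286858 and 134795 to 296661 in the same order.
Counts were divided by the mean spike-in count of the library and multiplied by 1000000, as in Supplementary Data 6, and are called spike-in scaled counts. Guides were tested with edgeR's quasi-likelihood test on the raw counts of all 12 libraries, with the spike-in means as library sizes. The test covered the 44 guides with at least 10 counts in at least 3 libraries, 13 of them newly annotated. On simulated counts it recovered 17 of 17 guides changed 4-fold and 6 of 19 changed 2-fold in AGO1 KD, and 14 of 15 and 9 of 22 in AGO2 KD. Because KD and control animals of a replicate were injected on the same day into zygotes of one batch, a fit with the replicate as a block was also run, and its values stand beside a result where they change it.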

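For 8 miRNAs that the study assigns to NveAGO1 and that have guide and star counts, the guide-to-star ratio in AGO1 KD was lower than in the controls for 8 of 8, with a median log2 change of -1.43 (exact sign test, two-sided p = 0.0078). In AGO2 KD the ratio of 1 of the 8 was lower (exact sign test, p = 0.070). The median there was 0.98 over 9 miRNAs, the 8 and nve-miR-100, which has a ratio in AGO2 KD only. The change in AGO1 KD was below that in AGO2 KD by 2.54 on average on the log2 scale (mean difference -2.54, exact sign-flip permutation test over 256 arrangements, p = 0.0078). For miRNAs assigned to NveAGO2 the median was 0.12 in AGO1 KD, with 6 of 14 lower, and -0.47 in AGO2 KD, with 9 of 13 lower. nve-miR-2046 has a ratio in AGO1 KD only. The difference over the 13 with both ratios did not pass (exact sign-flip permutation test over 8192 arrangements, p = 0.17). These p-values treat miRNAs as replicates. With the libraries as replicates, the mean ratio of the NveAGO1 group differed by -1.93 in AGO1 KD and 0.88 in AGO2 KD with no overlap between KD and control libraries, and that of the NveAGO2 group by 0.11 and -0.57. The exact permutation p was 0.10, 0.10, 0.70 and 0.10, and 0.10 is the smallest p that 3 libraries against 3 allow. The study formed both groups on its IP libraries, which are other samples than these.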

Strand selection (ratio between guide fold-changes to star fold-changes) was significantly affected for AGO1 miRNAs in AGO1 KDs but not for AGO2 miRNAs in AGO2 KDs (Supplementary Fig. 7a, Supplementary Data 6). These results show that when the carrier of NveAGO1 miRNAs is depleted, miRNA-guide levels are more affected than the stars. 

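In AGO1 KD the guide-to-star ratio of nve-miR-2040a, tested in edgeR with the library as block, changed by -2.42 (SE 0.55, edgeR adjusted p = 0.00017) and that of nve-miR-2025 by -2.44 (SE 0.65, edgeR adjusted p = 0.00093). nve-miR-2040b and nve-miR-2030, also miRNAs of NveAGO1, changed by -1.38 (SE 0.36, edgeR adjusted p = 0.00091) and -1.26 (SE 0.33, edgeR adjusted p = 0.00091). nve-miR-2029, a miRNA of NveAGO2, went up by 2.17 (SE 0.33, edgeR adjusted p = 7.5e-09). Of 32 miRNAs with enough counts on both strands the ratio was higher for 2 and lower for 9, and 8 of the 9 miRNAs of the NveAGO1 group in this test were among the lower ones. They include nve-miR-100, whose star is listed at 0 in all controls of AGO1 KD, so no size of its change is given. Leaving out 1 replicate with its control left 1 higher call without replicate 1 or replicate 3.
In AGO2 KD 4 miRNAs were higher and 4 lower. nve-miR-2024e, a miRNA of NveAGO2, fell by 2.19 (SE 0.35, edgeR adjusted p = 7.1e-08), while nve-miR-2024a fell by 1.72 (SE 0.33, adjusted p = 3.7e-06), a call lost without the first replicate and its control (log2 -1.38, adjusted p = 0.062). Without that replicate pair 0 were higher and 1 lower, and without replicate 3 there was 1 higher. Over the NveAGO1 group the median change in AGO2 KD was 0.77 with 4 called higher (exact sign test p = 0.18, and with the replicate block 0.81 and p = 0.039), and without replicate 3 and its control 1.53 (p = 0.039). The star arm of nve-miR-2024a has the same reads as nve-miR-2024g-5p in 6 of the 12 libraries and differs by at most 1 count in the others.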

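nve-miR-2022-3p, the most abundant of the miRNAs with over 90% preference for NveAGO1, stood at 8976 ± 2466 (mean ± SD, n = 3) spike-in scaled counts in AGO1 KD and 23185 ± 6260 in its controls, a log2 fold change of -1.37 (SE 0.40, edgeR adjusted p = 0.0052) from edgeR. nve-miR-2040b-3p fell from 11465 ± 2209 to 4508 ± 1205, a log2 change of -1.35 (SE 0.42, edgeR adjusted p = 0.0087), and nve-miR-2040a-3p from 1741 ± 601 to 614 ± 118, a log2 change of -1.49 (SE 0.50, edgeR adjusted p = 0.012). nve-miR-2037-3p fell from 205 ± 69.0 to 44.0 ± 1.80, a log2 change of -2.18 (SE 0.65, edgeR adjusted p = 0.0065). Its AGO1 KD level rests on 5 counts over the 3 libraries, so the small SD does not cover the counting error. A newly annotated member had 111 ± 60.7 in the controls and is listed at 0 in all AGO1 KD libraries. nve-miR-2024g-5p, whose reads are shared with nve-miR-2024a-5p, was the 1 member above its controls.
Of the 7 measured members, 6 fell and 1 did not pass the test in AGO1 KD. As a set they had a median log2 change of -1.41 and were lower in fry, which tests against no change (limma, adjusted p = 0.0069). Against the other guides, at a median of 0.97, camera gave an adjusted p of 5.8e-06 (limma, adjusted p = 0.030 with an estimated correlation). By sign alone 6 of 7 were lower, a two-sided p of 0.125 in an exact sign test, at a median of -1.50 over the means. This sign test takes miRNAs of the same libraries as replicates. Leaving out the second replicate and its control ended limma's fry call (adjusted p = 0.12) and the calls of nve-miR-2022-3p (adjusted p = 0.089), nve-miR-2040b-3p (0.066), nve-miR-2040a-3p (0.13) and nve-miR-2037-3p (0.099). Leaving out replicate 3 ended those of nve-miR-2022-3p (0.063) and nve-miR-2040b-3p (0.068), and leaving out the second control alone that of nve-miR-2040a-3p (0.082). With TMM factors or the sum of miRNA counts 7 of 7 members were lower (exact sign test, p = 0.016).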

When we examined the read counts of guide strands of miRNAs that strongly occupy each AGO (>90% preference), levels of 6 out of 7 analyzed AGO1 miRNAs were reduced in AGO1 KD, however this result is not statistically significant (*P* = 0.06) (Fig. 4h, upper panel). AGO2 miRNAs were significantly downregulated in AGO2 KD (*P* = 0.013) and significantly upregulated in AGO1 KD (*P* = 0.0012) (Fig. 4h, lower panel). 

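Among miRNAs of NveAGO2, nve-miR-2031-5p rose from 99.2 ± 41.3 to 1036 ± 228 (mean ± SD, n = 3) spike-in scaled counts in AGO1 KD, a log2 fold change of 3.37 (SE 0.54, edgeR adjusted p = 3.7e-06) from edgeR. nve-miR-2024f-3p rose from 4961 ± 809 to 17186 ± 8436, a log2 change of 1.79 (SE 0.43, edgeR adjusted p = 0.00081), a call not past the threshold with TMM factors (log2 0.81, adjusted p = 0.095) or the sum of miRNA counts (0.70, adjusted p = 0.076). nve-miR-2028-5p, also with over 90% preference for NveAGO2, had 95741 ± 16063 in AGO1 KD and 109388 ± 39012 in its controls and did not pass (adjusted p = 0.66). In AGO2 KD nve-miR-2046-5p fell from 724 ± 253 to 149.6 ± 50.5, a log2 change of -2.20 (SE 0.53, edgeR adjusted p = 0.0015). nve-miR-9414-5p had 30005 ± 8243 and 54575 ± 15820 (log2 -0.86 (SE 0.36, edgeR adjusted p = 0.071)), which passed with the replicate block (adjusted p = 0.016).
With edgeR, of the 13 measured members with over 90% preference for NveAGO2, 6 rose, 0 fell and 7 did not pass in AGO1 KD, and 0 rose, 2 fell and 11 did not pass in AGO2 KD. By sign, 16 of 19 members with at least 20 scaled counts were higher in AGO1 KD (exact sign test, two-sided p = 0.0044, median log2 change 1.17) and 15 of 20 lower in AGO2 KD (p = 0.041, median -0.56). Sign tests take miRNAs of the same libraries as replicates. They test against no change, while the median over all 44 guides was 0.82 and -0.39 on this scale. With the replicate block the exact sign test gave 5 of 19 lower (p = 0.064) and 14 of 20 lower (p = 0.12). TMM factors gave 8 of 19 lower in AGO1 KD (exact p = 0.65) and 12 lower in AGO2 KD (exact p = 0.66). With the sum of miRNA counts it was 8 of 19 (exact p = 0.65) and 8 of 21 (exact p = 0.38). Without control 3 of AGO1 KD 5 of 19 were lower (exact p = 0.064). Leaving out any of the AGO2 KD libraries, or the first or second of their controls, left 13 or 14 lower (exact p between 0.12 and 0.19). In AGO2 KD the number of members with at least 20 scaled counts changed with the setting.
As a set, the members had a median of 0.92 in AGO1 KD and -0.55 in AGO2 KD, and fry, which tests against no change, put them higher (limma, adjusted p = 0.0069) and lower (adjusted p = 0.025). They did not differ past the threshold from the other guides, at medians of 0.74 and -0.19, in camera (limma, adjusted p = 0.47 and 0.36, and adjusted p = 0.59 and 0.58 with an estimated correlation). Both fry calls were lost without the second replicate and its control (limma, adjusted p = 0.12 and 0.18).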

Examining the levels of all miRNA guides showed a similar trend: in AGO1 KD there was no significant effect, while in AGO2 KD miRNAs levels were significantly downregulated (Supplementary Fig. 7b).

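All guides together gave 1.44 ± 0.304 (mean ± SD, n = 3) counts per mean spike-in count in AGO1 KD and 0.707 ± 0.0802 in its controls, and 0.511 ± 0.0136 in AGO2 KD against 0.875 ± 0.350. The log2 ratios were 1.01 and -0.70, and KD and control libraries did not overlap in either KD, a separation that has a chance of 10% with 3 against 3. The exact permutation p was 0.10 for each, the smallest that 20 arrangements allow, and 0.25 in an exact test of the paired replicates, the smallest that 3 pairs allow. Spike-in counts were themselves lower in AGO1 KD than in its controls. The amount of RNA to which the spike-ins were added is not among the values used here, so its part in the totals cannot be told.
Guide by guide, nve-miR-2029-3p rose in AGO1 KD from 20260 ± 3591 to 87310 ± 15211 (mean ± SD, n = 3), a log2 fold change of 2.11 (SE 0.38, edgeR adjusted p = 3.5e-05) from edgeR, and nve-miR-2036-3p from 3592 ± 887 to 22179 ± 7172, a log2 change of 2.62 (SE 0.40, edgeR adjusted p = 3.7e-06). nve-miR-2026-5p rose by 1.91 (SE 0.39, edgeR adjusted p = 0.00012). In AGO2 KD nve-miR-2022-3p fell from 44318 ± 19984 to 3605 ± 1523, a log2 change of -3.62 (SE 0.43, edgeR adjusted p = 8.9e-09), nve-miR-2025-3p from 13332 ± 3931 to 1878 ± 559, a log2 change of -2.83 (SE 0.40, edgeR adjusted p = 3.6e-07), and nve-miR-2030-5p from 86996 ± 34932 to 30680 ± 9134, a log2 change of -1.50 (SE 0.38, edgeR adjusted p = 0.0021). Of 44 guides 17 rose and 6 fell in AGO1 KD, and 3 rose and 9 fell in AGO2 KD.
The median log2 change of the guides was 0.82 and -0.39 with spike-ins, -0.17 and 0.36 with the sum of miRNA counts, and -0.09 and 0.01 with TMM factors. With TMM factors 6 rose and 10 fell in AGO1 KD and 5 rose and 8 fell in AGO2 KD, with the sum of miRNA counts 6 and 11, and 10 and 6, and with DESeq2's size factors 7 and 9, and 9 and 8. Leaving out the first AGO1 KD library left 11 risen guides, and leaving out replicate 2 or 3 with its control 10, and without the second replicate 1 had fallen. For AGO2 KD, 1 guide rose without its replicate 1, control 3 or pair 3, 5 without its first control, and 5, 4 and 5 fell without its replicate 1, pair 1 and pair 3.

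**Figure D2:**
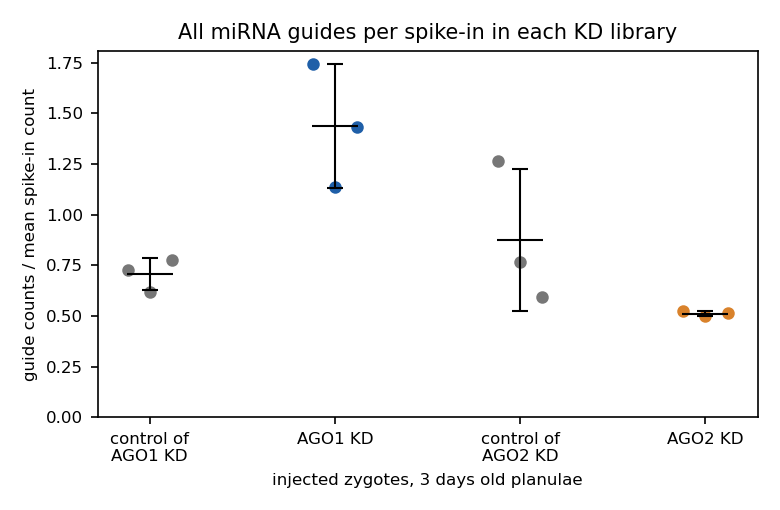
Sum of all guide counts divided by the mean spike-in count in each library of AGO1 KD, AGO2 KD and their controls at 3 days. Points are the 3 replicates and bars their mean ± SD; the AGO1 KD libraries lie above their controls and the AGO2 KD libraries below theirs.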

These results uncover a previously uncharacterized type of AGO subfunctionalization: a wide-scale differential miRNA sorting between the two AGOs, with NveAGO2 serving as a dual-functioning carrier of both miRNAs and endo-siRNAs.

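The effects of the 2 KDs differed for single miRNAs. The test of the difference itself, AGO1 KD over its controls against AGO2 KD over its controls, passed for 19 of 44 guides in edgeR, of which 16 were higher and 3 lower in AGO1 KD (20 at an unadjusted p under 0.05), and 1 was lower without the second replicates. With TMM factors 9 were higher and 9 lower, with the sum of miRNA counts 6 and 13, and with DESeq2's size factors 10 and 11. Of the 12 measured guides that the study lists with over 70% preference for NveAGO1, 6 fell, 2 rose and 4 did not pass in AGO1 KD, and of its 31 for NveAGO2, 13 rose, 1 fell and 17 did not pass; the 1 that fell, nve-miR-2040a-3p, stands in both lists and is also among the 6. In AGO2 KD, 5 of the same 12 guides of NveAGO1 fell, 1 rose and 6 did not pass, and of the 31 of NveAGO2, 4 fell, 2 rose and 25 did not pass. In limma the 12 had a median log2 change of -0.66 in AGO2 KD (fry adjusted p = 0.027; camera adjusted p = 0.58 with an estimated correlation), and the 31 one of -0.19 (fry adjusted p = 0.69; camera higher, adjusted p = 0.53). In AGO1 KD the medians were -1.21 (fry adjusted p = 0.18) and 0.92 (fry adjusted p = 0.015). Against the other guides neither passed there with an estimated correlation (camera adjusted p = 0.30 and 0.52). With the preset correlation both did (camera adjusted p = 0.00084 and 0.049). The miRNAs with over 90% preference for NveAGO1 had a median log2 change of 0.36 and a mean of -0.40 in AGO2 KD, where fry put them lower (adjusted p = 0.18) and camera higher (adjusted p = 0.93 with an estimated correlation), and 4 of 8 were lower by sign (exact sign test, p = 1). The endo-siRNAs were not analysed here.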

### Characterization of NveAGO1 and NveAGO2 miRNAs

The molecular basis for sRNA sorting into AGOs was uncovered in *Drosophila* where it was shown that central mismatches in miRNA duplexes (positions 9–11) enable their loading into the *Drosophila* miRNA-carrier: DmeAGO1, while siRNA duplexes (which usually do not contain these mismatches) are guided into the specialized siRNA carrier: DmeAGO2^44–46^. In *Arabidopsis*, mismatches at positions 9–12 facilitate miRNAs sorting^47^ and additionally the identity of the first 5′ nucleotide of the guide strand plays an important role in miRNA sorting^48^. Thus, we generated NveAGO1 and NveAGO2 miRNA sequence signatures for miRNAs with >70% preference levels to a single AGO and found that unlike plants, the identity of the 5′ terminal nucleotide for both *Nematostella* miRNA populations is U (Fig. 5a). 

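With preference taken from the deposited counts, 22 of 39 guides of NveAGO1 begin with U (56.4%, 95% Wilson interval 41.0 to 70.7) and 39 of 63 guides of NveAGO2 (61.9%, 49.6 to 72.9). Of the guides of NveAGO1, 15 begin with A, and of those of NveAGO2 13 begin with A and 9 with C. Among 11 guides without preference 7 begin with U (63.6%). The difference between the NveAGO1 and NveAGO2 groups did not pass (Fisher's exact test, two-sided p = 0.68). Of the guide counts of NveAGO1 IPs, guides that begin with U held 72.4% and 76.0% in the 2 libraries of early planulae, 39.4% and 30.7% in primary polyps and 9.10% and 12.0% in adult males, where nve-miR-100-5p alone was 58.4% in the first library. In NveAGO2 IPs they held 62.9% and 54.0%, 67.9% and 74.9%, and 45.5% and 57.6% in the same order of stages.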

Next, we aligned the miRNAs of each NveAGO and calculated for each position of the guide-strand the frequency of mismatches between guide and star. 

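At position 12 of the guide, counted from 1 at its 5′ end, 14 of 38 NveAGO1 miRNAs (36.8%) had a mismatch to the star and 4 of 58 NveAGO2 miRNAs (6.90%), an adjusted p of 0.0074 in Fisher's exact test over 20 positions (two-sided, p = 0.00037). At position 11 the numbers were 12 (31.6%) and 5 (8.62%), with Fisher's exact p = 0.0059 and an adjusted p of 0.059, and at position 10 they were 8 (21.1%) and 2 (3.45%), with p = 0.013 and an adjusted p of 0.084. At position 9 they were 7 (18.4%) and 8 (13.8%), and at position 13 4 (10.5%) and 4 (6.90%). The remaining positions differed by less than 11 percentage points, the largest at position 1 with 10 (26.3%) and 9 (15.5%) and an adjusted p of 0.70. Duplexes were read from Supplementary Data 4, which gives them for 109 miRNAs, and the groups are those with over 70% preference in the deposited counts. For nve-miR-2024g-5p, nve-miR-2032b-3p and nve-miR-2034-5p the guide of the listed duplex is the other strand of the deposited guide. Of the 109, the guide sequence differed from the deposited one for 12, where positions may not be those of the deposited guide. For 2 duplexes the match was made by guide sequence instead of name.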

For NveAGO1 miRNAs, there is a noticeable tendency to be enriched with mismatches in positions 10–12 compared to NveAGO2 miRNAs (Fig. 5b, Supplementary Data 4). 65% of NveAGO1 miRNAs (26/40) tend to have at least one central mismatch, compared to only 18% of NveAGO2 miRNAs (11/60). This is comparable to *Arabidopsis* where 65.7% of AthAGO1 enriched miRNAs (23/35) contain central mismatches in their duplexes compared to 20% of AthAGO2 miRNAs (3/15)^47^. 

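With groups taken from the deposited counts, 25 of 38 NveAGO1 miRNAs (65.8%, 95% Wilson interval 49.9 to 78.8) and 11 of 58 NveAGO2 miRNAs (19.0%, 10.9 to 30.9) had at least 1 mismatch at positions 10 to 12 (Fisher's exact test, two-sided p = 4.8e-06). The paper names this window from the mismatch frequencies of these same duplexes, and the p does not allow for that choice. Among 11 miRNAs without preference 4 had one (36.4%). With the groups as the study lists them the numbers were 26 of 40 and 12 of 60 (Fisher's exact p = 7.8e-06). The gap was wider between miRNAs with over 90% preference, at 20 of 25 (80.0%) and 8 of 44 (18.2%). Counted over positions 9 to 11, which the paper gives for *Drosophila*, 18 of 38 and 14 of 58 had a mismatch (p = 0.026), and over positions 9 to 12, which it gives for *Arabidopsis*, 28 of 38 and 17 of 58 (p = 2.5e-05). miRNAs are not independent draws where they belong to one family, such as the nve-miR-2024 miRNAs, and the tests do not allow for that.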

In *Drosophila* ~80% of surveyed miRNA duplexes (80/102) exhibited central mismatches^49^. This result suggests that the molecular basis for discerning miRNAs from siRNAs in bilaterians and plants is similar to the one of *Nematostella*. However, additionally, in *Nematostella* the mechanism enables the segregation of two large sets of miRNAs. 

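Guides of NveAGO1 were 22.2 ± 0.810 nt long (SD, n = 39 miRNAs) and guides of NveAGO2 21.1 ± 1.36 nt (SD, n = 63 miRNAs), and those without preference 21.7 ± 1.10 nt (SD, n = 11 miRNAs), with groups taken from the deposited counts. The difference of 1.12 nt between the NveAGO1 and NveAGO2 guides passed a permutation test of the means (two-sided p = 4e-05). The medians were 22 and 21 nt, a difference of 1 with p = 0.17 in a permutation test. At least 22 nt were reached by 31 of 39 guides of NveAGO1 (79.5%) and 27 of 63 of NveAGO2 (42.9%), and at least 23 nt by 16 and 7. Guide lengths of NveAGO1 ran from 21 to 24 nt and those of NveAGO2 from 18 to 25 nt. Lengths are those of the annotated guide sequences, not of the reads.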

Notably, NveAGO1 miRNAs are slightly but significantly longer than NveAGO2 miRNAs (average of 22.2 and 21 nt, respectively, *P* < 0.001 Student’s *t-*test) (Supplementary Data 4). miRNAs that present no strong preference (<70%) to a specific AGO paralog exhibit an intermediate average length of 21.5 nt.

**Fig. 5:**
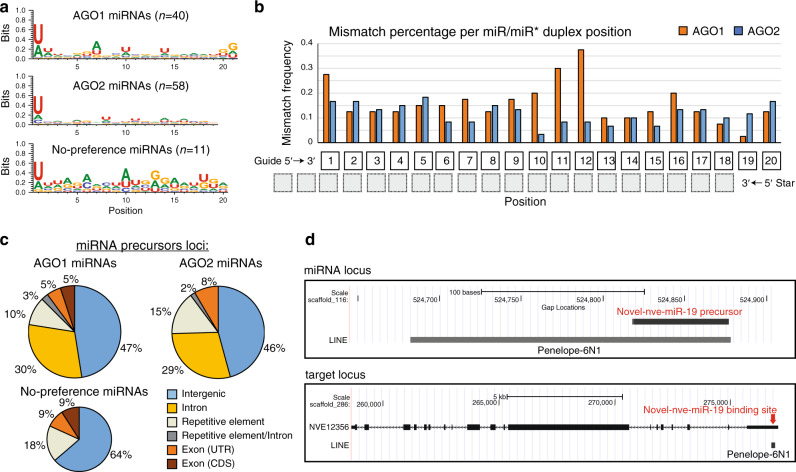
Characteristics of NveAGO1 and NveAGO2 miRNAs and the origin of some miRNA targets. **a** Signature of miRNAs sequences that have >70% preference for NveAGO1, NveAGO2, or no such preference. Sequence logos were generated using WebLogo3^74^. In NveAGO2 miRNAs ≥19 nt were analyzed (58/60) **b** Mismatch frequency for miR-guide’s strand positions when it forms a hybridized duplex with the star strand. **c** Genomic loci of miRNA precursors. **d** An example of a miRNA precursor positioned within a repetitive element (upper panel), and its putative target’s binding site which shows the integration signature of the same repetitive element (lower panel).

In a previous study, we discovered that similarly to plant miRNAs, and unlike bilaterian miRNAs, miRNA stabilization in *Nematostella* is mediated through the methylation of their 3′ ends by the methyltransferase HUA ENHANCER1 (HEN1). In that study, we identified two clusters that represented heavily methylated miRNAs and weakly methylated miRNAs^8^. In light of the evidence of the current study, that miRNAs are differentially distributed between the two AGOs, we decided to test whether the methylation status of AGO1 miRNAs differs from that of AGO2. To this end, we reanalyzed oxidized vs non-oxidized sRNA libraries from three developmental stages and found that the heavily methylated miRNAs consisted mostly of NveAGO1 miRNAs, while the weakly methylated miRNA cluster represented mostly miRNAs of NveAGO2 (Supplementary Fig. 8, Supplementary Data 7).

In mammals, approximately one third of the miRNA encoding loci are positioned within introns of protein-coding genes^50^, while most of the rest are encoded from independent intergenic units. In plants intronic miRNA loci are rare^11^. We find that in *Nematostella*, similarly to mammals and unlike in plants, about one third of miRNA precursors are positioned within introns of protein-coding genes, and combined with intergenic loci, comprise the vast majority of precursors (Fig. 5c). Very few precursors are positioned within the exons of protein-coding genes. Interestingly, some miRNA precursors are positioned within repetitive elements (REs). Many of these precursors (11/20) have predicted targets that contain signatures of the REs that host the miRNA precursor (Fig. 5d, Supplementary Data 8). A similar mechanism was previously described in mammals where some protein-coding genes can be regulated by piRNAs, via retrotransposition of REs to their 3′ UTRs^51^. Our results suggest that in *Nematostella* new miRNA targets can originate from the transposition of REs that host miRNA-precursors into the UTRs of protein-coding genes. A deeper look at predicted targets of NveAGO1 and NveAGO2 miRNAs enabled us to identify a surprising signature that might serve as a clue for understanding the evolutionary origin of miRNA precursors in Hexacorallia, as described below.

### Origin of miRNA precursors in *Hexacorallia*

miRNA precursors are believed to emerge and evolve differently in plants and animals (bilaterians) (reviewed by Axtell et al.^11^). In plants, but not in bilaterians, the loci of some miRNA precursors exhibit homology to the target of the miRNA, which extends beyond the recognition site by the miRNA-guide strand. Hence, it was suggested that in plants new miRNA precursors are born from their own targets, when these coding genes go through inverted duplications, which upon transcription can generate hairpin precursors that can be recognized by sRNAs biogenesis machinery, and thus generate sRNA that target with high complementarity the gene from which it originated^11,52^. In bilaterians, where miRNA-target recognition is mostly restricted to a short stretch of nucleotides at the 5′ of the miRNA, miRNAs that are highly complementary to their targets expose their unprotected 3′ end which results in the degradation of the miRNA by exonucleases^53^. In plants, where high complementarity of miRNAs to their targets is frequent, the 3′ ends of miRNAs are methylated and thus protected from exonucleolytic activity^54,55^.

We postulate that a plausible explanation for the difference between plant and bilaterian evolutionary origins of miRNA precursors stems from the selection against highly complementary miRNA-target interactions in bilaterians. Hence we decided to test whether in *Nematostella* (where high complementarity is frequent^9^, and miRNA are stabilized by methylation^8^) miRNA precursors exhibit a signature of origin from their own targets.

To this end, we examined the list of miRNA precursors with extended homology to their predicted targets (see “Methods”). In total, 11 miRNAs exhibited such signatures: 1 AGO1 miRNA and 10 miRNAs that belong to the categories of “weakly expressed”, “no AGO preference”, and AGO2 miRNAs (Fig. 6a, Supplementary Data 8, 9). To estimate the levels of false-positive signatures, we generated fifty lists of *Nematostella* miRNAs where we shuffled the RNA sequences that are flanking the guide strand. On average, each list generated 2.5 false positives, never reaching a value of 11 signatures (Fig. 6a). In previous studies, Nozawa et al. showed that while in *Drosophila* none of the miRNA genes exhibit origin from targets^56^, in plants ~11% (24/226) of miRNA families exhibited a signature of being born from the protein-coding genes that they target^57^. This number is comparable to our finding in *Nematostella* (~8%, 11/138 miRNAs). Therefore, we propose that in cnidarians, similarly to plants and unlike bilaterians, miRNA precursors can originate from their own targets. This scenario implies that unlike the conservative view that animal and plant miRNA-precursors originate differently, the origin of miRNAs from targets is an ancestral mechanism that was utilized by plants and early animals, and was later lost in bilaterians. This observation piles with previous examples for commonalities between plant and cnidarian miRNAs^6,8,9,58^, challenging the traditional view that the last common ancestor of plants and animals lacked a miRNA pathway.

**Fig. 6:**
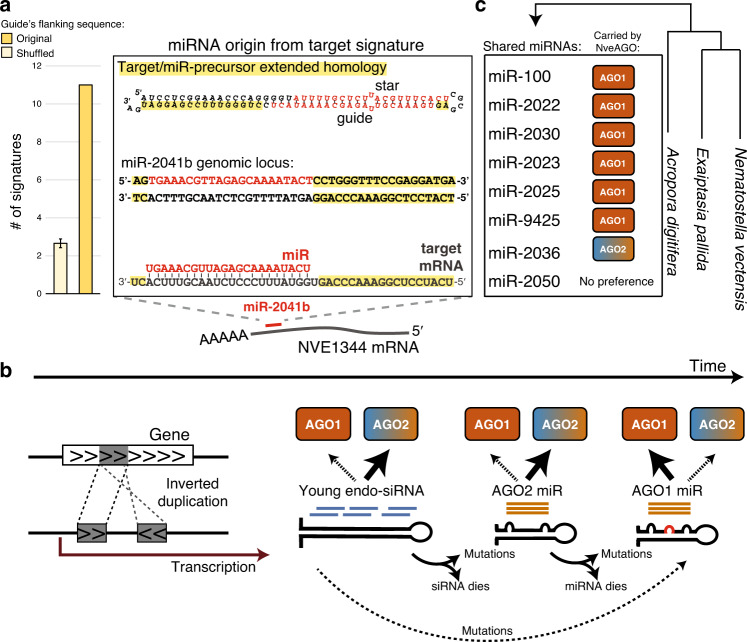
Model for origin and evolution of miRNA-precursors in *Hexacorallia*. **a** Extended homology between miRNA precursors and their targets. The number of precursors with extended homology was calculated for the list of 138 miRNAs, and an average for 50 lists with shuffled sequences of the Guide’s flanking regions (Data are presented as mean values +/− SE for the shuffled sequences). A signature is exemplified for miR-2041b and its predicted target NVE1344 (right panel). **b** The model suggests endo-siRNA origin (that load into hexacorallian AGO2) from inverted duplications of coding genes. Next, precursors acquire mutations that result in processing by the miRNA biogenesis machinery, and such precursors are still loaded into hexacorallian AGO2. Additional mutations such as a central mismatch in duplexes might result in the miRNA being directed to hexacorallian AGO1. **c** miRNAs shared by sea anemones and reef-building corals and their AGO preference in *Nematostella* as discovered in this study.

## Discussion

Using IP, KDs, and high-throughput sequencing we revealed the developmental importance and functional differences of two hexacorallian AGOs that duplicated at least 500 MYA at the split of sea anemones and reef-building corals. This independent duplication within the sister group of Bilateria emphasizes the recurrent trend of AGO duplications and subfunctionalizations in eukaryotes, reflecting presumably its advantageous value. In most bilaterians, such duplications resulted in specialization to carry either siRNAs or miRNAs. Evolutionary analysis of AGOs from many dipteran species^30^ uncovered that once such subfunctionalization is established, the miRNA-specialized AGOs do not seem to duplicate any further. On the contrary, siRNA-specialized AGOs in these species exhibit frequent duplications as well as longer branch lengths, which might correlate with the constant need to change in the evolutionary arms race against viruses and transposons. The hexacorallian AGO duplication occurred independently of the duplications in bilaterians and yet exhibits a similar case of shorter branches for miRNA AGOs compared to that of the siRNA AGOs (Fig. 1a). Although the specialization in siRNAs of NveAGO2 was previously suggested^24^, our work is the first to functionally show that NveAGO2 indeed carries this sRNA type. Unlike bilaterians, where AGO subfunctionalization was frequently accompanied by loss of catalytic domain of the miRNA AGOs, it seems that this did not occur in cnidarians, as both AGOs seem to have an intact catalytic domain. In addition, and unlike in any previous predictions, this study uncovered a dual function for NveAGO2 as we found that it loads high levels of miRNAs lacking central mismatches (Fig. 5). In *Nematostella*, the dual role of NveAGO2 is persistent throughout development (Fig. 4, Supplementary Fig. 4) and based on phylogeny (Fig. 1a) might be conserved in other sea anemones and reef-building corals.

The broad differential miRNA sorting into NveAGO1 and NveAGO2 is another unique specialization that does not typify the outcomes of AGO subfunctionalization in bilaterians. The same molecular mechanism for sorting miRNAs from siRNAs in bilaterians seems to enable the separation of one set of miRNAs from another in *Nematostella* (Figs. 4 and 5). Taking our current results together with previous findings that miRNA-mRNA high complementarity is frequent in cnidarians^9^ and that unlike in bilaterians in these interactions cnidarian miRNAs remain biochemically stable^8^, we suggest a new model that describes how miRNA precursors are born in Cnidaria and how they evolve in light of the presence of two subfunctionalized AGOs in Hexacorallia (Fig. 6). Our results indicate that unlike bilaterian animals, cnidarian miRNA precursors might emerge via inverted duplications of their own targets, similarly to plants (Fig. 6b) and it is plausible that this mechanism was present in the last common ancestor of cnidarians and bilaterians. In Hexacoralia, transcription of such inverted duplicated genes can generate hairpins, from which highly complementary endo-siRNAs are formed and loaded specifically into NveAGO2 (Figs. 4a–c, 6b). Next, such precursors accumulate mismatches that make them resemble miRNA precursors (e.g., 5′ homogeneity^27^), that still load into NveAGO2. Finally, mutations that facilitate NveAGO1 loading (such as central mismatches, Fig. 5b) enable these miRNAs to be preferentially loaded into NveAGO1 that does not carry endo-siRNAs.

This model suggests a long evolutionary journey until a miRNA is able to be loaded into NveAGO1. The model is further supported by the fact that the fraction of miRNA targets with extended homology to their miRNA precursor loci is higher for NveAGO2 miRNAs compared to NveAGO1 (Supplementary data 7), and finally, by the fact that the majority of the miRNAs conserved among hexacorallians are carried by NveAGO1 (Fig. 6c). While it is possible that plants and cnidarians evolved their miRNA pathways convergently, our results suggest that the scenario where the origin of miRNAs from their targets represents an ancestral phenomenon that is shared between plants and animals such as cnidarians, but was lost in bilaterians with their acquisition of seed-restricted target recognition and modulation^6^, should be equally considered.

## Methods

### Animal culture and KD

*Nematostella* polyps were grown in the dark at 18 °C in 16‰ artificial seawater and fed with freshly hatched *Artemia salina* nauplii three times a week. Induction of spawning was performed as previously described^59^. The gelatinous sack surrounding the eggs was removed using 4% L-Cysteine (Merck Milipore, USA) and followed by microinjecting the zygotes with Morpholino antisense oligonucleotide (MO). Next, zygotes were cultured at 22 °C in 16‰ artificial seawater in the dark. The MO sequences were designed and synthesized by Gene Tools, LLC (USA).

NveAGO1 translation blocking MO1: GATTCACTGGATTATTAGAAGCCAT

NveAGO2 translation blocking MO1: TTAACAGCCTTTTGATGCTTTACGA

NveAGO1 translation blocking MO2: ACCGCTCAGTTTGTCGAGGTTATGA

NveAGO2 translation blocking MO2: CACGTCCTTTCGATTTCTTCGGCAT

Standard control MO: CCTCTTACCTCAGTTACAATTTATA

1 mM stock solution of each MO was prepared with nuclease-free water. Equal concentrations of the MOs (0.9 mM of AGO1 MO1 and AGO2 MO1, 0.45 mM of AGO1 MO2 and AGO2 MO2) of different treatments and controls were injected the same day into zygotes from the same batch to generate one biological replicate. In total, three biological replicates of ~300 injected animals were generated for each NveAGO MO and control MO. Samples for RNA or protein extraction were flash frozen in liquid nitrogen and stored at −80 °C until processed. In addition, three independent biological replicates were generated for morphological analysis and the images were collected 9 dpf.

### Antibody generation

For NveAGO1 and NveAGO2 IP and Western blots, custom polyclonal antibodies were generated in rabbits against recombinant fragments corresponding to regions that significantly differ between the two AGOs (GenScript, USA).

NveAGO1 C-terminal region:

QVGQEQRHTYLPLEVCNIVPGQRCVKKLTDTQTSKMIRATARSAPDREREIRGLVKKANFDEDAYVKDFSISIGKNMVELQGRVLPPPKLVYGGKQSSPITPKGGVWDMRGRQLFHGIEIRTWAIACFVKQQMCTEDSLRRFSNQLMKISVEQGMPISCPPVFFRYARNPDEVERMFRRLKEAHPDLQMILVULPGKTP

NveAGO2 N-terminal:

MPKKSKGRGRGRGRGNPHHEKOQTLVGQQATSRNNEHKQLPKPTQTQQETSLSQQPYTCSSAAEAQGPLTPPNNTQGGSLTNAEPAQADTLGQKFETQLNLSPQSGKEQGAIPKTGARLKGNSLAPGSQGNGQFSSKNLLAQMQRTPRSASESQNEASSKSQQAHNNQSQAAAHQQTQAGPQQTPARSQQTPAGPQQTQAGPQQTPAGPQQTQAGPQQTQEGPQQTPARSQQTPAIIGSTTTADEHLARHRQENMEL

Specifically, each recombinant fragment was injected into three rabbits. After the third round of immunization, pre-immune and post-immune sera were sent to us for screening by Western blot against *Nematostella* lysate to identify sera specifically positive for NveAGO1 and NveAGO2 (bands of ~96 and ~122 kDa respectively). Finally, the antigens were used by the company for affinity purification from the relevant rabbits.

### AGO immunoprecipitations

Hundred microliters of magnetic beads (SureBeads™ Protein A Magnetic Beads, Bio-Rad, USA) were washed in 1 ml of 1×PBS for five times. Five micrograms of antibodies/total IgG was added to the washed beads with 1.3 ml of 1×PBS, and left rotating overnight at 4 °C. Animals that correspond to a volume of 100 µl were frozen in liquid nitrogen and lysed (with homogenizer) using 1 ml of the following lysis buffer: 25 mM Tris-HCl (pH 7.4), 150 mM KCl, 25 mM EDTA, 0.5% NP-40, 1 mM DTT, Protease inhibitor cOmplete ULTRA tablets (Roche) and Protease Inhibitor Cocktail Set III, EDTA-Free (Merck Millipore, USA). Murine RNAse inhibitor (New England Biolabs, USA) was added whenever samples were used for downstream RNA-based applications. The DTT, Protease inhibitor and RNAse inhibitor were added fresh just before use. After 2 h rotation in 4 °C the samples were centrifuged at 16000 × *g*, 15 min, 4 °C and supernatant was collected and stored in −80 °C.

Next, the lysate was precleared as following: 100 µl of magnetic beads were washed in 1 ml of 1×PBS for three times and one time in lysis buffer and the lysate was added to the washed beads. Lysis buffer with RNAse inhibitor was added to make up 1.2 ml and the samples were incubated at 4 °C rotation for one hour. Next, the pre-cleared lysate was collected and added to the antibody-bound beads (that were pre-incubated with the antibody overnight). These samples were incubated for 2 h in rotation at 4 °C. After incubation the lysate was removed, and the beads were washed five times with the following wash buffer: 50 mM Tris-HCl (pH 7.4), 300 mM NaCl, 5 mM MgCl_2_, 0.05% NP-40, Protease inhibitor cOmplete ULTRA tablets (Roche, Switzerland) and Protease Inhibitor Cocktail Set III, EDTA-Free (Merck Millipore). Murine RNAse inhibitor was added whenever samples were used for downstream RNA-based applications. The protease and RNAse inhibitors were added fresh just before use. Finally, for RNA extraction 1000 µl of Tri-reagent (Sigma-Aldrich) was added followed by RNA isolation according to the manufacturer’s protocol with the addition of 1.5 µl of RNA-grade glycogen (Thermo Fisher Scientific, USA) when precipitating with isopropanol.

For Western blot, 40 µl of filtered double-distilled water and 20 µl of blue SDS sample buffer (New England Biolabs) were added to the beads. The samples were heated at 100 °C for 8 min and placed on ice for 1 min, then centrifuged 1 min at 23,000 × *g* at 4 °C, and the supernatant was collected for Western blot.

### Western blot

The samples were run on polyacrylamide gradient gel (4–15%; Bio-Rad) followed by blotting to a nitrocellulose membrane (Bio-Rad). Next, the membrane was washed with TBST buffer (20 mM Tris pH 7.6, 150 mM NaCl, 0.1% Tween 20) and blocked (5% skim milk in TBST) for 1 h at room temperature. Purified polyclonal antibody against NveAGO1 or NveAGO2 was added to 5 ml of TBST containing 5% BSA (1:1000) (MP Biomedicals, USA), to the membrane in a sealed sterile plastic bag and incubated at 4 °C overnight. Next the membrane was washed three times with TBST and incubated for 1 h with Goat αrabbit IgG conjugated to horseradish peroxidase (Jackson’s ImmunoResearch, USA) diluted to a concentration of 0.08 µg/ml in 5% skim milk in TBST. Finally, the membrane was washed three times with TBST and detection was performed with the Clarity™ ECL kit (Bio-Rad) according to the manufacturer’s instructions and visualized with a CCD camera of the Odyssey Fc imaging system (Li-COR Biosciences, USA). Size determination was carried out by simultaneously running Precision Plus Protein™ Dual Color Protein Ladder (Bio-Rad) and scanning the same blot on the same system at 700 nm.

### Small-RNA sequencing

Zygotes injected with NveAGO1, NveAGO2 and Control MOs were collected 3 dpf. Three distinct biological replicates (of ~150 animals each) were generated. Total RNA was extracted and library preparation was carried out as described in the Zamore’s lab, Illumina TruSeq small-RNA Cloning Protocol April 2014 (http://www.umassmed.edu/zamore/resources/protocols/). In brief, sRNAs were ligated to 3′ and 5′ adapters that contain four random nucleotides for minimizing ligation biases. SuperScriptIII (Thermo Fisher Scientific) was used to reverse-transcribe ligated products and KAPA Real-Time Library Amplification Kit (Roche) was used for cDNA amplification. The amplified samples were run and cut from 2% low-melt agarose gels (Bio-Rad) and followed by sRNA sequencing with NextSeq500 (Illumina, USA) with read lengths of 50 nucleotides. Prior to this library preparation, four synthetic spike-ins mimicking bilaterian miRNA sequences absent from *Nematostella* genome were added to the total RNA. Two were 2′-o-methylated at their 3′ ends (mmu-miR-125a-5p and mmu-miR-148a-3p), and the other two were not methylated (cel-lin-4-5p and hsa-miR-659-5p). These four miRNAs were further used for normalization of *Nematostella* miRNA read counts in the bioinformatic analysis.

Library preparation for RNA extracted from NveAGO1 and NveAGO2 IP was size selected for 18–30 nucleotides on 15% denaturing urea polyacrylamide gel (Bio-Rad) followed by overnight RNA elution in 0.3 M NaCl. Next, library preparation was carried out using NEBNext Multiplex Small RNA Library Prep Set for Illumina kit (New England Biolabs) with modified protocol^25^ for improving low-input samples and sequenced with NextSeq500 (Illumina) as described above. This procedure was carried out on two distinct biological replicates for each AGO in each of the developmental stages.

### Total RNA sequencing

RNA was extracted with Trizol (Thermo Fisher Scientific) according to manufacturer’s protocol from three biological replicates of 3 days old animals injected with control, NveAGO1 and NveAGO2 MOs. Library preparation was carried with SENSE Total RNA-seq Library Prep Kit (Lexogen, Austria) according to the manufacturer’s protocol and 75 nt single-end sequencing was carried out with NextSeq500 (Illumina).

### Reverse transcription and quantitative real-time PCR (qPCR)

Reverse transcription (RT) of miRNAs was carried out using miRCURY LNA Universal RT microRNA PCR Kit (Exiqon-Qiagen, Denmark), as instructed in miRCURY LNA RT Kit manual in three technical replicates for each miRNA. Equal amounts of RNA spike-in (Uni-Sp6) were added to the RNA and later used as an internal amplification control. RT mixture included template RNA, 5× miRCURY RT Reaction Buffer (2 μl), 10× miRCURY RT Enzyme Mix (1 μl), and nuclease-free water to make up 10 μl of total volume. The mixture was incubated at 42 °C for 1 h, then incubated at 95 °C for 5 min to inactivate the reverse transcriptase and immediately cooled to 4 °C. Real-time PCR was performed using miRCURY SYBR Green PCR Kit (Exiqon-Qiagen) according to the manufacturer’s instructions with StepOnePlus Real-Time PCR System (ABI, Thermo Fisher Scientific). The qPCR mixture contained cDNA template (3 μl), 2× miRCURY SYBR Green Master Mix (5 μl), LNA primer set (1 μl) and nuclease-free water to make up 10 μl total volume. qPCR thermocycling conditions were 95 °C for 2 min, 40 cycles of 95 °C for 10 s, 56 °C for 1 min. Melt curve analysis: 60–95 °C for 15 min at a ramp-rate of 1.6 °C/s. The expression levels of miRNAs were normalized to the RNA spike-in (Uni-Sp6).

### Semi-quantitative LC-MS/MS analysis

Sample preparation for MS analysis: After the last step of IP, the beads were washed twice with 25 mM Tris-HCl pH 8.0. The packed beads were re-suspended in 100 μl 8 M urea, 10 mM DTT, 25 mM Tris-HCl pH 8.0 and incubated for 30 min at 22 °C. Next, Iodoacetamide (55 mM) was added and beads were incubated for 30 min (22 °C, in the dark), followed by the addition of DTT (20 mM). The Urea was diluted by the addition of 6 volumes of 25 mM Tris-HCl pH 8.0. Trypsin was added (0.3 μg per sample) and the beads were incubated overnight at 37 °C with gentle agitation. The beads were spun down and the peptides were desalted on C18 home-made Stage tips^60^. Two-thirds of the eluted peptides were used for MS analysis.

nanoLC-MS/MS analysis: MS analysis was performed using a Q Exactive Plus mass spectrometer (Thermo Fisher Scientific) coupled on-line to a nanoflow UHPLC instrument, Ultimate 3000 Dionex (Thermo Fisher Scientific). Peptides were separated over a 60 min gradient run at a flow rate of 0.3 μl/min on a reverse phase 25-cm-long C18 column (75 μm ID, 2 μm, 100 Å, Thermo PepMapRSLC). The survey scans (380–2000 *m/z*, target value 3E6 charges, maximum ion injection times 50 ms) were acquired and followed by higher-energy collisional dissociation (HCD) based fragmentation (normalized collision energy 25). A resolution of 70,000 was used for survey scans and up to 15 dynamically chosen most abundant precursor ions, with “peptide preferable” profile were fragmented (isolation window 1.6 *m/z*). The MS/MS scans were acquired at a resolution of 17,500 (target value 1E5 charges, maximum ion injection times 120 ms). Dynamic exclusion was 60 s. Data were acquired using Xcalibur software (Thermo Scientific). To avoid a carryover, the column was washed with 80% acetonitrile, 0.1% formic acid for 25 min between samples.

MS data analysis: Mass spectra data were processed using the MaxQuant computational platform, version 1.5.3.1254. Peak lists were searched against translated coding sequences of *Nematostella* gene models. The search included cysteine carbamidomethylation as a fixed modification and oxidation of methionine as variable modifications and allowed up to two miscleavages. The match-between-runs option was used. Peptides with a length of at least seven amino-acids were considered and the required FDR was set to 1% at the peptide and protein level. Protein identification required at least 2 unique or razor peptides per protein. Relative protein quantification in MaxQuant was performed using the label-free quantification (LFQ) algorithm^61^. LFQ in MaxQuant uses only common peptides for pair-wise ratio determination for each protein and calculates a median ratio to protect against outliers. It then determines all pair-wise protein ratios and requires a minimal number of two peptide ratios for a given protein ratio to be considered valid. Statistical analysis (*n* = 3) was performed using the Perseus statistical package^62^. Only sample groups with at least 2 valid values were used. Protein contaminants and proteins identified by <2 peptides were excluded from the analysis. The procedure described above was carried out on three technical replicates for each AGO-IP. MS/MS raw files, as well as results of MaxQuant analysis were deposited to the ProteomeXchange Consortium via the PRIDE55 partner repository with the dataset identifier: PXD011644.

### Bioinformatic analysis

mirDeep2^26^ core algorithm was used to identify novel miRNAs in AGO-IP samples. For quantification of miRNA counts for AGO-preference analysis, mirDeep2 quantifier.pl module was used with default parameters, and the reads were normalized to the number of reads mapping to the genome (and multiplied by 1 million) in each library. To reduce noise, only miRNAs that exceeded a threshold of minimum 20 normalized reads in at least one library were included in this analysis. The normalized read counts from two biological replicates in each AGO-IP were averaged and the relative preference levels of each miRNA in NveAGO1 and NveAGO2 were calculated by dividing the counts from each NveAGO by the miRNA’s total counts in both AGOs (Fig. 4). miRNAs from the heatmap that showed no AGO-preference in any of the developmental stages were classified as “no-preference miRNAs” (Supplementary Data 4). To assess enrichment of miRNAs over non-IP libraries, the levels of NveAGO1 and NveAGO2 miRNAs from NveAGO1-IP and NveAGO2-IP (respectively) were compared to the levels of NveAGO1 and NveAGO2 miRNAs from the same three developmental stages reported by Moran et al.^9^ as well the new sRNA data obtained from primary polyps (Supplementary Data 4). In NveAGO1 and NveAGO2 knockdown sRNA libraries, the quantifier.pl module was run allowing no mismatches in sRNA reads mapped to miRNA precursors. These counts were normalized to the average of the four miRNA spike-ins in each library.

For total RNA sequencing analysis, two different approaches were used: (a) filtered fastq reads were aligned to the Bowtie2^63^ (version 2.3.4.1) indexed *Nematostella* genome using TopHat^64^ (version 2.1.1) The number of reads mapping to each *Nematostella* gene models (https://figshare.com/articles/Nematostella_vectensis_transcriptome_and_gene_models_v2_0/807696) was extracted using featurecounts^65^ 1.6.0.2. (Supplementary Fig. 2) (b) reads were aligned to the genome using STAR^66^ (Fig. 2). The differential gene expression analysis was carried out using DESeq2^67^.

Putative miRNA targets were predicted using psRNATarget^68^ with a maximum expectation score of 2.5, allowing no gaps. miRNA origin from target signature was defined as follows: First miRNA-guide sequences were extracted including seven spanning nucleotides from the side of the stem and six from the side of the loop. Next all miRNA putative targets were aligned to the extended guide sequences using the smith-waterman algorithm with -gapopen set to 15 and -gapextend set to 2.0. Finally, we ran our homemade script that scanned all the alignment outputs and identified miRNA-target pairs with extended homology of at least six consecutive nucleotides. This script is available via GitHub (https://github.com/ArieFridrichHuji/miRNA_Origin.git). A miR with extended homology to more than one target was counted only once in this analysis. Finally, we manually inspected each positive match to validate that the miRNA and the flanking nucleotides were aligned to the correct targets site on the target’s gene. In addition, we analyzed the number of signatures for miRNA guides with shuffled flanking sequences (Supplementary data 8). The alignments are available in supplementary data 3. Prediction of miRNA target origin via retro-transposition was carried out manually by examination of miRNA loci and their putative targets.

For de novo identification of endo-siRNAs and their expression levels from IP sRNA libraries we preprocessed the raw reads to trim the adapter and then reads were filtered from known *Nematostella* miRNAs and other non-coding RNAs using Bowtie2 version 2.3.4.1. The filtered reads were subjected to ShortStack^33^ (version 3.8.5) analysis with default parameters. In the final outputs, the “DicerCall” column was filtered from value: “N”. This enables to eliminate sRNAs which likely are not generated via RNAi process (and frequently represent breakdown products of abundant RNAs). Finally, the MIRNA column was filtered from the value “Y”, which enabled eliminating any reads that have a chance to correspond to miRNAs. For quantification of existing data of previously characterized *Nematostella* endo-siRNA^32^, the lists of endo siRNA sequences were filtered from sequences that mapped to ribosomal RNAs. Next the remaining sequences were quantified in each of the AGO-IP libraries as well as in the IgG negative controls using the ShortStack count module. The reads were normalized to the reads mapped to the genome.

miRNA methylation analysis was carried as follows: sRNA libraries from our previous study^8^ of three developmental stages (planula, primary polyp, and adult male) that were treated or non-treated with oxidation by periodate were quantified using the updated miRNA list presented in this manuscript with mirDeep2. NveAGO1 and NveAGO2 miRNAs with raw reads lower than 50 were removed from this analysis to reduce noise. For each of the remaining miRNAs we normalized their read counts and plotted their levels in the non-oxidized and oxidized libraries. To test if miRNA levels significantly drop after oxidation, we carried out two-tailed student’s t-test for two dependent means.

### Phylogenetic analysis

The AGO amino acid sequences were aligned using MUSCLE^69^ and low certainty alignment regions were removed by TrimAl^70^ using the –automatic1 for heuristic model selection. ProtTest was used to find the most suitable model for phylogeny reconstruction^71^. The maximum-likelihood (ML) phylogenetic trees were constructed using PhyML with the LG + I + G model and support values were calculated using 100 bootstrap replicates^72^. A Bayesian tree was constructed using MrBayes version 3.2.1^73^ with the WAG + I + G model and the run lasted 5,000,000 generations with every 100th generation being sampled. The Bayesian analysis was estimated to reach convergence when the potential scale reduction factor reached 1.0. Sequences are available in Supplementary Data 10.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

## Data Availability

All the datasets generated during the current study are available either in the Supplementary information or in the GEO, SRA, and ProteomeXchange Consortium repositories under the identification numbers GSE144203, PRJNA658931 and PXD011644, respectively. Source data are provided with this paper.

## Source data

Source Data

## Code availability

The code generated in this study is available at ‘GitHub https://github.com/ArieFridrichHuji/miRNA_Origin.git’.

# Supplementary material for: Unravelling the developmental and functional significance of an ancient Argonaute duplication
**Source:** Nat Commun. 2020 Dec 3;11:6187. doi: 10.1038/s41467-020-20003-8
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary information

Unravelling the developmental and functional significance of an ancient Argonaute duplication

Arie Fridrich^{1,3}, Vengamanaidu Modepalli^{1,2,3}, Magda Lewandowska¹, Reuven Aharoni¹ and Yehu Moran^{1,*}

²The Marine Biological Association of the United Kingdom, Citadel Hill, Plymouth, United Kingdom.

³These authors contributed equally to this work.

Content:

Supplementary Figure. 1: NveAGO1 and NveAGO2 knockdowns affect *Nematostella* development.

Supplementary Figure. 2: NveAGO1 and NveAGO2 knockdowns exhibit distinct transcriptomic signatures.

Supplementary Figure. 3: NveAGO2 is a carrier of previously annotated endo-siRNAs.

Supplementary Figure. 4: miRNA expression in distinct developmental stages and the *Nematostella* AGOs expression profile.

Supplementary Figure. 5: Correlation of miRNA counts in AGO-IP.

Supplementary Figure. 6: miRNAs exhibiting alternative strand selection in NveAGO1 and NveAGO2.

Supplementary Figure. 7: NveAGO knockdown effect on *Nematostella* strand selection and overall miRNA levels.

Supplementary Figure. 8: NveAGO1 and NveAGO2 miRNAs methylation levels in *Nematostella*.

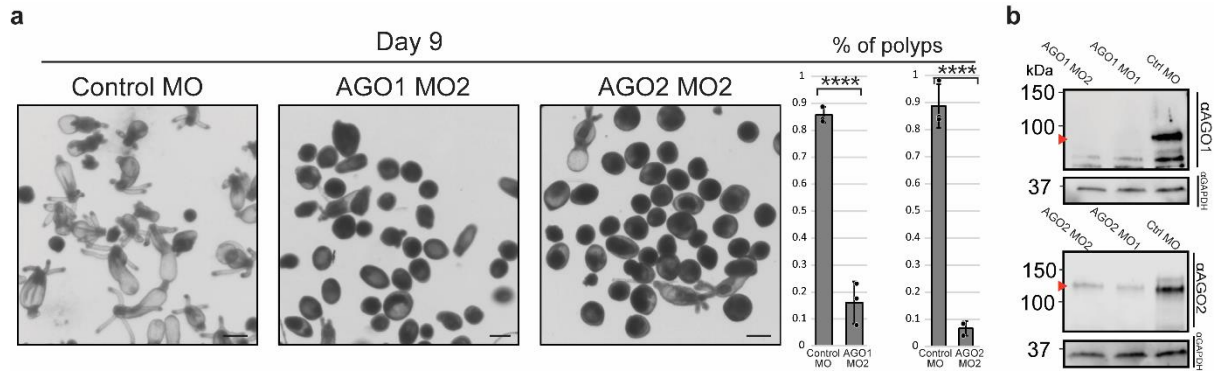

Supplementary Fig. 1: NveAGO1 and NveAGO2 knockdowns affect *Nematostella* development.

a, Animals injected with NveAGO1 and NveAGO2 MOs 9 dpf. Majority of NveAGO1 and NveAGO2 depleted animals did not reach primary polyp stage (right upper and lower panels, respectively) at 9 dpf, three independent biological replicates. ****P= 0.000068, ****P= 0.000038 respectively (one tailed Student's *t*-test). Data are presented as mean values +/- SD. Scale bars are 250 μ m. **b**, Western blot validation of knockdowns with NveAGO1 and NveAGO2 custom antibodies on extracts from 3 days old planulae. GAPDH antibody (Abcam, USA) was used as a loading control. Western blot validations were carried out twice independently.

38 (two different MOs for each NveAGO). NveAGO1 MO1 and NveAGO1 MO2 were injected in
39 parallel to the same control MO. TopHat2¹ was used to align reads to the *Nematostella* genome.

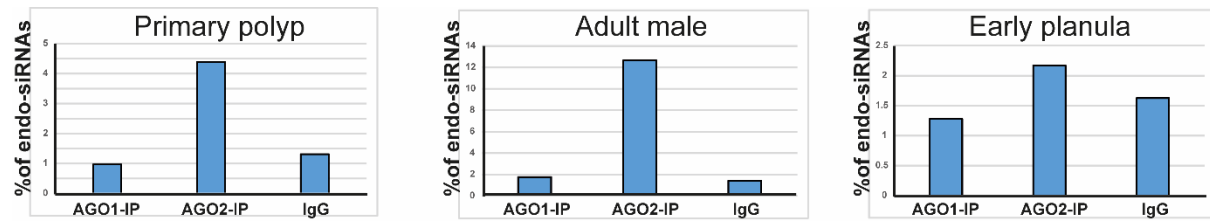

Supplementary Fig. 3: NveAGO2 is a carrier of previously annotated endo-siRNAs. a. Normalized read-counts of miRNAs (lower panels) and endo-siRNAs (upper panels) in sRNA libraries generated from *Nematostella* AGO IPs. Each bar represents the average of two distinct biological replicates normalized as described in the methods section. endo-siRNA sequences were taken from Calcino et al.².

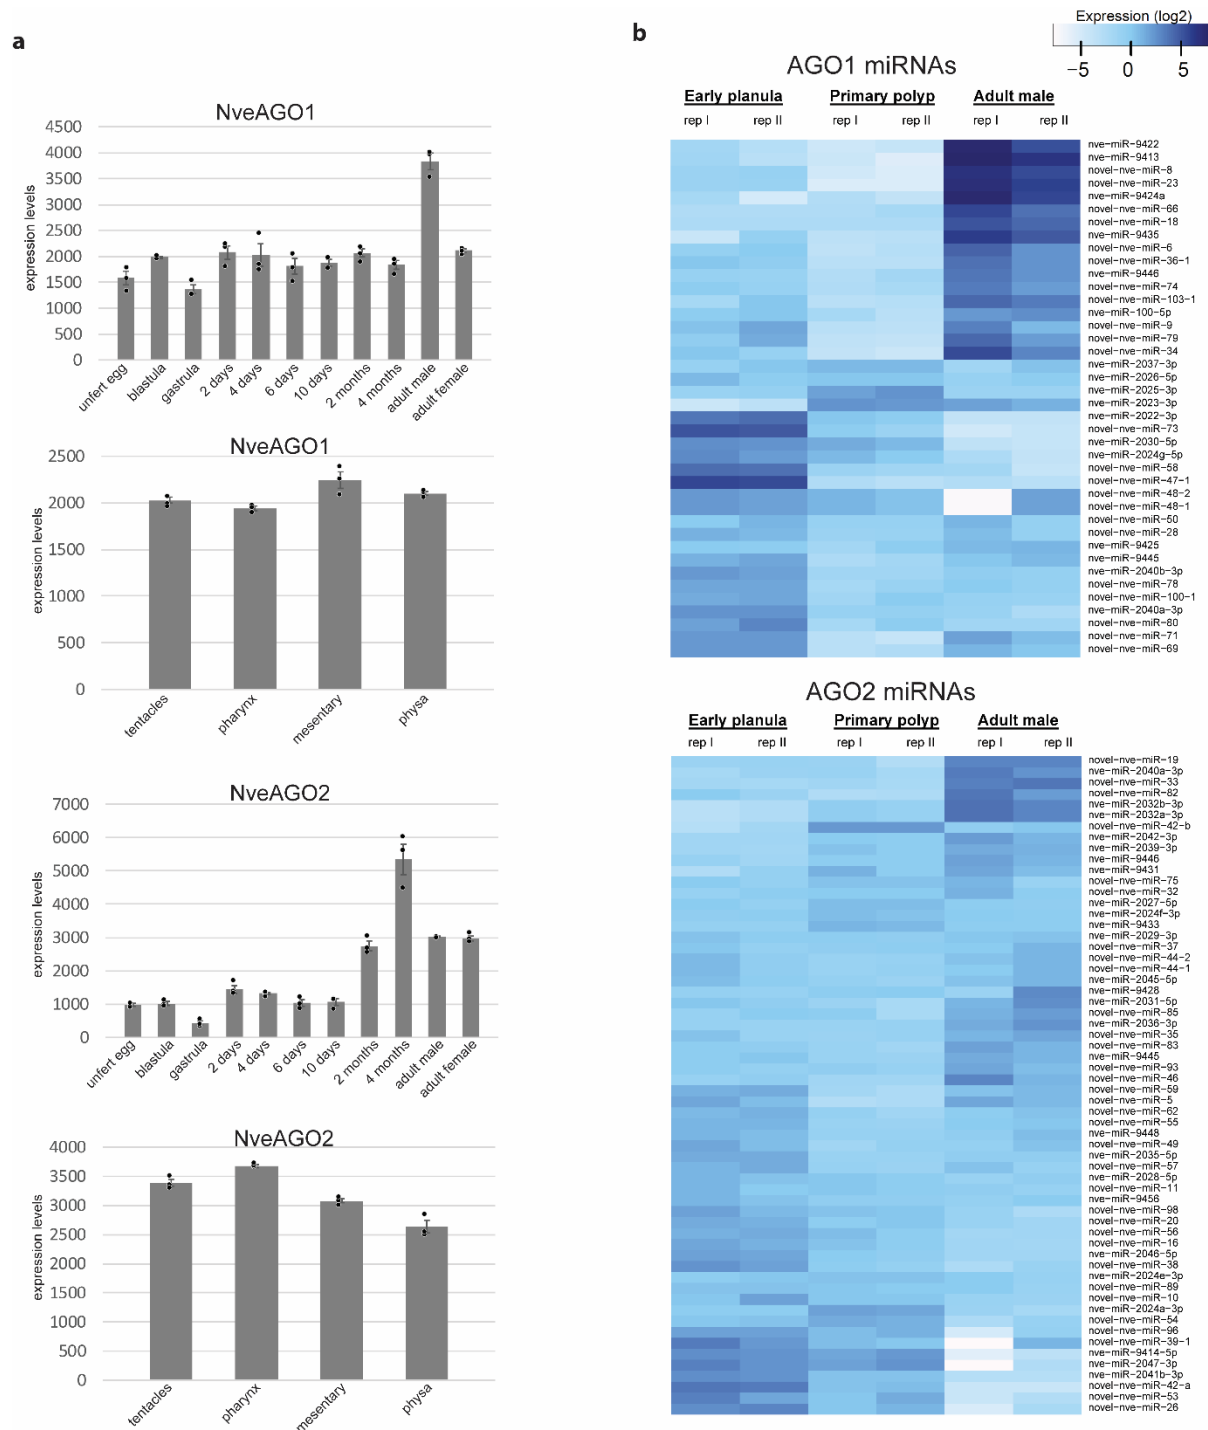

Supplementary Fig. 4: miRNA expression in distinct developmental stages and the *Nematostella* AGOs expression profile.

a, Expression of *Nematostella* AGOs throughout development and in distinct tissues. Data are presented as mean values $\pm$ SD. Nanostring data to generate this representation (**Supplementary data 5**) was taken from Praher et al³. **b**, Heatmap representing log₂ expression levels of known and novel miRNAs. Counts per Million (CPM) from two distinct biological replicates of each NveAGO-IP were used to generate this heatmap.

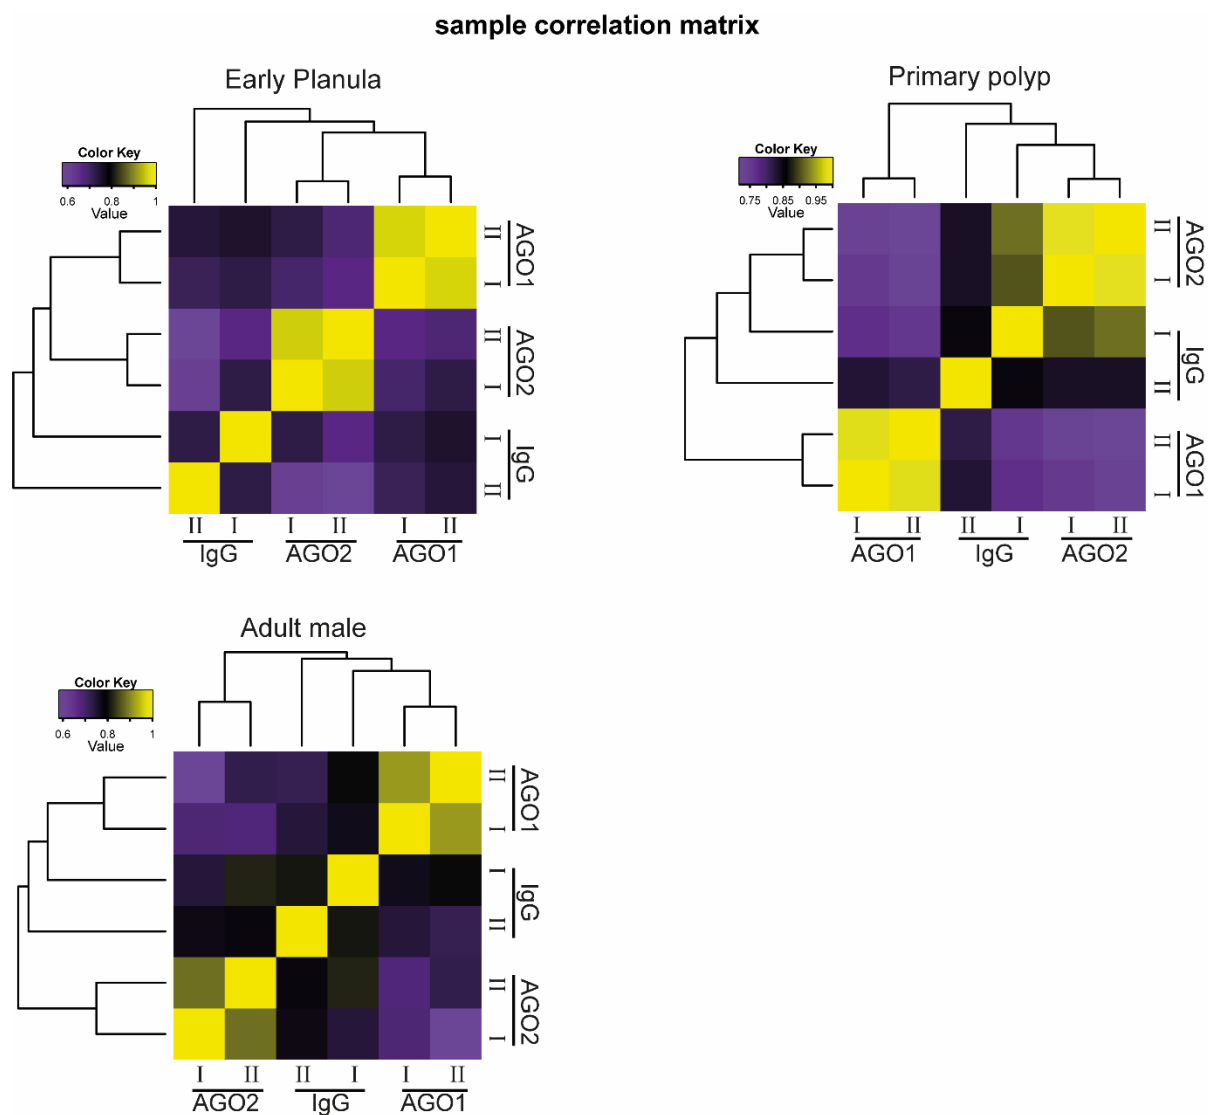

Supplementary Fig. 5: Correlation of miRNA counts in AGO-IP.

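Spearman's rho, which uses only the ranks of the guides and so does not depend on the scale of a library, was also higher between the replicates of each AGO than between the AGOs in each stage. Between replicates it was 0.9728 for NveAGO1 and 0.9695 for NveAGO2 in early planulae, 0.9679 and 0.9849 in primary polyps, and 0.9022 and 0.8935 in adult males. Between NveAGO1 and NveAGO2 libraries it lay from 0.7356 to 0.7992, from 0.7093 to 0.7479, and from 0.6268 to 0.7665. The replicates of IgG gave 0.8264, 0.8648 and 0.8799, below both AGO pairs of their stage, whereas by Pearson's r the IgG pair of adult males stood above both AGO pairs (0.9546).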

Pearson correlation heatmap of miRNA levels in IgG-IP, NveAGO1-IP and NveAGO2-IP duplicates from three developmental stages.

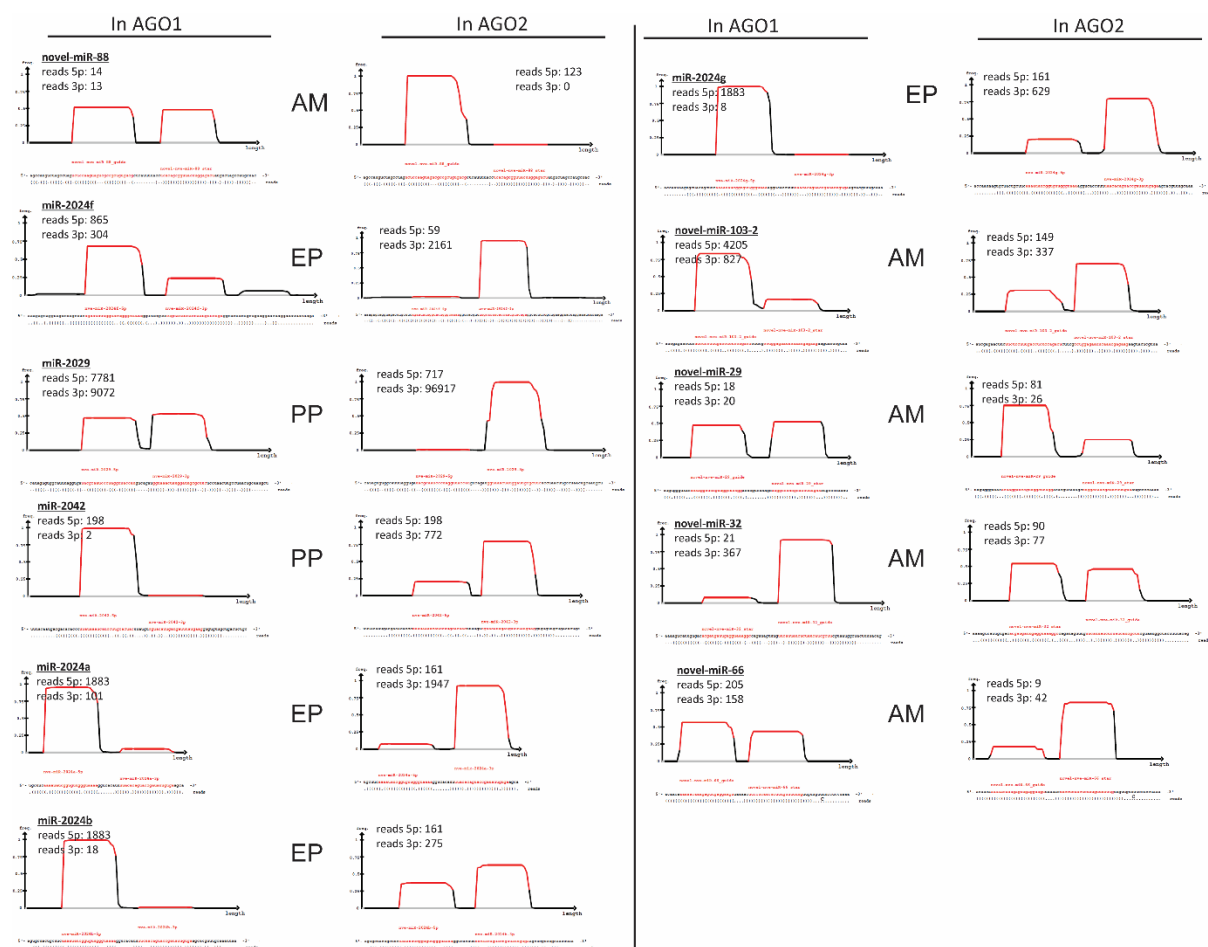

Supplementary Fig. 6: miRNAs exhibiting alternative strand selection in NveAGO1 and NveAGO2.

Eleven miRNAs exhibit alternative profiles of strand selection depending on their hosting AGO. Each pair represents miRNA signature as observed in NveAGO1 IP (left columns) or in NveAGO2 IP (right columns). The graphic outputs were generated using mirDeep2⁴. Abbreviations: AM, Adult male; EP, Early planula; PP, Primary polyp.

a

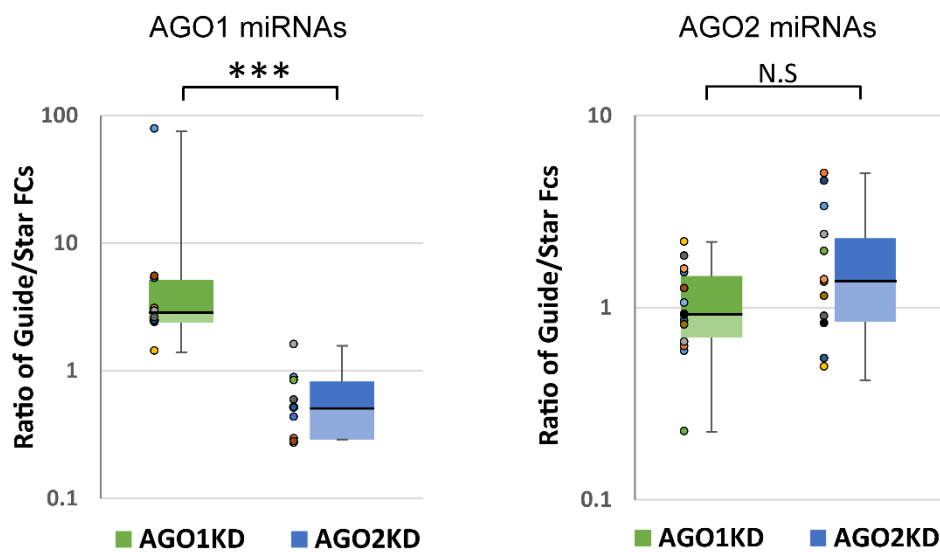

$$\text{Ratio of Guide/Star fold -changes} = \frac{\text{Average FC in guide levels (CM/AGO -knockdown)}}{\text{Average FC in Star levels (CM/AGO-knockdown)}}$$

b

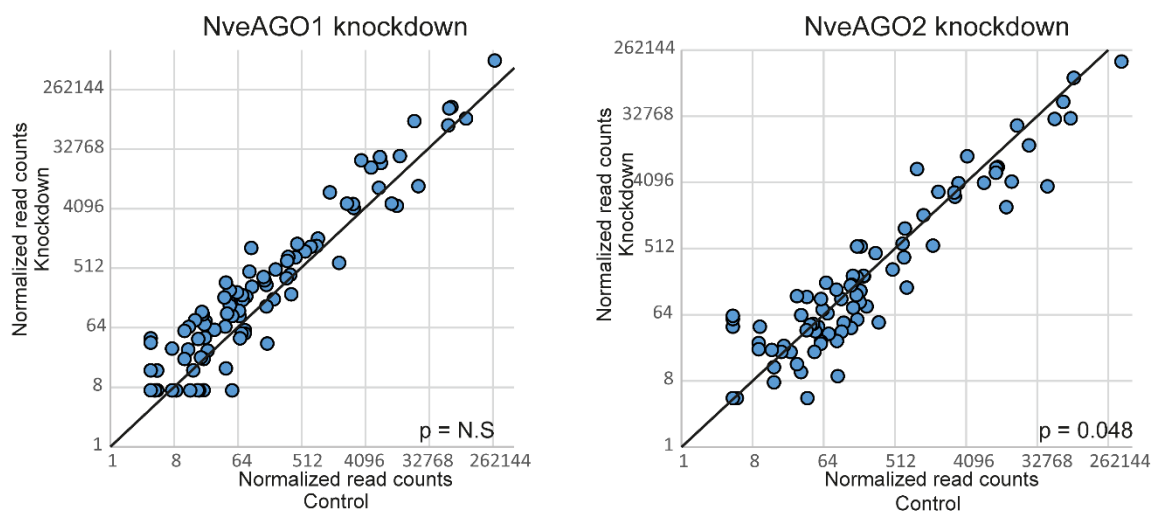

Supplementary Fig. 7: NveAGO knockdown effect on *Nematostella* strand selection and overall miRNA levels.

a, Ratio between the average guide fold-change to average star fold-change of NveAGO1 miRNAs in NveAGO knockdowns (left panel) and NveAGO2 miRNAs in NveAGO knockdown (right panel). The reads mapped to individual miRNAs were normalized using spike-ins and average reads were generated from biological triplicates (Supplementary data 6). 

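A spike-in is a synthetic RNA added in the same amount to every sample, so that counts divided by it follow the amount of a miRNA per sample and not its share of the miRNA reads. Of the 4 RNAs used, mmu-miR-125a-5p and mmu-miR-148a-3p carry a methyl group at the 3′ end and cel-lin-4-5p and hsa-miR-659-5p do not. mmu-miR-148a-3p made up 51.4% to 57.5% of the spike-in counts of a library, hsa-miR-659-5p 33.6% to 39.7%, cel-lin-4-5p 6.04% to 8.45% and mmu-miR-125a-5p 1.08% to 2.32%. The mean of the 4 therefore follows mainly the first 2.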

Weakly expressed miRNAs (less than 50 read counts for an individual miRNA) and miRNA with no star reads were excluded from this analysis. Next we calculated the ratio between the average guide fold-change to the average star fold-change (lower panel). NveAGO1 enriched miRNAs are significantly affected in NveAGO1 KD (P=0.00029, one sided Mann-Whitney U Test). NveAGO2 enriched miRNAs did not exhibit a

79 significant change in NveAGO2 KD ($P=0.15$, one sided Mann-Whitney U Test). Internal black lines
80 inside the box plots indicate median values. Boxes bounds include data between 25th and 75th
81 percentiles. Top whiskers: 75th percentile plus 1.5IQR. Bottom whiskers: 25th percentile minus
82 1.5IQR. **b**, Each point represents the average normalized expression levels of an individual miRNA
83 from three independent biological replicates in Control and AGO1 KD ($p=0.058$, one tailed Student's
84 t-test, left panel) and control and AGO2 KD ($p=0.048$, one tailed Student's t-test, right panel).

85

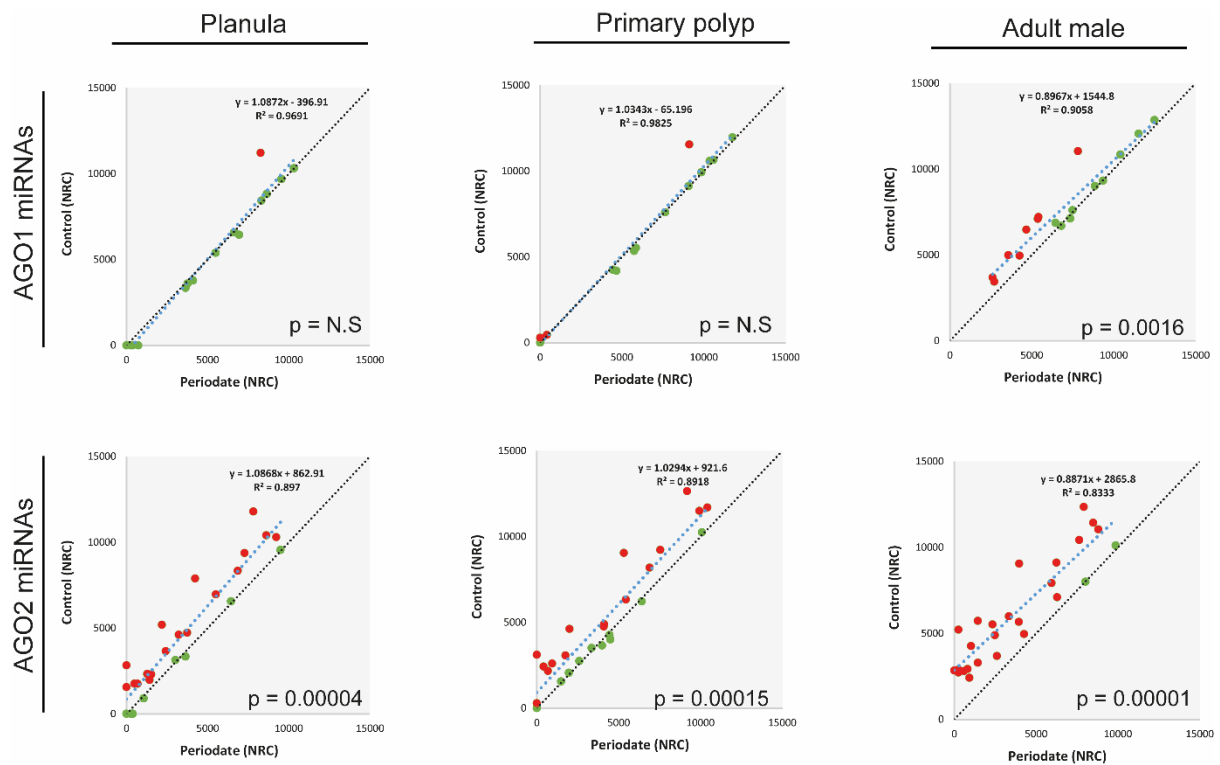

Supplementary Fig. 8: NveAGO1 and NveAGO2 miRNAs methylation levels in *Nematostella*.

Scatter plots presenting the change of normalized read counts of individual AGO1 and AGO2 miRNAs in Control and Periodate treated libraries. In red, miRNA that dropped more than 1.3-fold. Significance was calculated using two-tailed Student's t-test for two dependent means.

References

- Kim, D. *et al.* TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome biology* **14**, R36, doi:10.1186/gb-2013-14-4-r36 (2013).
- Calcino, A. D., Fernandez-Valverde, S. L., Taft, R. J. & Degan, B. M. Diverse RNA interference strategies in early-branching metazoans. *BMC Evol Biol* **18**, 160, doi:10.1186/s12862-018-1274-2 (2018).
- Praher, D. *et al.* Characterization of the piRNA pathway during development of the sea anemone *Nematostella vectensis*. *RNA Biol* **14**, 1727-1741, doi:10.1080/15476286.2017.1349048 (2017).
- Friedlander, M. R., Mackowiak, S. D., Li, N., Chen, W. & Rajewsky, N. miRDeep2 accurately identifies known and hundreds of novel microRNA genes in seven animal clades. *Nucleic acids research* **40**, 37-52, doi:10.1093/nar/gkr688 (2012).

# Supplementary material for: Unravelling the developmental and functional significance of an ancient Argonaute duplication
**Source:** Nat Commun. 2020 Dec 3;11:6187. doi: 10.1038/s41467-020-20003-8
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☐	☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection Xcalibur version 4.0

Data analysis

-miRNA denovo identification and quantification: mirDeep2 version 2.0.0.8
 -Phylogeny: PhyML version 20120412
 -Phylogeny: MrBayes version 3.2.1
 -Differential expression analysis: DESeq2 in Galaxy version 2.11.39
 -Heatmap generation was made using R gplots version 3.0.0. Data was log2 transformed and median centered.
 -Semi-quantitative LC-MS/MS analysis: MaxQuant version 1.5.3.1254
 -Weblogo version 3.7.4
 -Transcriptome, counts: featureCounts version 1.6.0.2
 -endo-siRNA identification: ShortStack version 3.8.5
 -miRNA origin from targets analysis: We used our own custom code. the code is available at: https://github.com/ArieFridrichHuiji/miRNA_Origin.git
 -RNAseq reads alignment to Nematostella genome: TopHat Version 2.1.1
 -RNAseq reads alignment to Nematostella genome: STAR Version 2.7.3a
 -Indexing Nematostella genome: Bowtie2 version 2.3.4.1

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets generated during the current study are available in the GEO, SRA, and ProteomeXchange Consortium repositories under the identification numbers: GSE144203, PRJNA658931 and PXD011644 respectively.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

a. Morpholino microinjections for small-RNA sequencing: RNA was collected from 12 injected groups of ~150 early planulae in each. Three distinct biological AGO1 knockdown groups with their three corresponding control groups and three distinct biological AGO2 knockdown groups with their three corresponding control groups. As it was essential that each group would originate from the same parents and be injected in the same day to minimize biological and technical variability within each group, 150 was the highest feasible number of zygotes. Collection from ~150 early planulae per group provided enough RNA for all downstream applications.

b. Morpholino microinjections for transcriptome sequencing: RNA was collected from 21 injected groups of ~150 early planulae in each. The groups are prepared as follows:

- AGO1 knockdowns: 3 distinct biological replicates. each biological replicate is comprised of 3 injected groups: AGO1 MO1, AGO1 MO2 and Control, together comprising 9 groups.
- AGO2 knockdowns:
  - (1) For AGO2 MO1: 3 distinct biological replicates. each biological replicate is comprised of 2 injected groups: AGO2 MO1 and control, together comprising 6 groups.
  - (2) For AGO2 MO2: 3 distinct biological replicates. each biological replicate is comprised of 2 injected groups: AGO2 MO2 and control, together comprising 6 groups.

As it was essential that each group would originate from the same parents and be injected in the same day to minimize biological and technical variability within each group, 150 was the highest feasible number of zygotes. Collection from ~150 early planulae per group provided enough RNA for all downstream applications.

In total these groups comprise 21 samples from which RNA was extracted for downstream sequencing of their transcriptomes.

c. AGO IP: RNA was collected from 12 immunoprecipitated samples of animals that correspond to 100 µl of volume in each: two distinct biological samples for each AGO-IP, for control IgG-IP from three developmental stages: early planulae, primary polyps and adult males. This amount was sufficient for the downstream experiments as the RNA amounts in the immunoprecipitated samples were sufficient for small-RNA library preparation, and the amounts of protein in the immunoprecipitated samples were sufficient for identification by western blots.

Data exclusions

No data was excluded from the analysis.

Replication

a. AGO knockdown experiments for small-RNA sequencing were performed on three distinct biological replicates from groups of animals that spawned on different days. This amount was designed for generation an optimal amount of twelve libraries to be sequenced on the Illumina NextSeq 500 platform on a single flow-cell with a sufficient depth.

b. AGO knockdown experiments for transcriptome sequencing were performed on three distinct biological replicates from groups of animals that spawned on different days. This amount was designed for generation an optimal amount of twelve libraries to be sequenced on the Illumina NextSeq 500 platform on a single flow-cell with a sufficient depth.

c. AGO IP experiments were generated on two distinct biological replicates for each AGO and IgG in each of the three developmental stages. This amount of replicates was designed to generate an optimal amount of twelve libraries to be high-throughput sequenced on a single flowcell.

Additionally this amount is a result of a limited amount of these custom antibodies that will be required for future experiments.

All attempts of replication were successful.

Randomization

Randomization was achieved as all groups were treated in the experimental and computational workflow in parallel without taking into account their identity. Animals were never chosen specifically for each of the experimental groups.

Blinding

Practically due to the method of raising the animals there was no possibility for true blinding of the investigator. In order to account for this limitation each analysis was supervised by at least one additional author to ensure no bias.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

NveAGO1-IP: Custom polyclonal antibodies generated in rabbits against recombinant fragments corresponding to the C-terminal region:
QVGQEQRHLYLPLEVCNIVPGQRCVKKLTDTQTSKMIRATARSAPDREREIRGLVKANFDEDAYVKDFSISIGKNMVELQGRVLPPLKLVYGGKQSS
PITPKGGVWDMRGRQLFHGIEIRTWAIACFVKQMQCTEDSLRRFSNQLMKISVEQGMPIPCPPVFFRYARNPDEVERMFRLKEAHPDLQMLVUL
PGKTP (GenScript, USA).
NveAGO2-IP: Custom polyclonal antibodies generated in rabbits against recombinant fragments corresponding to the N-terminal region:
MPKKSCKGRGRGRGNPHHEKOQTLVGQQATSRNNEHKQLPKPTQTQQTSLSQQPYTCSSAAEAQGPLTPPNNTQGGSLTNAEPAQADTLGQ
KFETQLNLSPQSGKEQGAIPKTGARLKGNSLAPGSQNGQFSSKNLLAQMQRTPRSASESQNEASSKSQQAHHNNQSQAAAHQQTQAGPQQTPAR
SQQT (GenScript, USA).
Control IgG-IP: Sigma. Catalog number: I5006-10G. LOT: SLBM2617V
Secondary antibodies for Western-blot validation :
A. Jackson's immunoassays. Peroxidase-AffinitiPure Goat Anti-Rabbit IgG (H+L) (min X Hu, Ms, Rat Sr prot). Catalog number:
111-035-144. LOT: 123520

Validation

Each recombinant fragment was injected into three rabbits. After the first round of immunization, pre-immune and post-immune sera were used for screening by Western blot against *Nematostella* lysate to screen which of the sera provided the band that corresponds to the specific sizes of NveAGO1 and NveAGO2 (~96 and ~122 kDa respectively). Finally, the antigens were used by the company for affinity purification of the antibodies from the relevant rabbits. Later, the selected antibodies were further validated by morpholino-based knockdown of NveAGO1 or NveAGO2.
IgG from rabbit sera was applied as a negative control. From our experience no specific bands are visible when used on any developmental stage of *Nematostella vectensis*. No specific reactivity was documented for this reagent with *N. vectensis* extract in our experiments towards the Argonaute proteins. According to the manufacturer's declaration the purity of this reagent is 95% or more as assayed by SDS-PAGE.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

The sea anemone *Nematostella vectensis* from the common lab strain which was used for genome sequencing in 2007 (Putnam et al. Science). This line originated from Rhode River, MD, USA, but is maintained in many labs around the world for more than a decade. Both male and female sea anemones were used in this study. Early developmental stages were used (first 9 days post fertilization) as well as adults (four months) sea anemones.

Wild animals

The study did not involve wild animals

Field-collected samples

The study did not involve samples collected from the field

Ethics oversight

No ethical approval or guidance was required as *Nematostella* is an invertebrate with a very simple nervous system (simpler than a fruit fly).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Unravelling the developmental and functional significance of an ancient Argonaute duplication
**Source:** Nat Commun. 2020 Dec 3;11:6187. doi: 10.1038/s41467-020-20003-8
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1: NveAGO-IP LC-MS/MS analysis.

Immunoprecipitations were carried out on primary polyps as described in the methods section using antibodies against NveAGO1 and NveAGO2. Immunoprecipitation with IgG was carried out as a negative control. Statistical analysis was performed on three technical replicates using the Perseus statistical analysis package. NveAGO1 and NveAGO2 gene models are NVE8924 and NVE1871, respectively.

Supplementary Data 2: Transcriptomes of NveAGO1 and NveAGO2 knockdowns.

The file contains read counts of *Nematostella* transcripts before and after knockdowns of NveAGO1 and NveAGO2. Knockdowns of each NveAGO were carried out with two distinct MOs. For each MO, the experiment was carried out on 3 distinct biological replicates. The reads were aligned to the genome using STAR and TOPHAT and the number of reads of each *Nematostella* gene models was generated using featurecounts. Differential expression analysis was carried out to compare transcript levels in morphants to control groups of animals injected with a control MO. Differential expression analysis was carried out using DESeq2, as described in the methods section.

Supplementary Data 3: Sequences and structure of novel *Nematostella* miRNAs.

mirDeep2 outputs from sRNA sequencing of NveAGO1 and NveAGO2 IP samples.

Supplementary Data 4: sRNA sequencing data from NveAGO1 and NveAGO2 IPs.

Read counts and sequences of known and novel *Nematostella* miRNAs and endo-siRNAs.

Supplementary Data 5: Expression of *Nematostella* AGOs throughout development and in distinct tissues.

Nanostring data was taken from Praher et al. Characterization of the piRNA pathway during development of the sea anemone *Nematostella vectensis*. RNA Biol 14, 1727-1741 doi:10.1080/15476286.2017.1349048 (2017).

Supplementary Data 6: NveAGO1 and NveAGO2 knockdown effects on miRNAs read counts and animal morphology.

The file contains read counts of miRNAs in NveAGO1 and NveAGO2 knockdowns (sheet “normalized to spike x1M”: one tailed Student’s t-test, sheet “90%AGO-preference_miRNAs”: two-tailed binomial significance test, sheet “strand-selection”: one sided Mann-Whitney U Test), as well as numbers of animals that managed develop into primary polyps (three independent biological replicates, one tailed Student’s t-test).

Supplementary Data 7: NveAGO1 and NveAGO2 miRNAs methylation levels in *Nematostella*.

Normalized read counts of individual AGO1 and AGO2 miRNAs in control and periodate treated libraries. Significance was calculated using two-tailed Student’s t-test for two dependent means.

Supplementary Data 8: Extended homology between miRNA precursors and their targets.

Number of precursors with extended homology was calculated for the list of 138 miRNAs, and an average for 50 lists with shuffled sequences of the guide stand's flanking regions.

Supplementary Data 9: extended alignments of miRNAs to their targets.

miRNA putative targets were aligned to the extended guide sequences using the Smith-Waterman algorithm with -gapopen set to 15 and -gapextend set to 2.0. miRNA-target pairs with extended homology of at least six consecutive nucleotides are presented.

Supplementary Data 10 Protein sequences of AGOs. Protein sequences that were used to construct the phylogeny presented in Figure 1a.

# Supplementary material for: Unravelling the developmental and functional significance of an ancient Argonaute duplication
**Source:** Nat Commun. 2020 Dec 3;11:6187. doi: 10.1038/s41467-020-20003-8

Novel *Nematostella* miRNAs

```
novel-nve-miR-5_guide read count
novel-nve-miR-5_star read count
remaining reads                : 0
```

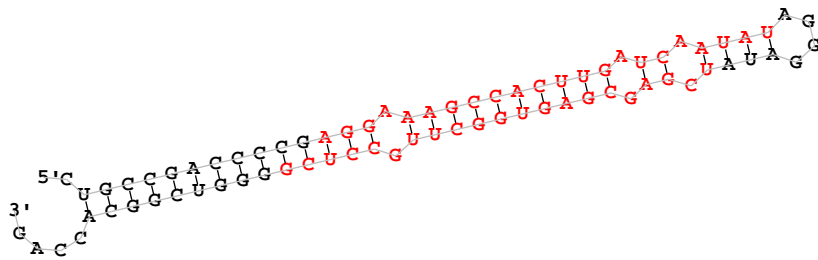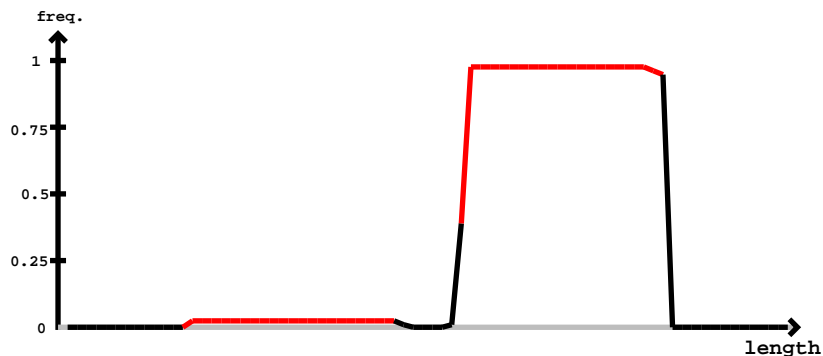

novel-nve-miR-5_star

novel-nve-miR-5_guide

```
novel-nve-miR-6_guide read 14821
novel-nve-miR-6_star read count 11
remaining reads           : 147
```

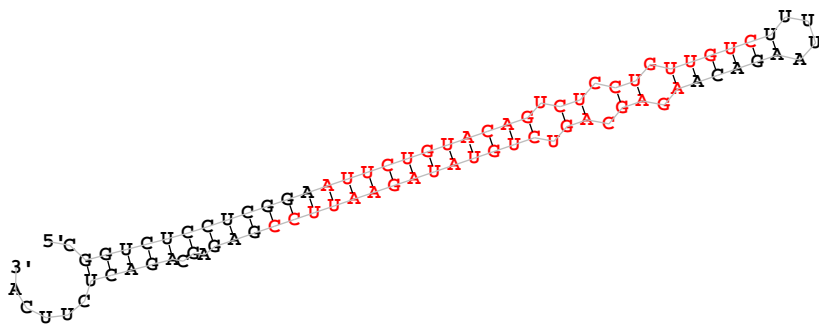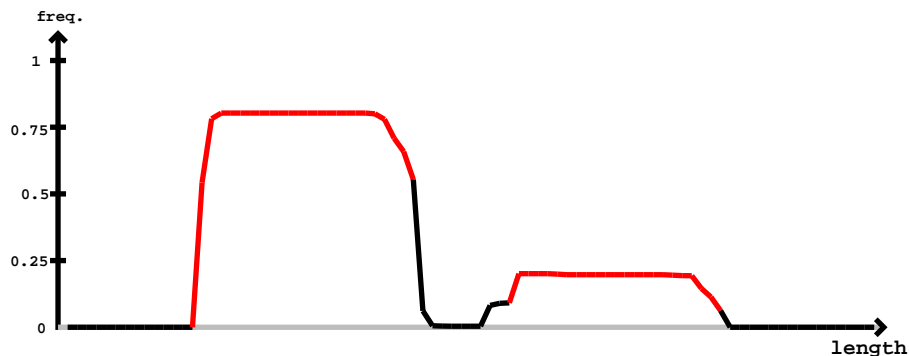

novel-nve-miR-6_guide

novel-nve-miR-6_star

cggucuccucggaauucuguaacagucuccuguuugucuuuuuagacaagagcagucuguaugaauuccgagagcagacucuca

.....auucuguaacagucuccuguuugG.....	4	1	seq
.....auucuguaacagucuccuguuCgu.....	1	1	seq
.....auucuguaacGgucuccuguuugu.....	1	1	seq
.....auucuguaacUgucuccuguuuguc.....	1	1	seq
.....aAucuguaacagucuccuguuuguc.....	1	1	seq
.....auucuguaacagucuccAGuuuguc.....	1	1	seq
.....auucuguaacagAucuccuguuuguc.....	1	1	seq
.....auucuguaacagucuccuguuugCc.....	2	1	seq
.....auuGuguaacagucuccuguuuguc.....	1	1	seq
.....auucuguuGcagucuccuguuuguc.....	3	1	seq
.....auucugCcacagucuccuguuuguc.....	1	1	seq
.....auucuguuCacagucuccuguuuguc.....	1	1	seq
.....auucuguaUagucuccuguuuguc.....	2	1	seq
.....auucuguaacagucuccuguuUuc.....	1	1	seq
.....auucuguaacagucuccugCuguc.....	1	1	seq
.....auucuguaacagucCccuguuuguc.....	2	1	seq
.....Cuucuguaacagucuccuguuuguc.....	1	1	seq
.....auucuguaacGgucuccuguuuguc.....	7	1	seq
.....auucuguaacagucuccuguuuguU.....	55	1	seq
.....auucuguaacagucuccuguuCguC.....	1	1	seq
.....auucuguaacagucAucuguuuguc.....	1	1	seq
.....Guucuguaacagucuccuguuuguc.....	6	1	seq
.....auucuguaacaguUuccuguuuguc.....	1	1	seq
.....auucuguaacagCcuccuguuuguc.....	3	1	seq
.....auucuguaacagucuccuguuuguc.....	451	0	seq
.....auucuguaacagucuccuguuuguA.....	21	1	seq
.....auCcuguaacagucuccuguuuguc.....	2	1	seq
.....auucuguaacagucuccuguuAguc.....	2	1	seq
.....Uuucuguaacagucuccuguuuguc.....	1	1	seq
.....auucuguaacagucuccuCuuguc.....	2	1	seq
.....auucuguaacagucUcuguuuguc.....	1	1	seq
.....auuAuguaacagucuccuguuuguc.....	1	1	seq
.....auucuguaacagucUuguuuguc.....	3	1	seq
.....auucuguaacagucuccGguuguc.....	1	1	seq
.....auAucuguaacagucuccuguuuguc.....	1	1	seq
.....auucuguaacagucuccuguuuguG.....	1	1	seq
.....auucuguaacagucUcuguuugucu.....	1	1	seq
.....auucuguaacagucuccuguuugCcCu.....	1	1	seq
.....auucuguaacagucuccuguuugucu.....	12	0	seq
.....auucuguaacagucuccuguuugucC.....	4	1	seq
.....auucuguaacagucuccuguuugucG.....	1	1	seq
.....auucuguaacagucuccuguuugucA.....	1	1	seq
.....auuUuguaacagucuccuguuugucu.....	2	1	seq
.....auucuguaacagucuccuguuugucuU.....	2	0	seq
.....auucuuAaacagucuccuguuugucuUU.....	1	1	seq
.....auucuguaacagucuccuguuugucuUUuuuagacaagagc.....	1	0	seq
.....uucuguaacagucuccuguu.....	3	0	seq
.....uucuguaacagucuccuguu.....	11	0	seq
.....uucuguaacagucuccuguuA.....	1	1	seq
.....uucuguaacagucuccuguuuA.....	1	1	seq
.....uucuguaacagucuccuguuug.....	9	0	seq
.....uucuguaacagucuccuguuU.....	5	1	seq
.....uucuguaacagCcuccuguuugu.....	1	1	seq
.....uucuguaAagucuccuguuugu.....	1	1	seq
.....Gucuguaacagucuccuguuugu.....	1	1	seq
.....uucuguaacagucuccugCugu.....	2	1	seq
.....uucuguaacagucuccuguuugC.....	5	1	seq
.....uucuguaacagucuccuguuCgu.....	2	1	seq
.....uucuguaacagucuccuguuugu.....	37	0	seq
.....uucuguaacagucuccuguuUuc.....	1	1	seq
.....uucCguacagucuccuguuuguc.....	2	1	seq
.....uucuguaacagucuccuguuuguc.....	235	0	seq
.....Gucuguaacagucuccuguuuguc.....	1	1	seq
.....Aucuguaacagucuccuguuuguc.....	2	1	seq
.....uucuguaacagucCccuguuuguc.....	1	1	seq
.....uucuguaacagucuccuguuuguA.....	7	1	seq
.....uucuguaacagucUuguuuguc.....	5	1	seq
.....uucuguaacGgucuccuguuuguc.....	2	1	seq
.....uucugCcacagucuccuguuuguc.....	1	1	seq

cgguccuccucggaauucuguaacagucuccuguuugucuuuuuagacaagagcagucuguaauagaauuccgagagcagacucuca

.....uucuCuacagucuccuguuuguc.....	1	1	seq
.....uucuguaacagucuccuguuugAc.....	1	1	seq
.....uucuguaacagucuccuguuuguU.....	28	1	seq
.....uucuguaacagucuccugCuguc.....	1	1	seq
.....uAcuguaacagucuccuguuuguc.....	1	1	seq
.....uucuguaacagucuccAguuuguc.....	1	1	seq
.....uucuguaacagucAccuguuuguc.....	1	1	seq
.....uCcuguaacagucuccuguuuguc.....	1	1	seq
.....uucuguaacagucAcuguuuguc.....	2	1	seq
.....Cuuguaacagucuccuguuuguc.....	1	1	seq
.....uucuguaacagCuccuguuugucu.....	1	1	seq
.....uucuguaacagucuccuguuugucA.....	5	1	seq
.....uucuguaacagucuccuguuuguGu.....	1	1	seq
.....uucuguaacagucuccuguuuguc.....	7	1	seq
.....Aucuguaacagucuccuguuugucu.....	1	1	seq
.....uucuguaacagucuccuguuugucu.....	33	0	seq
.....uucuguaacGgucuccuguuugucu.....	1	1	seq
.....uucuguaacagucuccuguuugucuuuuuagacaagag.....	2	0	seq
.....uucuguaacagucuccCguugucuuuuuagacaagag.....	1	1	seq
.....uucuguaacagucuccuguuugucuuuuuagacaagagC.....	2	0	seq
.....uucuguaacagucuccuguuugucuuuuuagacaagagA.....	1	1	seq
.....ucuguaacagucuccuguuugC.....	1	1	seq
.....ucuguaacagucuccuguuuguU.....	2	1	seq
.....ucuguaacagucuccuguuugGc.....	1	1	seq
.....ucuguaUagucuccuguuuguc.....	2	1	seq
.....ucuguaacagucuccuguuuguc.....	3	0	seq
.....ucuguaacagucuccuguuugucA.....	4	1	seq
.....ucuguaacagucuccuguuugucu.....	19	0	seq
.....ucugCacagucuccuguuugucu.....	1	1	seq
.....ucuguaacagucuccCguugucu.....	1	1	seq
.....ucuguaacagucuccuguuugucC.....	1	1	seq
.....ucuguaacagucuccuguuugucG.....	1	1	seq
.....ucuguaacGgucuccuguuugucu.....	1	1	seq
.....ucGguaacagucuccuguuugucu.....	1	1	seq
.....acaagagcagucuguaauA.....	1	1	seq
.....acaagagcagucuguaauag.....	2	0	seq
.....acaagagcagucuguaauaga.....	3	0	seq
.....acaagagcagucuguaauagaa.....	1	0	seq
.....Ucaagagcagucuguaauagaau.....	1	1	seq
.....acGagagcagucuguaauagaau.....	1	1	seq
.....acaagagcagucuguaauagaGu.....	1	1	seq
.....acaaUagcagucuguaauagaau.....	1	1	seq
.....acaagagcagucuguaauagaaC.....	15	1	seq
.....acaagagcagCcuguaauagaau.....	1	1	seq
.....acaagagUagucuguaauagaau.....	1	1	seq
.....acaagagcagucuguaauagaau.....	61	0	seq
.....acaagagcagucuguaauagaaCu.....	5	1	seq
.....acaagagcaguuagaauuu.....	1	1	seq
.....acaagagcagucuguaauagaauA.....	2	1	seq
.....acaagagcagucuguaauagaauu.....	37	0	seq
.....Gcaagagcagucuguaauagaauu.....	1	1	seq
.....acaagagcagucuguaauagaaAu.....	1	1	seq
.....acaagagcagucuguaauagaauC.....	3	1	seq
.....acaagagcagucuguaauagaauuU.....	1	1	seq
.....caagagcagucuguaauagaau.....	2	0	seq
.....caagagcagucuguaauagaauC.....	1	1	seq
.....caagagcagucuguaauagaauuU.....	2	1	seq
.....caagagcagucuguaauagaauuc.....	9	0	seq
.....aagagcagucuguaauagaauuU.....	1	1	seq
.....aagagcagucuguaauagaauuc.....	2	0	seq
.....agagcagucuguaauagaau.....	1	0	seq
.....agagcagucuguaauagaauC.....	1	1	seq
.....agagcagucuguaauagaauu.....	6	0	seq
.....agagcagucuguaUGaaauuc.....	1	1	seq
.....agagcagucuguaauagaGuuc.....	1	1	seq
.....agagcagucuguUuagaauuc.....	1	1	seq
.....agagcagucuguaauagGauuc.....	1	1	seq
.....agagcagucuguaCagaauuc.....	1	1	seq
.....agGgcagucuguaauagaauuc.....	1	1	seq

novel-nve-miR-6_guide

novel-nve-miR-6_star

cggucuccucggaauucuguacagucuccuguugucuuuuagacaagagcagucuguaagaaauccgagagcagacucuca

.....agagcagucuguaagaaauuc.....

.....agagcagucuguaagaaauucU.....

.....agagcagucuguaagaaauucA.....

.....agagcagucuguaagaaauuc.....

.....agagcagucuguaagaaauuc.....

70

95

6

1

10

0

1

1

0

seq

seq

seq

seq

seq

novel-nve-miR-8_guide read 34269
novel-nve-miR-8_star read count 425

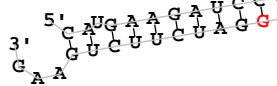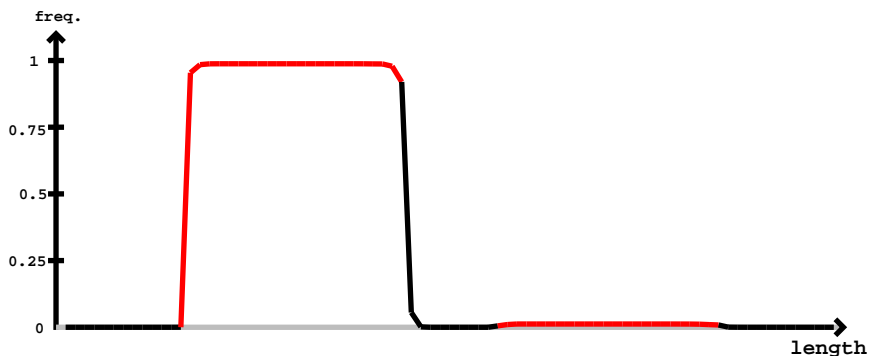

novel-nve-miR-8 star

novel-nve-miR-8 guide

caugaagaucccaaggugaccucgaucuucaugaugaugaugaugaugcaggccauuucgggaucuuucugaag

.....aaggugaccucgaucuucaGga.....	1	1	seq
.....aaggugaccucgaucuucaugU.....	23	1	seq
.....Gaggugaccucgaucuucauga.....	16	1	seq
.....aUggugaccucgaucuucauga.....	1	1	seq
.....aaggugacGucgaucuucauga.....	2	1	seq
.....aaggugGccucgaucuucauga.....	16	1	seq
.....aaggugaccucgaucuuGcauga.....	1	1	seq
.....aaggugaccucgaucuuGcauga.....	1	1	seq
.....aaggugaccucgaucuuCcauga.....	7	1	seq
.....aaggGgaccucgaucuucauga.....	2	1	seq
.....aaggugUccucgaucuucauga.....	2	1	seq
.....aaggugaccucgaucuuCguga.....	4	1	seq
.....aGggugaccucgaucuucauga.....	8	1	seq
.....aaggugaccucgauUuucauga.....	3	1	seq
.....aaggugaccucgaucuucaugG.....	21	1	seq
.....aaggugaccucgaGcuucauga.....	1	1	seq
.....aaggugaccuUgaucuucauga.....	2	1	seq
.....aaggCgaccucgaucuucauga.....	5	1	seq
.....Caggugaccucgaucuucauga.....	1	1	seq
.....aaggugaccucgaUuucauga.....	1	1	seq
.....aaggugaccAcgaucuucauga.....	1	1	seq
.....aaAgugaccucgaucuucauga.....	3	1	seq
.....aaggugaccucgaucuuCuga.....	2	1	seq
.....aaggugaccucgaucuuCuga.....	1	1	seq
.....aaggugaUcucgaucuucauga.....	2	1	seq
.....aaggugaccucUaucuucauga.....	1	1	seq
.....Uaggugaccucgaucuucauga.....	1	1	seq
.....aaggugaccucgaucuuCcauga.....	10	1	seq
.....aaggugaccucgGucuucauga.....	12	1	seq
.....aagCugaccucgaucuucauga.....	2	1	seq
.....aaggugaccucgaAcuucauga.....	1	1	seq
.....aaggugaccCcgauuucauga.....	7	1	seq
.....aaggugacUucgaucuucauga.....	1	1	seq
.....aaggugaccucgaucuucauAa.....	3	1	seq
.....aaggugaccucgaucuuGauga.....	2	1	seq
.....aaggugaccucgaCcuucauga.....	3	1	seq
.....aaggugacAucgaucuucauga.....	4	1	seq
.....aaggugaccuAgaucuucauga.....	2	1	seq
.....aaggugaccucgaucuucauga.....	1739	0	seq
.....aaggugaccucgaucuucaCga.....	3	1	seq
.....aaggAgaccucgaucuucauga.....	5	1	seq
.....aaAgugaccucgaucuucaugau.....	31	1	seq
.....aGggugaccucgaucuucaugau.....	89	1	seq
.....aaggugaccucgaCcuucaugau.....	72	1	seq
.....aaggugaccucgaucuuAcaugau.....	21	1	seq
.....aaUgugaccucgaucuucaugau.....	11	1	seq
.....aaggugaccucgaucuuGaugau.....	1	1	seq
.....aagguUaccucgaucuucaugau.....	10	1	seq
.....aagguAaccucgaucuucaugau.....	25	1	seq
.....aaggugaccucgaucuuGcaugau.....	7	1	seq
.....aaggugaccucgaucuucaGgau.....	6	1	seq
.....aaggugaccucgaucuucaugCu.....	5	1	seq
.....aaggugaccucgaucuuCcaugau.....	91	1	seq
.....aaggugaccucgaucuucaCgau.....	54	1	seq
.....aaggugaccucgaucuucaugau.....	23287	0	seq
.....aaggugUccucgaucuucaugau.....	28	1	seq
.....aaggugaccucgaucuuUaugau.....	36	1	seq
.....aaggugaAcucgaucuucaugau.....	10	1	seq
.....aaggugaccuGgaucuucaugau.....	2	1	seq
.....aaggugaccucgaucuuAaugau.....	8	1	seq
.....aaggugaccucgauUuucaugau.....	15	1	seq
.....aaggugaccucUaucuucaugau.....	6	1	seq
.....aUggugaccucgaucuucaugau.....	24	1	seq
.....aaggugaUcucgaucuucaugau.....	28	1	seq
.....Uaggugaccucgaucuucaugau.....	34	1	seq
.....aaggugaccucgaucuucaAaugau.....	34	1	seq
.....aaggugaccucgaAcuucaugau.....	20	1	seq
.....aaggGgaccucgaucuucaugau.....	19	1	seq
.....aaggugaccucgaucuuAaugau.....	19	1	seq

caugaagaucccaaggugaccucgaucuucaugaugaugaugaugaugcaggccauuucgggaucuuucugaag

.....aaggugaccucgaucCucaugau.....	110	1	seq
.....aaggugaccucgaucGucaugau.....	7	1	seq
.....aaggugaccCcgauucucaugau.....	102	1	seq
.....aaggugaccucgaucuucaugaA.....	430	1	seq
.....aaggugaccucgaGcuucaugau.....	4	1	seq
.....aaggugaccucgaucuucauCa.....	6	1	seq
.....Caggugaccucgaucuucaugau.....	4	1	seq
.....aaggugCccucgaucuucaugau.....	29	1	seq
.....aaggugaccucgGucuucaugau.....	95	1	seq
.....aaggugaccuAgaucuucaugau.....	20	1	seq
.....aaggugacUucgaucuucaugau.....	65	1	seq
.....Gaggugaccucgaucuucaugau.....	199	1	seq
.....aaggugaccucgCucuucaugau.....	5	1	seq
.....aaggugaccucgaucuuucCugau.....	6	1	seq
.....aagAugaccucgaucuucaugau.....	21	1	seq
.....aCggugaccucgaucuucaugau.....	6	1	seq
.....aaCgugaccucgaucuucaugau.....	11	1	seq
.....aaggugaccucgauGuucaugau.....	1	1	seq
.....aaggugacAucgaucuucaugau.....	44	1	seq
.....aagCugaccucgaucuucaugau.....	20	1	seq
.....aagUugaccucgaucuucaugau.....	11	1	seq
.....aaggugaccucgaucuucaugUu.....	13	1	seq
.....aaggugaccucCaucuucaugau.....	5	1	seq
.....aaggugaccucgaucuucauAau.....	23	1	seq
.....aaggAgaccucgaucuucaugau.....	54	1	seq
.....aaggugaccucAaucuucaugau.....	26	1	seq
.....aaggugaccucgUucuucaugau.....	8	1	seq
.....aagguCaccucgaucuucaugau.....	12	1	seq
.....aaggugaccucgaucuucauUau.....	4	1	seq
.....aaggugaccGcgauucucaugau.....	8	1	seq
.....aaggugaccucgaucuuucUugau.....	16	1	seq
.....aaggugGccucgaucuucaugau.....	124	1	seq
.....aaggugaccAcgaucuucaugau.....	33	1	seq
.....aaggugaccucgaucuucaugaG.....	210	1	seq
.....aaggugaccucgaucuuucGugau.....	105	1	seq
.....aaggugaccucgaucuucaugaC.....	2960	1	seq
.....aaggugaccuUgaucuucaugau.....	44	1	seq
.....aaggugaccucgaucuucaugGu.....	134	1	seq
.....aaggugaccucgauAuucaugau.....	18	1	seq
.....aaggugacGucgaucuucaugau.....	4	1	seq
.....aaggCgaccucgaucuucaugau.....	75	1	seq
.....aaggugaccucgaucuucaugauU.....	1504	1	seq
.....aaggugaccucgaucuucaCgauc.....	1	1	seq
.....aaggugaccucgaCcuucaugauc.....	1	1	seq
.....aaggugacUucgaucuucaugauc.....	1	1	seq
.....aaggugGccucgaucuucaugauc.....	1	1	seq
.....aaggugaccucgaucuucaugauA.....	40	1	seq
.....aaggugCccucgaucuucaugauc.....	1	1	seq
.....Uaggugaccucgaucuucaugauc.....	1	1	seq
.....aaggugaccucgaucuucaAgauc.....	2	1	seq
.....aaggugaccucgaucuucaugauc.....	172	0	seq
.....aaggugaccucgaucuuUaugauc.....	1	1	seq
.....aaggugaccucgGucuucaugauc.....	1	1	seq
.....aaggugaccucgaucuucaugauG.....	7	1	seq
.....aaggugaccucgaucuucaugGuc.....	1	1	seq
.....aagAugaccucgaucuucaugauc.....	1	1	seq
.....aaggugaccucgaucuuucGugauc.....	2	1	seq
.....aaggugaccucgaucuucauCauc.....	1	1	seq
.....aaggugaccucgaucuucaugauAa.....	1	1	seq
.....aaggugaccucgaucuucaugauUa.....	42	1	seq
.....aaggugaccucgaucuucaugaucA.....	2	0	seq
.....aaggugaccucgaucuucaugaucU.....	2	1	seq
.....aaggugaccucgaucuucaugauUau.....	1	1	seq
.....Gggugaccucgaucuucaug.....	1	1	seq
.....aggugaccucgGucuucaug.....	1	1	seq
.....aggugaccucgaucuucaug.....	6	0	seq
.....aggugaccucgaucuucaugG.....	1	1	seq
.....aAgugaccucgaucuucauga.....	2	1	seq
.....Gggugaccucgaucuucauga.....	3	1	seq

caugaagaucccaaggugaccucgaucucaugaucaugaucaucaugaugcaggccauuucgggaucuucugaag

.....aggugaccucgaucucauga.....	89	0	seq
.....aggugaccucgaucuCcauga.....	1	1	seq
.....Uggugaccucgaucucauga.....	1	1	seq
.....aggugaccucgaucucaugU.....	2	1	seq
.....aggugaccucgaucucaAgaU.....	1	1	seq
.....aggugaccucgaucuCcaugaU.....	2	1	seq
.....aggugaccuUgaucucaugaU.....	3	1	seq
.....aggugaccucgaucucaugaU.....	663	0	seq
.....aggCgaccucgaucucaugaU.....	1	1	seq
.....aAgugaccucgaucucaugaU.....	11	1	seq
.....aggugaccucgaucGucaugaU.....	1	1	seq
.....agCugaccucgaucucaugaU.....	2	1	seq
.....agguCaccucgaucucaugaU.....	1	1	seq
.....aggugaccuGgaucucaugaU.....	1	1	seq
.....aggugaccucgaucuucGugaU.....	3	1	seq
.....aggugaUcucgaucucaugaU.....	1	1	seq
.....aggugaccucgaucucaugaA.....	10	1	seq
.....aggugaccucgaucucaCgaU.....	3	1	seq
.....aggugaccucgGuucucaugaU.....	3	1	seq
.....aggugCccucgaucucaugaU.....	1	1	seq
.....aggugGccucgaucucaugaU.....	2	1	seq
.....GggugaccucgaucucaugaU.....	5	1	seq
.....aggugaccucgaucuCgaugaU.....	1	1	seq
.....aggugaccucgaucucaugaC.....	71	1	seq
.....aggugacUucgaucucaugaU.....	2	1	seq
.....UggugaccucgaucucaugaU.....	3	1	seq
.....aggugaccucgaCcucaugaU.....	1	1	seq
.....aggugaccucgaucucaugaG.....	7	1	seq
.....aggugaccucgaucCucaugaU.....	1	1	seq
.....aggugacAucgaucucaugaU.....	2	1	seq
.....aggAgaccucgaucucaugaU.....	4	1	seq
.....aggugaccucgaucucaugUu.....	1	1	seq
.....agguAaccucgaucucaugaU.....	2	1	seq
.....aggugaccAcgauucucaugaU.....	1	1	seq
.....aggugaccucgaucucaugGu.....	7	1	seq
.....aggugaccucgaucucauAau.....	1	1	seq
.....aggugaccCcgauucucaugaU.....	3	1	seq
.....aggugaccucgaucucaugaC.....	8	0	seq
.....aggugaccucgaucucaugaUA.....	5	1	seq
.....aggugaccucgaucCucaugaC.....	1	1	seq
.....aggugaccucgaucucaugaU.....	107	1	seq
.....aggugaccucgaucucaugaUa.....	2	1	seq
.....aggugaccucgaucucaugaU.....	3	1	seq
.....ggugaccucgaucucauga.....	2	0	seq
.....ggugaccucgaucucauga.....	3	0	seq
.....ggugaccucgaucucaugaC.....	9	1	seq
.....gguCaccucgaucucaugaU.....	1	1	seq
.....ggCgaccucgaucucaugaU.....	1	1	seq
.....ggugaccucgaUuucucaugaU.....	1	1	seq
.....ggugaccucgaucucaugaA.....	1	1	seq
.....ggugacUucgaucucaugaU.....	1	1	seq
.....ggugaccucgaucucaugaU.....	76	0	seq
.....ggugaccucgaCcucaugaU.....	1	1	seq
.....ggugaccucgaucucaugaU.....	10	1	seq
.....ggugaccucgaucucaugaC.....	1	0	seq
.....gugaccucgaucucaugaU.....	5	0	seq
.....caugaugauugcaggcca.....	1	0	seq
.....caugaugauugcaggccaC.....	1	1	seq
.....caugaugGuugcaggccau.....	1	1	seq
.....caugaugauugcaggccau.....	3	0	seq
.....caugaugauugUaggccauu.....	2	1	seq
.....caugaugauugcaggccauu.....	1	0	seq
.....caugaugauugcaggccauuC.....	1	1	seq
.....Gaugaugauugcaggccauuu.....	1	1	seq
.....caugaugauugcaggccauuu.....	12	0	seq
.....caugaugauugcaggccauuuA.....	1	1	seq
.....caugaugauugcaggccauuuU.....	1	1	seq
.....caugaugaAugcaggccauuuc.....	1	1	seq
.....caugaugauugcaggccauuuc.....	23	0	seq

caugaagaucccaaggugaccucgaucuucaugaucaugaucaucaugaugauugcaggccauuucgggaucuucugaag

caugaugauugcaggccGuuuc	1	1	seq
caugaugauugcaggccauuucg	16	0	seq
caugaugauugcaggccauuucA	2	1	seq
caugaCgaugcaggccauuucg	1	1	seq
caugaugauugcaggccauuucU	4	1	seq
caugaugauugcaggccauuucgg	82	0	seq
caugGugaugcaggccauuucgg	2	1	seq
caugaugauugcaggccauuucgA	7	1	seq
caGgaugauugcaggccauuucgg	1	1	seq
caugaugauugcGggccauuucgg	1	1	seq
caugaugauugcaggccAuuucgg	1	1	seq
caugaAgaugcaggccauuucgg	1	1	seq
caugaugauugUaggccauuucgg	1	1	seq
caugaugauugcaggccauuucAg	1	1	seq
caugaugauugcaggccauuucgU	1	1	seq
caugaugauugcaggccauuucggU	4	1	seq
caugaugauugcaggccauuucggA	4	1	seq
caugaugauugcaggccauuucggUa	1	1	seq
augaugauugcaggccauA	1	1	seq
augaugauugcaggccauuuA	1	1	seq
augaugauugcaggccauuuc	18	0	seq
augaugauugcaggccauuuU	1	1	seq
augaugauugcUggccauuuc	1	1	seq
augGugaugcaggccauuucg	2	1	seq
augaugauugcaggccauuucA	1	1	seq
augaugauugcaggccauuucg	11	0	seq
aAgaugauugcaggccauuucg	1	1	seq
augaugauugcaggccauuucgA	9	1	seq
Gugaugauugcaggccauuucgg	3	1	seq
augaugauCgcaggccauuucgg	1	1	seq
augaCgaugcaggccauuucgg	1	1	seq
aCgaugauugcaggccauuucgg	1	1	seq
augaugauugcaggccGuuucgg	3	1	seq
augaugauugcaggccauuucgU	1	1	seq
augaAgaugcaggccauuucgg	3	1	seq
augaugauugcaggccauuucgg	110	0	seq
augaugauugcaUgccauuucgg	1	1	seq
augaugauugcaggccauuucggA	3	1	seq
augaugauugcaggccauuucggUau	1	1	seq
ugaugauugcaggccauuu	2	0	seq
ugaugauugcaggccauuuc	5	0	seq
ugaugauugcCggccauuucg	1	1	seq
ugaugauugcagAccauuucg	1	1	seq
ugaugauugcaggccauuucA	1	1	seq
ugaugauCgcaggccauuucg	1	1	seq
ugaugauugcaggccauuucg	5	0	seq
ugaugauugcaggccauuucAg	1	1	seq
ugaugauugcaggccauuucgC	1	1	seq
ugaugauugcaggccauuucgg	40	0	seq
Agauugcaggccauuucgg	1	1	seq
Cgaugauugcaggccauuucgg	1	1	seq
ugaugauugcaggccauuucgU	2	1	seq
ugaugauugcaggccauuucgA	6	1	seq
ugaugauugcaggccauuucggU	3	1	seq

```
novel-nve-miR-10_guide read:565unt
novel-nve-miR-10_star read:chunt
remaining reads          : 10
```

novel-nve-miR-10_guide

novel-nve-miR-10_star

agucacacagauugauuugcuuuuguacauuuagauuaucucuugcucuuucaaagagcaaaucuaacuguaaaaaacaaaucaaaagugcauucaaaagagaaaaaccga

.....uuguacauGuagauuaucucu.....	19	1	seq
.....uuguacauuuagauuaucucu.....	1	0	seq
.....uuguacauuuagauuaucucA.....	1	1	seq
.....uguacauuuagauuaucuc.....	1	0	seq
.....uguacauGuagauuaucucu.....	4	1	seq
.....uguacauuuagauuaucucu.....	1	0	seq
.....uguacauuuagauuaucucuu.....	1	0	seq
.....uguacauuuagauuaucucuC.....	1	1	seq
.....uguacauGuagauuaucucuu.....	3	1	seq
.....uguacauGuagauuaucucuuug.....	1	1	seq
.....uguacauuuagauuaucucuuU.....	1	1	seq
.....uacauGuagauuaucucuu.....	1	1	seq
.....agcaaaucuaacuguaaaa.....	1	0	seq
.....gcaaaucuaacuguaaaaaaca.....	1	0	seq
.....gcaaaucuaacuguaaaaaacU.....	2	1	seq
.....caaaucuaacuguaaaaaa.....	1	0	seq
.....caaaucuaacuguaaaaaaac.....	5	0	seq
.....caaaucuaacuguaaaaaaacC.....	1	1	seq

Secondary structure of the 3' UTR of the 18S rRNA of the green alga *Chlamydomonas reinhardtii*. The structure is a complex RNA fold with several stems and loops. The 3' end is labeled "3' UTR" and "5' A". The sequence is shown in black and red text, with the red text indicating the region of interest for the study.

novel-nve-miR-13_guide				
5'-	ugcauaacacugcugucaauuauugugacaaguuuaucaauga	aaaguaaccagaca	uugauaaacugucacauaaau	gacagcauaac
-3'				exp
	reads	mm	sample	
.....((((((((((((((((((((((((((((((((((((.....)))))))))))))))))))))))))))))).....				
.....uauugugacaaguuuaucauG.....	1	1	seq	
.....uauugugacaaguuuaucaCca.....	1	1	seq	
.....uauugugacaaguuuaucaaa.....	1	0	seq	
.....uauugugacaaguuuaucaau.....	8	0	seq	
.....uGugugacaaguuuaucaau.....	1	1	seq	
.....uauugGgacaaguuuaucaau.....	1	1	seq	
.....uauugCgacaaguuuaucaauG.....	1	1	seq	
.....uauugugacaaguuuaucaaaug.....	2	1	seq	
.....uauugugacaaguuuaucaauG.....	26	0	seq	
.....uauugugacGaguuuaucaauG.....	1	1	seq	
.....uauugugacaaguuuaucaauA.....	4	1	seq	
.....uauugugacaaguuuaucaauGa.....	2	0	seq	
.....uauugugacaaguuuaucaauGU.....	8	1	seq	
.....uauugugacaaguuuaucaauGC.....	1	1	seq	
.....uauugugacaaguuuaucaauGaG.....	1	1	seq	
.....uauugugacaaguuuaucaauGaU.....	6	1	seq	
.....GugugacaaguuuaucaauG.....	1	1	seq	
.....augugacaaguuuaucaauG.....	1	0	seq	
.....augugacaaguuuaucauGauG.....	1	1	seq	
.....augugacaaguuuaucaauGaCa.....	1	1	seq	
.....ugugacaaguuuaucaau.....	1	0	seq	
.....ugugaAaaguuuaucaauG.....	1	1	seq	
.....ugugacaaguuuaucaauG.....	1	0	seq	
.....ugugacaaguuuaucaauGU.....	3	1	seq	
.....ugugacaaguuuaucaauGaU.....	2	1	seq	
.....ucaaugaaaauaaccagaca.....	1	0	seq	
.....ugaaaauaaccagacauugaua.....	1	0	seq	
.....uaaccagacauugauaaacuU.....	1	1	seq	
.....Ucauugauaaacuuguca.....	3	1	seq	
.....Ucauugauaaacuugucaca.....	1	1	seq	
.....Ucauugauaaacuugucacau.....	1	1	seq	
.....Ucauugauaaacuugucacaua.....	8	1	seq	
.....uugauaaacuugucacauaa.....	1	0	seq	
.....uugauaaacuugucacauaaCu.....	1	1	seq	

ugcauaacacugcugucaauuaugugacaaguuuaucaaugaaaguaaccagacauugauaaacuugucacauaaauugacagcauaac

.....uugauaaacuugucacauaaau.....	1	0	seq
.....uugauGaacuugucacauaaau.....	2	1	seq

```
novel-nve-miR-14_guide read:90count
novel-nve-miR-14_star read:25count
remaining reads           : 0
```

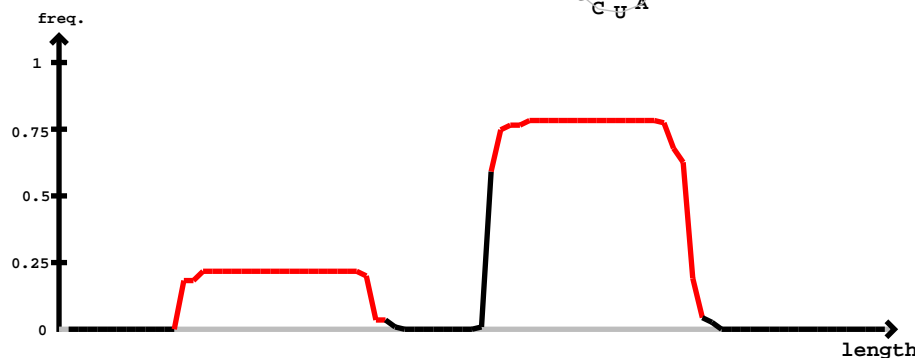

novel-nve-miR-14 guide

novel-nve-miR-14 star

novel-nve-miR-14_guide

novel-nve-miR-14_star

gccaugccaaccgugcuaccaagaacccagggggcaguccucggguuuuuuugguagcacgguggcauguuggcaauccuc

.....cggguuuuuuugguagcacgguu.....	1	0	seq
.....ggguuuuuuuugguagcacgg.....	1	0	seq
.....ggguuuuuuuugguagcacgU.....	1	1	seq
.....guuuuuuuugguagcacgg.....	1	0	seq
.....guuuuuuuugguagcacgguu.....	1	0	seq

miRBase precursor : novel-nve-miR-15
 Total read count : 545
 novel-nve-miR-15_guide read: 38
 novel-nve-miR-15_star read: 507
 remaining reads : 0

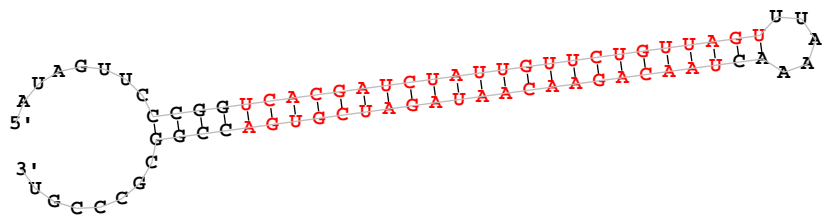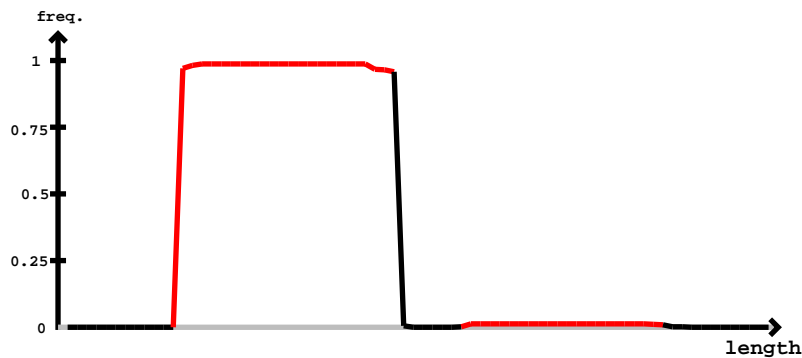

novel-nve-miR-15_guide

novel-nve-miR-15_star

5' -	novel-nve-miR-15_guide	novel-nve-miR-15_star	-3'	exp		
...	...	...	reads	mm	sample	
...	...	...	7	0	seq	
...	...	...	3	1	seq	
...	...	...	1	1	seq	
...	...	...	1	0	seq	
...	...	...	1	1	seq	
...	...	...	3	1	seq	
...	...	...	4	1	seq	
...	...	...	1	1	seq	
...	...	...	12	1	seq	
...	...	...	5	1	seq	
...	...	...	1	1	seq	
...	...	...	2	1	seq	
...	...	...	1	1	seq	
...	...	...	1	1	seq	
...	...	...	1	1	seq	
...	...	...	1	1	seq	
...	...	...	1	1	seq	
...	...	...	1	1	seq	
...	...	...	1	1	seq	
...	...	...	1	1	seq	
...	...	...	4	1	seq	
...	...	...	2	1	seq	
...	...	...	2	1	seq	
...	...	...	1	1	seq	
...	...	...	1	1	seq	
...	...	...	95	1	seq	
...	...	...	1	1	seq	
...	...	...	1	1	seq	
...	...	...	2	1	seq	
...	...	...	368	0	seq	
...	...	...	1	1	seq	
...	...	...	1	0	seq	
...	...	...	1	1	seq	
...	...	...	1	1	seq	

novel-nve-miR-15_guide	novel-nve-miR-15_star			
auaguucccggu	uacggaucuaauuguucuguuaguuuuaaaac	uaacagaacaauagaucguga	ccggcgcccggu	
.....cacgaucuaauuguucuguuagu.....	5	0	seq	
.....acgaucuaauuguucuguuagu.....	2	0	seq	
.....acgaucuaauuguucuguuaguC.....	1	1	seq	
.....cuaacagaacaauagaucgG.....	1	1	seq	
.....uaacagaacaauagaucgug.....	1	0	seq	
.....uaacagaUcaauagaucguga.....	1	1	seq	
.....uaacagaacaauagaucguga.....	3	0	seq	
.....Aaacagaacaauagaucgugacc.....	1	1	seq	

novel-nve-miR-16_star
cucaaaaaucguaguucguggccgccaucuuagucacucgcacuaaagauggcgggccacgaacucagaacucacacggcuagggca

ucaagauggcgggccacgaU.....	1	1	seq
..cCaagauggcgggccacgaacua.....	1	1	seq
..Uaagauggcgggccacgaacuac.....	1	1	seq
..Uaagauggcgggccacgaacuacg.....	1	1	seq
..aagauggcgggccacgaacuaU.....	1	1	seq
..gauggcgggccacgaacuacG.....	1	1	seq
..gauggcgggccacgaacuacg.....	27	0	seq
..gauggcgggccacgaacuacC.....	1	1	seq
..gauggcgggUcacgaacuacg.....	1	1	seq
..gauggcgggccacgaGcuacg.....	1	1	seq
..gauggcgggcCcGgaacuacg.....	1	1	seq
..gauggcgggccacAaacuacg.....	1	1	seq
..gauggcgggccacgaacuacA.....	1	1	seq
..gauggcgggccacgaacuacgG.....	4	1	seq
..gauggcgggccacgCacuacga.....	1	1	seq
..gauggcgggccacgaGcuacga.....	1	1	seq
..gauggcgggccacgaacuacga.....	6	0	seq
..gauggcgggccacgaacuacgaG.....	1	1	seq
..gauggcgggccacgaacuacgaa.....	8	0	seq
..gauggcgggccacgaacuacgaU.....	1	1	seq
..gauggcgggccacgaacuacgaUc.....	1	1	seq
..gauggcgggccacgaacuacgaaU.....	4	1	seq
..gauggcgggUacgaacuacgaac.....	2	1	seq
..gauggcgggccacgaacuacgaaUu.....	2	1	seq
..auggcggAcacgaacuacg.....	4	1	seq
..auggcgggccacgaacuacC.....	1	1	seq
..auggcgggccacgaacuacA.....	1	1	seq
..auggcgggccacgaacuacg.....	24	0	seq
..auggcgggccacgaacuacgG.....	2	1	seq
..auggcgggccacgaacuacga.....	3	0	seq
..auggcgggccaUgaacuacgaa.....	1	1	seq
..auggcgggccacgaacuacgaa.....	7	0	seq
..auggcgggccacgaacuacgaG.....	3	1	seq
..auggcgggccacgaacuacgaU.....	3	1	seq
..aAggcggccacgaacuacgaa.....	2	1	seq
..auggcgggccacgaacuacgaUc.....	1	1	seq
..auggcgggccacgaacuacgaaU.....	9	1	seq
..auggcgggccacgaacuacgaaG.....	1	1	seq
..auggcgggccacgaacuacgaac.....	8	0	seq
..auggcgUccacgaacuacgaacu.....	1	1	seq
..auggcgggccacgaacuacgaacu.....	5	0	seq
..auggcgggccacgaacuacgaaUu.....	2	1	seq
..auggcgggccacgaacuacgaacG.....	13	1	seq
..auggcgggccacgaacuacgaacA.....	2	1	seq
..auggcgggccacgaacuacgaacC.....	2	1	seq
..Guuggcgggccacgaacuacgaacu.....	1	1	seq
..auggcgggccacgaacuacgaacuacG.....	1	1	seq
..uggcgggccacgaacuacg.....	8	0	seq
..uggcgggccacgaacuacA.....	1	1	seq
..uggcgggccacgaaAuacg.....	1	1	seq
..uggcgggccacgaacuacga.....	3	0	seq
..uggcgggccacgaacuacgaG.....	1	1	seq
..uggcgggccacgaacuacgaU.....	2	1	seq
..uggcgggccacgaacuacgaaU.....	22	1	seq
..uggcgggccacgaacuacgaUc.....	2	1	seq
..uggcgggccacgaacuacgaac.....	1	0	seq
..uggcgggccacgaacuacgaaA.....	2	1	seq
..uggcgggccacgaacuacgaaG.....	3	1	seq
..uggcgggccacgaacuacgaaUu.....	2	1	seq
..uggcgggccacgaacuacgaacA.....	1	1	seq
..uggcgggUcacgaacuacgaacu.....	1	1	seq
..uggcgggccacgaacuacgaacC.....	2	1	seq
..uggcgggccacgaacuacgaacu.....	15	0	seq
..uggcgggccacgaacuacgaacG.....	20	1	seq

```
novel-nve-miR-18_guide read:244000
novel-nve-miR-18_star read:90000
remaining reads          : 0
```

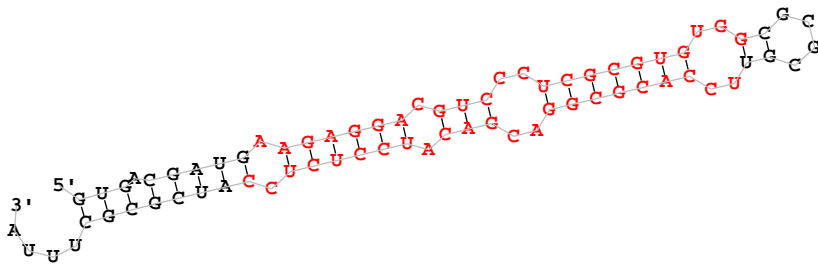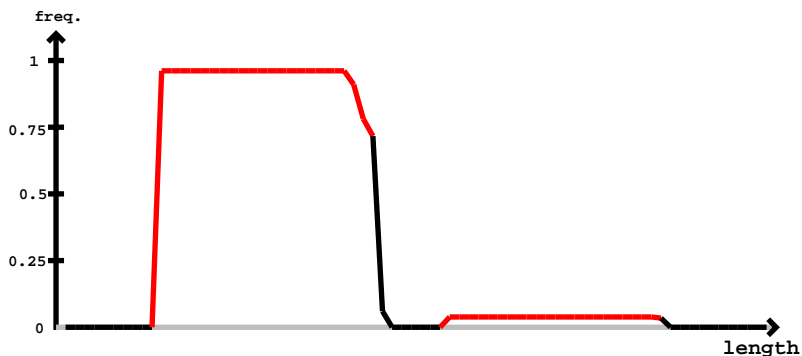

novel-nve-miR-18 star

novel-nve-miR-18 guide

miRBase precursor : novel-nve-miR-19
 Total read count : 1469
 novel-nve-miR-19_guide read: 1374nt
 novel-nve-miR-19_star read: 82nt
 remaining reads : 13

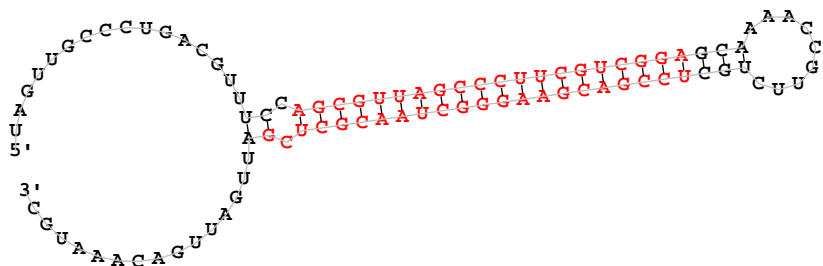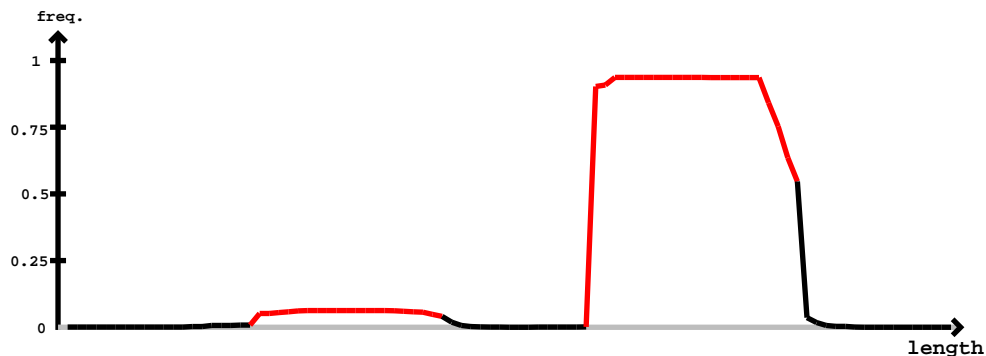

novel-nve-miR-19_star

novel-nve-miR-19_guide

5'	novel-nve-miR-19_star	novel-nve-miR-19_guide	-3'	exp	reads	mm	sample
..(((.....)))(.(((.....))).....)).....	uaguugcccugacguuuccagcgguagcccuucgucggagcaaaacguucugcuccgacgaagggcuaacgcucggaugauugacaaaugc	..(((.....)))(.(((.....))).....)).....	reads	mm	seq		
uGguugcccugacguuuc.....	.....	.....	1	1	seq		
.....cguuucGagcguuagcccuuc.....	.....	.....	1	1	seq		
.....cguuucGagcguuagcccuucg.....	.....	.....	2	1	seq		
.....uuucGagcguuagcccuucg.....	.....	.....	1	1	seq		
.....uuucGagcguuagcccuucgu.....	.....	.....	3	1	seq		
.....uuucGagcguuagcccuucguc.....	.....	.....	2	1	seq		
.....cGagcguuagcccuucgucg.....	.....	.....	1	1	seq		
.....cGagcguuagcccuucgucgga.....	.....	.....	1	1	seq		
.....Gagcguuagcccuucgucgga.....	.....	.....	1	1	seq		
.....agcguuagcccuucgucg.....	.....	.....	1	0	seq		
.....agcguuGgcccucgucg.....	.....	.....	10	1	seq		
.....agcguuagcccuucgucgga.....	.....	.....	2	0	seq		
.....agcguuGgcccucgucgga.....	.....	.....	8	1	seq		
.....agcguuagcccuucgucgga.....	.....	.....	2	1	seq		
.....agcguuGgcccucgucgga.....	.....	.....	25	1	seq		
.....agcguuagcccuucgucgga.....	.....	.....	3	0	seq		
.....agcguuGgcccucgucgga.....	.....	.....	9	1	seq		
.....agcguuagcccuucgucggaA.....	.....	.....	2	1	seq		
.....agcguuagcccuucgucggaUc.....	.....	.....	1	1	seq		
.....agcguuagcccuucgucggaUa.....	.....	.....	1	1	seq		
.....cguuGgcccucgucgga.....	.....	.....	1	1	seq		
.....cguuagcccuucgucgga.....	.....	.....	2	0	seq		
.....cguuagccUuucgucgga.....	.....	.....	1	1	seq		
.....cguuGgcccucgucgga.....	.....	.....	1	1	seq		
.....guuagcccuucgucgga.....	.....	.....	3	0	seq		
.....guuagcccuucgucggaA.....	.....	.....	1	1	seq		
.....uuagcccuucgucggaU.....	.....	.....	1	1	seq		
.....uuagcccuucgucggaG.....	.....	.....	3	1	seq		
.....uuGgcccucgucgga.....	.....	.....	1	1	seq		
.....uagcccuucgucgga.....	.....	.....	1	0	seq		
.....uGgcccucgucgga.....	.....	.....	1	1	seq		
.....uuUugcuccgacgaagg.....	.....	.....	1	1	seq		
.....cuccgacgaaggcuaacG.....	.....	.....	1	1	seq		
.....uccgacgaaggcuaacg.....	.....	.....	1	1	seq		

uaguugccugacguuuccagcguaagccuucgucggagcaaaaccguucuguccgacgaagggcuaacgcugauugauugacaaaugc

.....uccgacgaagggcuaGcg.....	15	1	seq
.....uccgacgaagggcuaacC.....	2	1	seq
.....uccgacgaagggcuCacg.....	1	1	seq
.....uccgacgaagggcuaacA.....	9	1	seq
.....ucGgacgaagggcuaacg.....	1	1	seq
.....uccgacgaagggcuaacg.....	58	0	seq
.....uccgacgaagggcuGacg.....	36	1	seq
.....uccgacgaagggcuaacU.....	16	1	seq
.....uccgacgaagggcuaacgc.....	11	0	seq
.....uccgacgaagggcuGacgc.....	3	1	seq
.....uccgaAgaagggcuaacgc.....	1	1	seq
.....uccgacgaagggcuaacUc.....	1	1	seq
.....uccgacgaagggcuaacgG.....	31	1	seq
.....uccgacgaagggcuaacAc.....	1	1	seq
.....uccgacgGagggcuaacgc.....	1	1	seq
.....uccgacgaagggcuaacgU.....	8	1	seq
.....uccgacgaagggcuaacgA.....	69	1	seq
.....uccgacgaagggcuaacgcG.....	30	1	seq
.....uccgacgaagggcuaaaAgcu.....	1	1	seq
.....uccgacgaagggcuaaUgcu.....	1	1	seq
.....uccgacgaagggcuaacgcA.....	10	1	seq
.....uccgacgaagggcuaGcgcu.....	6	1	seq
.....uccgacgaagggcuGacgcu.....	11	1	seq
.....uccgacgGagggcuaacgcu.....	1	1	seq
.....uccgacgaagggcuaacgAu.....	52	1	seq
.....uccgacgaagggcuaacCcu.....	1	1	seq
.....uccgacgaagggcuaacgcC.....	7	1	seq
.....Cccgacgaagggcuaacgcu.....	1	1	seq
.....uccgacgaagggcuaacgcu.....	50	0	seq
.....uccgacgaagggcuaacgcuG.....	16	1	seq
.....uccgacgaagggcuaacgcuc.....	33	0	seq
.....uccgacgGagggcuaacgcuc.....	1	1	seq
.....uccgacgaGgggcuaacgcuc.....	2	1	seq
.....uccgacgaagggcuGacgcuc.....	11	1	seq
.....uccgGcgagggcuaacgcuc.....	4	1	seq
.....uccgacgaagggcuaacgcuU.....	21	1	seq
.....uccgacgaagggcuaCcguc.....	1	1	seq
.....uccgacgaagggcuaacgcua.....	25	1	seq
.....uccgacgaagggcuaGcguc.....	14	1	seq
.....uAcgacgaagggcuaacgcuc.....	1	1	seq
.....uccgacgaagggcuaacgcuAg.....	12	1	seq
.....uccgacgaagggcuaacAcucg.....	2	1	seq
.....uccgacgaagggcuaUcgucg.....	3	1	seq
.....uccgacgaagggcuaacgcucC.....	8	1	seq
.....Cccgacgaagggcuaacgcucg.....	3	1	seq
.....uccgaAgaagggcuaacgcucg.....	1	1	seq
.....uUcgacgaagggcuaacgcucg.....	1	1	seq
.....uccgacgaagggcCaaacgcucg.....	2	1	seq
.....uccgacgaUgggcuaacgcucg.....	1	1	seq
.....uccgacgaagggcuaacgcAcg.....	13	1	seq
.....Gccgacgaagggcuaacgcucg.....	1	1	seq
.....Accgacgaagggcuaacgcucg.....	6	1	seq
.....uccAacgaagggcuaacgcucg.....	1	1	seq
.....uccgacgGagggcuaacgcucg.....	1	1	seq
.....uccgacgaagggcuaacgcuUg.....	4	1	seq
.....uccgacgaGgggcuaacgcucg.....	2	1	seq
.....ucUgacgaagggcuaacgcucg.....	2	1	seq
.....uAcgacgaagggcuaacgcucg.....	1	1	seq
.....ucAgacgaagggcuaacgcucg.....	2	1	seq
.....uccgacgaagggcuaacgcucU.....	22	1	seq
.....uccgacgaagggcuaacgcucA.....	86	1	seq
.....uccgacgaagggcuGacgcucg.....	92	1	seq
.....uccgacgaagggUuaacgcucg.....	1	1	seq
.....uccgacgaagggcuaaGgcucg.....	1	1	seq
.....uccgacgaagggcuaacgcucg.....	315	0	seq
.....uccgacgaagggcuaGcgucg.....	117	1	seq
.....uccgGcgagggcuaacgcucg.....	2	1	seq
.....uccgacgaagggcuaacgUucg.....	1	1	seq
.....uccgUcgagggcuaacgcucg.....	2	1	seq

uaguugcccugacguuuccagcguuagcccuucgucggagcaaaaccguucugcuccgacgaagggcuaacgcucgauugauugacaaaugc

How the deposited data were processed for this re-analysis (not part of the article)

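The authors' processed tables hold raw read counts per miRNA arm: the authors trimmed the reads (cutadapt, version not given in the sources used here) and counted reads on miRNA precursors with quantifier.pl of mirDeep2 2.0.0.8, with default settings for the IP libraries and without mismatches for the KD libraries. No counts were changed here before testing. The deposited KD table holds raw counts and, in the same columns, a line with the mean of the 4 spike-in counts, which is no count; that line was left out, and every other value was checked to be a whole number.

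The IP table holds 255 arms, of which 6 with counts above 0 repeat another arm in all 18 libraries and were tested once; 18 star arms are 0 throughout, and 21 miRNAs have no star arm. Tested were the 196 arms with at least 10 counts in at least 2 libraries, 134 guides and 62 stars, with 9 residual degrees of freedom. The KD table holds 257 arms, of which the 61 with at least 10 counts in at least 3 libraries were tested, 44 guides and 17 stars. Preferences used guides with at least 20 normalized reads, correlations a pseudocount of 1, camera a preset correlation of 0.01 and set tests a prior count of 2. Sign tests used miRNAs with at least 20 spike-in scaled counts in 1 group.

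Libraries were compared with edgeR 4.0.16 (quasi-likelihood F test), checked with DESeq2 1.42.0, in R 4.3.3; set tests used fry and camera of limma 3.58.1. Exact and permutation tests, preferences, strand shares and figures were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Library sizes were genome-mapped reads for the IP comparisons, the sum of miRNA counts for comparisons between stages and the mean of the 4 spike-in counts for the KDs. Strand fits used guide and star counts with the library as block, for miRNAs with at least 5 star counts and, in the KDs, at least 50 guide counts.

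KD and control libraries of one number were treated as a pair only in a check, since the paper states that animals of a replicate were injected on 1 day; the deviations of paired libraries from their group means correlated at -0.34 to 0.26 in AGO1 KD and -0.28 to 0.22 in AGO2 KD. IP libraries carry numbers only. The same check for AGO1 IP and AGO2 IP of one number gave -0.24 in early planulae, 0.45 in primary polyps and 0.74 in adult males. With IgG IP it gave -0.22 to 0.08. The main IP tests left any such pairing out, and a replicate block was used only as an alternative.

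The comparisons, the alternatives and the rule for the guides named in the text were set before the deposited tables were read, but after the miRNA counts in Supplementary Data 4 and 6 had been open to view. All 257 arms of the KD table have the same counts in Supplementary Data 6, so the KD plan was not made without knowledge of the KD data. Of the guides past an adjusted p of 0.05 with no overlap between groups, the 8 with the highest mean and the 4 with the largest fold (at least 50 counts) were taken for each direction. Added to these were miRNAs that the paper names and the lists of its supplement. For strand ratios up to 6 miRNAs with the smallest p were taken in each direction. Newly annotated guides are described in the text by their rank or level; their names stand in the result tables.

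The alternatives covered the scale of the libraries, the tool, the filters and thresholds, the lists of miRNAs, the pairing of replicates and leaving out each library; the closing section gives their effect. On simulated data with known changes, false calls were 2 of 16, 1 of 28 and 0 of 24 in the comparisons of AGO1 IP with AGO2 IP in early planulae, primary polyps and adult males, and 1 of 44 and 3 of 48 in AGO1 KD and AGO2 KD. Genome-mapped reads ran from 456537 to 13170153 in the IP libraries, and miRNA counts from 9948 to 7833947.

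Endo-siRNAs, transcriptomes, mass spectrometry and methylation experiments were not analysed here.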

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

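All tests of technical explanations in this part were chosen only after the results were seen; the interaction test and the KD tests were set before the deposited tables were read.

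The ratio of AGO1 IP to AGO2 IP changed between stages for 3 of 134 guides in edgeR's interaction test over the 3 stages: nve-miR-2040a-3p (adjusted p = 0.00467), nve-miR-9422 (adjusted p = 0.0336) and 1 newly annotated guide (adjusted p = 0.0457). At an unadjusted p under 0.05 there were 25. Without either AGO1 IP library of adult males 0 guides passed. Without either AGO1 IP library of early planulae or of primary polyps, the second AGO2 IP library of early planulae or the first of primary polyps 1 passed, and without the second AGO2 IP library of primary polyps 5. DESeq2 with genome-mapped size factors gave 5, DESeq2's own size factors 32, TMM factors 35 and the sum of miRNA counts 63. With the IgG libraries left out of the edgeR fit 25 passed.

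nve-miR-2040a-3p was higher in AGO2 IP than in AGO1 IP of adult males and lower in the earlier stages. Reads shared with nve-miR-2040b-3p would move both miRNAs alike, and the log2 ratios of the 2 miRNAs in adult males differed by -5.43 (SE 1.29), which argues against this. Background of the IP is argued against, with genome-mapped reads as the scale, by a log2 ratio of AGO2 IP over IgG IP of 4.64 (SE 1.00). The median of all guides was 4.68 there, so this ratio is that of miRNAs in general and does not set nve-miR-2040a-3p apart. With DESeq2's own size factors, which set the level of most miRNAs equal in AGO2 IP and IgG IP, its ratio was -0.35 (DESeq2 adjusted p = 0.789). The scale stays open, since the log2 ratio was 0.23 (SE 0.65) with DESeq2's own size factors, and on that scale a change of side in adult males cannot be told apart from a change in the scale. A change of sorting with the stage may add to the pattern and was not tested.

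In AGO1 KD 6 of 7 miRNAs that the study assigns to AGO1 with over 90% preference were lower (exact sign test, p = 0.125), and 16 of 19 that it assigns to AGO2 were higher (exact sign test, p = 0.00443, but 0.0636 with the replicate block and 0.648 with TMM factors or the sum of miRNA counts). These sign tests take miRNAs of the same libraries as replicates. A shift in the level of the spike-ins would move all guides by the same amount. For the AGO1 list it is argued against, as its median lay at -2.38 from that of the other guides (camera, adjusted p = 0.0299 with an estimated correlation). For the AGO2 list it cannot be told apart from such a shift, as its median lay 0.18 above that of the other guides (camera, adjusted p = 0.595 with an estimated correlation). A loss of miRNAs bound by the depleted AGO may lie behind the first part and was not tested directly. In AGO2 KD nve-miR-2022-3p (log2 -3.62) and nve-miR-2040b-3p (-1.89) fell as well. In the test of the difference between the KDs, nve-miR-2040a-3p (-2.24), nve-miR-2037-3p (-2.90) and a newly annotated member (-6.17) were lower in AGO1 KD. There nve-miR-2022-3p went the other way (2.25) and the remaining members did not pass, so such a loss is not shown for the list as a whole.

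In AGO1 KD against its control 23 guides passed the threshold, and in AGO2 KD 12. Of the 10 splits of 3 against 3 libraries, 1 (the real one) reached that number in each KD, and the highest other split gave 0. With 10 splits a share under 0.05 is not possible.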

How the results depend on the processing

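All alternatives in this part were chosen before the deposited tables were read, and the values in parentheses are those given beside the paper's text. The changes are listed by setting. Over 271 results, alternatives left 829 values of the leading results on the same side of the threshold or within 1.5 times the count or 1 SD, moved 208, made 32 weaker and 5 stronger and reversed 11. For single named miRNAs 2014 kept direction and side, 179 became weaker, 25 stronger and 19 moved, and 6 reversed. The miRNA share of AGO1 IP and of AGO2 IP against IgG IP kept its direction in each library left out (log2 3.64 to 4.36 and 3.59 to 4.31), as did the central mismatch (46.1 to 53.9 percentage points) and the guide length (1.06 to 1.21 nt). For the changes below the cause was not tested, except that scaling to miRNA counts removes a general enrichment of miRNAs by its construction and that fewer libraries leave less to estimate the spread from.

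With libraries scaled to the sum of all miRNA counts, guides with a preference came to 39 (15) over 70% in AGO1 in early planulae, 21 (8) over 90% in AGO1 in early planulae, 9 (23) over 90% in AGO2 in early planulae, 47 (31) over 90% in AGO2 in primary polyps, 69 (41) over 70% in AGO2 in adult males, 8 (14) over 90% in AGO1 in adult males and 47 (28) over 90% in AGO2 in adult males. Guides that switch preference came to 12 (2) between stages. Gaps between replicate r and r between AGOs came to 0.149 (0.189) in early planulae and 0.111 (0.174) in adult males. Lower miRNAs in the sign tests came to 7 (6, exact p = 0.0156) of the AGO1 list in AGO1 KD, 8 (3, exact p = 0.648) of the AGO2 list in AGO1 KD and 8 (15, exact p = 0.383) of the AGO2 list in AGO2 KD. Guides called in AGO1 IP against AGO2 IP came to 32 (15) higher in early planulae and 27 (57) lower in early planulae. Against IgG IP, guides called in AGO1 IP came to 16 (44) higher in early planulae, 18 (5) lower in early planulae, 1 (34) higher in primary polyps, 43 (10) lower in primary polyps, 0 (75) higher in adult males and 30 (0) lower in adult males. Log2 fold changes of single miRNAs came to -1.88 (0.32, edgeR adjusted p = 0.0287) for nve-miR-100-5p (AGO1 IP against IgG IP, early planula). For AGO2 IP against IgG IP, guides called came to 1 (81) higher in early planulae, 24 (6) lower in early planulae, 0 (85) higher in primary polyps, 7 (1) lower in primary polyps, 5 (105) higher in adult males and 10 (0) lower in adult males. Guides in the interaction test came to 63 (3) in the F test. Guides called in the KDs came to 6 (17) higher in AGO1 KD, 11 (6) lower in AGO1 KD, 10 (3) higher in AGO2 KD, 6 (16) higher in the difference between KDs and 13 (3) lower in the difference between KDs.

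With edgeR TMM factors, guides with a preference came to 39 (15) over 70% in AGO1 in early planulae, 26 (8) over 90% in AGO1 in early planulae, 8 (23) over 90% in AGO2 in early planulae, 47 (18) over 70% in AGO1 in primary polyps and 25 (11) over 90% in AGO1 in primary polyps. Guides that switch preference came to 7 (2) between stages. Lower miRNAs in the sign tests came to 7 (6, exact p = 0.0156) of the AGO1 list in AGO1 KD, 8 (3, exact p = 0.648) of the AGO2 list in AGO1 KD and 12 (15, exact p = 0.664) of the AGO2 list in AGO2 KD. Guides called in AGO1 IP against AGO2 IP came to 33 (15) higher in early planulae, 29 (57) lower in early planulae, 43 (22) higher in primary polyps, 36 (59) lower in primary polyps and 33 (21) higher in adult males. Against IgG IP, guides called in AGO1 IP came to 22 (44) higher in early planulae, 9 (5) lower in early planulae, 18 (10) lower in primary polyps, 47 (75) higher in adult males and 2 (0) lower in adult males. For AGO2 IP against IgG IP, guides called came to 24 (81) higher in early planulae, 20 (6) lower in early planulae, 5 (85) higher in primary polyps, 6 (1) lower in primary polyps, 46 (105) higher in adult males and 6 (0) lower in adult males. Guides in the interaction test came to 35 (3) in the F test. Guides called between stages in AGO1 IP came to 12 (91) higher in early planulae than in primary polyps, 18 (2) lower in early planulae than in primary polyps and 57 (21) higher in primary polyps than in adult males. Guides called between stages in AGO2 IP came to 14 (40) higher in early planulae than in primary polyps, 19 (10) lower in early planulae than in primary polyps, 41 (21) higher in primary polyps than in adult males and 40 (65) lower in primary polyps than in adult males. Guides called in the KDs came to 6 (17) higher in AGO1 KD, 10 (6) lower in AGO1 KD, 5 (3) higher in AGO2 KD, 9 (16) higher in the difference between KDs and 9 (3) lower in the difference between KDs. Medians of the fry tests came to 0.051 (0.92, limma adjusted p = 0.858) for the AGO2 list in AGO1 KD.

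With DESeq2 and its own size factors, guides called in AGO1 IP against AGO2 IP came to 32 (15) higher in early planulae, 33 (57) lower in early planulae, 45 (22) higher in primary polyps, 32 (59) lower in primary polyps, 56 (21) higher in adult males and 21 (45) lower in adult males. Log2 fold changes of single miRNAs came to 0.23 (-2.23, DESeq2 adjusted p = 0.791) for nve-miR-2040a-3p (AGO1 IP against AGO2 IP, adult male), 2.26 (-0.28, DESeq2 adjusted p = 0.000114) for nve-miR-2025-3p (AGO1 IP against AGO2 IP, adult male), -0.48 (4.50, DESeq2 adjusted p = 0.63) for nve-miR-2024e-3p (AGO2 IP against IgG IP, adult male) and -0.35 (4.64, DESeq2 adjusted p = 0.789) for nve-miR-2040a-3p (AGO2 IP against IgG IP, adult male). Against IgG IP, guides called in AGO1 IP came to 18 (44) higher in early planulae, 19 (5) lower in early planulae, 22 (10) lower in primary polyps, 38 (75) higher in adult males and 14 (0) lower in adult males. For AGO2 IP against IgG IP, guides called came to 9 (81) higher in early planulae, 24 (6) lower in early planulae, 0 (85) higher in primary polyps, 10 (1) lower in primary polyps, 1 (105) higher in adult males and 18 (0) lower in adult males. Guides in the interaction test came to 32 (3) in the F test. Guides called between stages in AGO1 IP came to 19 (91) higher in early planulae than in primary polyps, 17 (2) lower in early planulae than in primary polyps, 30 (68) higher in early planulae than in adult males, 49 (30) lower in early planulae than in adult males and 32 (21) higher in primary polyps than in adult males. Guides called between stages in AGO2 IP came to 19 (10) lower in early planulae than in primary polyps, 36 (21) higher in primary polyps than in adult males and 38 (65) lower in primary polyps than in adult males. Guides called in the KDs came to 7 (17) higher in AGO1 KD, 9 (3) higher in AGO2 KD, 10 (16) higher in the difference between KDs and 11 (3) lower in the difference between KDs.

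With genome-mapped reads as the scale of the stage comparisons, guides called between stages in AGO1 IP came to 2 (91) higher in early planulae than in primary polyps, 40 (2) lower in early planulae than in primary polyps, 22 (68) higher in early planulae than in adult males, 47 (30) lower in early planulae than in adult males and 53 (21) higher in primary polyps than in adult males. Log2 fold changes of single miRNAs came to -1.37 (3.81, edgeR adjusted p = 0.207) for nve-miR-2022-3p (AGO1 IP, early planula against primary polyp). Guides called between stages in AGO2 IP came to 2 (40) higher in early planulae than in primary polyps, 52 (10) lower in early planulae than in primary polyps, 17 (31) higher in early planulae than in adult males, 45 (21) higher in primary polyps than in adult males and 23 (65) lower in primary polyps than in adult males.

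With only the libraries of the groups compared, against IgG IP, guides called in AGO1 IP came to 12 (34) higher in primary polyps and 1 (10) lower in primary polyps. For AGO2 IP against IgG IP, guides called came to 10 (85) higher in primary polyps and 0 (1) lower in primary polyps. Guides in the interaction test came to 25 (3) in the F test.

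With DESeq2 and genome-mapped size factors, against IgG IP, guides called in AGO1 IP came to 16 (10) lower in primary polyps. Guides in the interaction test came to 5 (3) in the F test.

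With no threshold on normalized reads, guides with a preference came to 28 (15) over 70% in AGO1 in early planulae, 78 (36) over 70% in AGO2 in early planulae, 13 (8) over 90% in AGO1 in early planulae, 48 (23) over 90% in AGO2 in early planulae, 30 (18) over 70% in AGO1 in primary polyps, 82 (52) over 70% in AGO2 in primary polyps, 17 (11) over 90% in AGO1 in primary polyps, 49 (31) over 90% in AGO2 in primary polyps, 68 (41) over 70% in AGO2 in adult males and 43 (28) over 90% in AGO2 in adult males. Guides that switch preference came to 10 (2) between stages.

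With a threshold of 10 normalized reads, guides that switch preference came to 4 (2) between stages.

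With a threshold of 50 normalized reads, guides with a preference came to 13 (23) over 90% in AGO2 in early planulae. Guides that switch preference came to 1 (2) between stages. The difference in 5′ U between AGO1 and AGO2 miRNAs was 2.67 percentage points (-5.49).

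With guides and stars together, gaps between replicate r and r between AGOs came to 0.169 (0.189) in early planulae and 0.188 (0.211) in primary polyps.

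Opposite major strands numbered 9 (14) with at least 50 counts and 9 (14) with both replicates on the same side. The difference between median guide lengths was 1 nt (permutation p = 0.17), where that between the means was 1.12 nt. Lower miRNAs in the sign tests came to 3 (3, exact p = 0.0923) of the AGO2 list in AGO1 KD and 10 (15, exact p = 0.0923) of the AGO2 list in AGO2 KD with at least 10 counts in at least 3 libraries, where fewer miRNAs were counted. For the AGO2 list in AGO2 KD they came to 15 (15, exact p = 0.134) with the list formed over 90% in the early planula from the deposited IP counts, 21 (15, exact p = 0.163) over 70%, 15 (15, exact p = 0.0784) with no minimum and 14 (15, exact p = 0.115) with the median of 3 replicates. With DESeq2 on the same terms the median strand change was 0.79 (0.77, exact p = 0.0391) for the AGO1 group in AGO2 KD and strand ratios called came to 1 (2) higher in AGO1 KD. With only the 6 libraries compared, guides called came to 1 (3) higher in AGO2 KD. With the over 70% list of Supplementary Data 4, medians of the fry tests came to -1.21 (-1.41, limma adjusted p = 0.18) for the AGO1 list in AGO1 KD, -0.66 (0.36, limma adjusted p = 0.0268) for the AGO1 list in AGO2 KD and -0.19 (-0.55, limma adjusted p = 0.691) for the AGO2 list in AGO2 KD.

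Mismatches at single positions outside 10 to 12, in place of those at 10 to 12 together (46.8 percentage points), differed between AGO1 and AGO2 miRNAs by 10.8 at position 1, -4.08 at position 2, -1.54 at position 3, -3.27 at position 4, -3.18 at position 5, 6.26 at position 6, 9.80 at position 7, -2.36 at position 8, 4.63 at position 9, 3.63 at position 13, 0.18 at position 14, 6.26 at position 15, 6.35 at position 16, -1.54 at position 17, -2.45 at position 18, -9.44 at position 19 and -4.08 at position 20. None of these passed Fisher's exact test.

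With the replicate block, in which replicates of one number are paired, lower miRNAs in the sign tests came to 5 (3, exact p = 0.0636) of the AGO2 list in AGO1 KD and 14 (15, exact p = 0.115) of the AGO2 list in AGO2 KD. The median strand change was 0.81 (0.77, exact p = 0.0391) for the AGO1 group in AGO2 KD, and in the IPs, where only the numbers could pair libraries, lower guides in AGO1 IP against IgG IP came to 3 (5) in early planulae. Apart from these and from the named guides given with it beside the text, the replicate block changed no call of the leading results.

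Without 1 library or replicate at a time, the following values changed side or moved by more than 1.5 times, given as lowest to highest. Guides with a preference ran over 19 to 40 over 70% in AGO2 in early planulae and 7 to 27 over 90% in AGO2 in early planulae. Guides that switch preference ran over 2 to 4 between stages. Log2 ratio of the miRNA share ran over -0.13 to 0.23 of AGO1 IP to AGO2 IP. Lower miRNAs in the sign tests ran over 1 to 5 of the AGO2 list in AGO1 KD and 13 to 15 of the AGO2 list in AGO2 KD. Median strand changes ran over -0.18 to 0.24 for the AGO2 group in AGO1 KD and 0.27 to 1.53 for the AGO1 group in AGO2 KD. Guides called in AGO1 IP against AGO2 IP ran over 7 to 12 higher in early planulae, 11 to 57 lower in early planulae, 12 to 19 higher in primary polyps, 36 to 48 lower in primary polyps and 22 to 42 lower in adult males. Guides called in AGO1 IP against IgG IP ran over 19 to 44 higher in early planulae, 0 to 6 lower in early planulae, 17 to 57 higher in primary polyps, 3 to 22 lower in primary polyps and 48 to 72 higher in adult males. Guides called in AGO2 IP against IgG IP ran over 3 to 8 lower in early planulae, 0 to 90 higher in primary polyps and 0 to 1 lower in primary polyps. Guides in the interaction test ran over 0 to 5 in the F test. Guides called between stages in AGO2 IP ran over 15 to 42 higher in early planulae than in primary polyps, 5 to 10 lower in early planulae than in primary polyps, 20 to 28 higher in early planulae than in adult males, 11 to 19 higher in primary polyps than in adult males and 41 to 62 lower in primary polyps than in adult males. Strand ratios called between AGOs ran over 10 to 15 higher in adult males. Guides called in the KDs ran over 10 to 16 higher in AGO1 KD, 1 to 7 lower in AGO1 KD, 1 to 5 higher in AGO2 KD, 4 to 12 lower in AGO2 KD and 1 to 4 lower in the difference between KDs. Strand ratios called ran over 1 to 3 higher in AGO1 KD, 0 to 3 higher in AGO2 KD and 1 to 4 lower in AGO2 KD. Medians of the fry tests ran over -1.65 to -1.20 for the AGO1 list in AGO1 KD, 0.78 to 1.06 for the AGO2 list in AGO1 KD, -0.028 to 0.68 for the AGO1 list in AGO2 KD and -0.84 to -0.15 for the AGO2 list in AGO2 KD.

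Where a library left out leaves 1 in its group, that library is taken to vary like the other groups. Among the IP libraries miRNA counts were lowest with IgG, down to 9948 in the second library of adult males, and in the KD libraries 44 of 138 guides had enough counts to be tested.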

Differences from the paper's values

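The alternatives named here were set before the deposited tables were read, but the KD counts, printed in Supplementary Data 6, had been open to view by then. The paper gives binomial p = 0.06 for the AGO1 list in AGO1 KD; a two-sided exact sign test here gave 0.125, with the paper's number of 6 lower miRNAs. Every alternative also differed from the paper's value, and a one-sided exact test of the same 6 of 7 gave 0.0625.

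For the AGO2 list in AGO2 KD the paper gives p = 0.013, and the exact sign test here gave 0.0414. All alternatives differed, and the one-sided exact value was 0.0207.

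For the AGO2 list in AGO1 KD the paper gives p = 0.0012, and the exact sign test here gave 0.00443. Of the alternatives, the list formed over 90% in the early planula from the deposited IP counts came within 1.5 times the paper's value (exact p = 0.00149), and the others did not. The one-sided exact value was 0.00221.

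For the strand ratio of AGO1 miRNAs in AGO1 KD against AGO2 KD the paper gives a one-sided Mann-Whitney p = 0.00029, and the exact one-sided test here gave 8.23e-05. The exact two-sided test gave 0.000165. For AGO2 miRNAs the paper gives p = 0.15, and the exact one-sided test here gave 0.0773, while the exact two-sided test gave 0.155. Both tests take miRNAs as replicates.

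With the classes as the study lists them, 12 of 60 AGO2 miRNAs had a mismatch at positions 10 to 12, against the paper's 11; with classes from the deposited counts it was 11 of 58. The group without preference had a mean guide length of 21.7 nt, against the paper's 21.5. The AGO2 list of Supplementary Data 6 has 21 members, of which 19 in AGO1 KD and 20 in AGO2 KD had enough counts.

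The miRNA counts of the second AGO1 IP library of primary polyps exceed the genome-mapped reads that Supplementary Data 4 lists for it, a share of 100.659%, which a share of mapped reads cannot hold. The unmapped reads listed for the second IgG library of adult males repeat the number of its mapped reads (1924944). The strand sheet of Supplementary Data 6 lists a ratio for nve-miR-100 in AGO1 KD and for nve-miR-2046 in AGO2 KD where a star mean is 0, so that no ratio of means was formed here.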

Other observations

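The tests on the IgG libraries were chosen only after the results were seen.

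Guides of the nve-miR-2024 family lay on opposite sides by arm, 3p guides with AGO2 and the 5p guide with AGO1. The 5p reads cannot be assigned to nve-miR-2024g or nve-miR-2024a. A division between members therefore cannot be told from opposite arm use of a single precursor. nve-miR-2024a-3p, nve-miR-2024e-3p and nve-miR-2024f-3p were lower in AGO1 IP than in AGO2 IP of primary polyps, nve-miR-2024f-3p at 136 ± 19.6 against 4615 ± 45.1 CPM (mean ± SD, n = 2; log2 -5.08, SE 1.10, edgeR adjusted p = 0.00022). nve-miR-2024g-5p was higher there, at 2033 ± 839 against 140.1 ± 1.33 CPM (log2 3.86, SE 1.03, edgeR adjusted p = 0.0016), and its counts equal those of nve-miR-2024a-5p in 15 of 18 libraries. These directions held with TMM factors, the sum of miRNA counts and DESeq2's own size factors. nve-miR-2022-3p, lower in AGO1 KD, was also lower in AGO2 KD (log2 -3.62, SE 0.43, edgeR adjusted p = 8.9e-09), and 1 newly annotated guide was higher in both, at log2 2.49 (SE 0.48, edgeR adjusted p = 7.1e-05) in AGO1 KD and 2.68 (SE 0.49, edgeR adjusted p = 3.7e-05) in AGO2 KD; both kept their direction with TMM factors, the sum of miRNA counts and DESeq2's own size factors.

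Of 8 miRNAs with at least 100 CPM in AGO1 IP of adult males and at most 5 CPM in every AGO library of early planulae, 6 had counts in the second IgG library of early planulae. nve-miR-9413 stood there at 16.4 CPM, against 2.13 in the highest AGO library of that stage, and nve-miR-9422 at 8.05 against 2.76. The ranks of the 8 miRNAs in this library followed those in AGO1 IP of adult males (Spearman's rho 0.988, exact p = 0.000198), and also those in AGO2 IP of adult males (0.783, exact p = 0.0262). The first IgG library followed AGO1 IP of adult males too (0.903, exact p = 0.00536), so the ranks do not set the second library apart. RNA of early planulae bound by IgG in proportion to its abundance is argued against, as the 8 miRNAs held 0.649% of the miRNA counts of this library (175 counts; 95% Poisson interval 0.557 to 0.753) and at most 0.00569% in 12 libraries of total small RNA from planulae of the KD series, where they had 0 to 4 counts each. The bound for this test was set after these values were seen. The KD series came from injected animals, used another library protocol and was counted without mismatches. The argument therefore rests on a comparison of unlike libraries. The first IgG library held 0.332% (37 counts). Selective binding of these miRNAs by IgG was not tested in early planulae; in primary polyps they held 0.00301% and 0.00806% of the miRNA counts with IgG (2 and 5 counts). A few reads from the adult male AGO1 libraries may be present.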
